# β-catenin perturbations control differentiation programs in mouse embryonic stem cells

**DOI:** 10.1016/j.isci.2022.103756

**Published:** 2022-01-10

**Authors:** Elisa Pedone, Mario Failli, Gennaro Gambardella, Rossella De Cegli, Antonella La Regina, Diego di Bernardo, Lucia Marucci

**Keywords:** Cell biology, Stem cells research

## Abstract

The Wnt/β-catenin pathway is involved in development, cancer, and embryonic stem cell (ESC) maintenance; its dual role in stem cell self-renewal and differentiation is still controversial. Here, by applying an *in vitro* system enabling inducible gene expression control, we report that moderate induction of transcriptionally active exogenous β-catenin in β-catenin null mouse ESCs promotes epiblast-like cell (EpiLC) derivation *in vitro*. Instead, in wild-type cells, moderate chemical pre-activation of the Wnt/β-catenin pathway promotes EpiLC *in vitro* derivation. Finally, we suggest that moderate β-catenin levels in β-catenin null mouse ESCs favor early stem cell commitment toward mesoderm if the exogenous protein is induced only in the “ground state” of pluripotency condition, or endoderm if the induction is maintained during the differentiation. Overall, our results confirm previous findings about the role of β-catenin in pluripotency and differentiation, while indicating a role for its doses in promoting specific differentiation programs.

## Highlights

• Moderate β-catenin levels promote EpiLCs derivation *in vitro*
• Chemical pre-activation of the Wnt pathway enhances ESC-EpiLC transition
• β-catenin overexpression tips the balance between mesoderm and endoderm
• Cell fate is influenced by the extent of β-catenin induction

## Introduction

Pluripotent cells (PCs) are characterized by indefinite proliferative and differentiation potential and their identity is determined by the balance between signals promoting self-renewal and differentiation. The first step for stem cell differentiation is the exit from the pluripotent state, tightly controlled by signaling pathway and gene regulatory networks which can drive specific lineage commitment. During murine development *in vivo*, embryonic stem cells (hereafter called ESCs) that represent the naive pluripotent state of the early epiblast (Evans and Kaufman, 1981; Martin, 1981; Ying et al., 2008), convert into the late epiblast and finally in terminally differentiated somatic cells. ESCs can be derived from the pre-implantation epiblast; they provide an excellent system for understanding signaling pathway interplay in cell fate decision making.

In serum-based cultures, mouse ESCs are heterogeneous for the expression of pluripotency genes (Martin, 1981; Evans and Kaufman, 1981; Brook and Gardner, 1997; Williams et al., 1988; Smith et al., 1988; Ying et al., 2003a; Niwa et al., 1998; Matsuda et al., 1999; Marucci et al., 2014), while, when cultured in serum-free media supplemented with inhibitors of MEK1/2 (PD) and GSK3α/β (Chiron) and in presence or not of the leukemia inhibitory factor-LIF (2i or 2i+LIF) (Ying et al., 2008), a uniform self-renewal condition known as “ground state” of pluripotency is established; it is characterized by homogeneous gene expression (Boroviak et al., 2015; Marks et al., 2012; Godwin et al., 2017; Ghimire et al., 2018), genome demethylation (Ficz et al., 2013; Habibi et al., 2013; Leitch et al., 2013), and naive pluripotency (Nichols and Smith, 2012; Alexandrova et al., 2016). Following release from 2i or 2i+LIF, epiblast-like cells (hereafter called EpiLCs) appear *in vitro* as an intermediate of ESC differentiation (Chen et al., 2018; Hayashi et al., 2011; Buecker et al., 2014; Krishnakumar et al., 2018). EpiLCs are transcriptionally comparable to epiblast stem cells (hereafter called EpiSCs), although the latter better resemble cells of the anterior primitive steak (Kojima et al., 2014). EpiSCs, derived from the post-implantation epiblast, are capable of differentiating in all the germ layers (Brons et al., 2007; Tesar et al., 2007); they differ from ESCs in morphology, clonogenicity, gene expression, epigenome status, and, most importantly, ability to contribute to chimaeras (Ghimire et al., 2018; Tesar et al., 2007; Brons et al., 2007; Han et al., 2010). EpiSCs require Activin A and the fibroblast growth factor 2 (FGF2) (Brons et al., 2007; Tesar et al., 2007) for *in vitro* expansion; FGF signaling pathway activation, while promoting EpiSC self-renewal, induces ESC differentiation (Stavridis et al., 2007; Kunath et al., 2007; Guo et al., 2009). Different protocols based on FGF2 treatment, in combination or not with Activin A and inhibitors of the LIF/STAT3 and the Wnt/β-catenin pathways, have been proposed for the derivation and expansion of EpiLCs and EpiSCs both in serum-based and serum-free culture conditions (Joo et al., 2014; Sumi et al., 2013; Kurek et al., 2015; Hayashi et al., 2011; Gouti et al., 2014; Tsukiyama and Ohinata, 2014). Self-renewing EpiSCs have been established by simultaneous activation and inhibition of the Wnt/β-catenin pathway (Kim et al., 2013); however, the effect of these perturbations on the ESCs-EpiLCs transition has not been fully explored.

The Wnt/β-catenin is a highly conserved signaling pathway involved in ESCs self-renewal (Sato et al., 2004) and cell cycle progression (De Jaime-Soguero et al., 2017). β-catenin levels are tightly controlled by the active transcription of negative regulators working at different levels of the signaling cascade (Stamos and Weis, 2013): Axin2 (Jho et al., 2002; Chia and Costantini, 2005; Leung et al., 2002) is part of the destruction complex whereas DKK1 (Glinka et al., 1998) binds to the Wnt receptor complex attenuating cellular response upon activation of the pathway. These negative feedback loops contribute to the emergence of nonlinear dynamics in the Wnt/β-catenin pathway, proved to be important in different biological and developmental aspects (see (Pedone and Marucci, 2019) for a review), ESCs pluripotency, and somatic cell reprogramming (Marucci et al., 2014; Aulicino et al., 2014; Ho et al., 2013; Kimura et al., 2016; Lluis et al., 2008).

The role of the canonical Wnt pathway in early *in vivo* developmental stages and the requirement of its activation for ESC self-renewal have been a matter of intense research (Anton et al., 2007; Ying et al., 2008; Soncin et al., 2009; Wagner et al., 2010; Lyashenko et al., 2011; Wray et al., 2011; Faunes et al., 2013; Ye et al., 2017; Chatterjee et al., 2015; Ortmann et al., 2020; Tao et al., 2020; Theka et al., 2019; Aulicino et al., 2020). Pluripotency incompetence of β-catenin^−/−^ ECSs has been reported in two independent studies (Anton et al., 2007; Wagner et al., 2010); this phenotype was contradicted later using newly generated β-catenin^−/−^ cell lines, which showed self-renewal in both serum and 2i+LIF (hereafter called 2i/L), but presented some differentiation defects when LIF deprived (Wray et al., 2011; Lyashenko et al., 2011; Aulicino et al., 2020). Such knockout models provide an excellent *in vitro* system to study β-catenin function on ESC decision making.

Here, we take advantage of the β-catenin^−/−^ ESC line generated by Aulicino et al. (2020), where the entire β-catenin coding sequence was removed to avoid possible compensatory mechanisms from aberrant truncated isoforms, to study the effect of β-catenin perturbations on the exit from pluripotency and differentiation. Different β-catenin doses have been indirectly achieved in the past by mutating the adenomatous polyposis coli gene (APC) (Kielman et al., 2002); teratomas from the mutants with the highest β-catenin transcriptional activity showed major differentiation defects in the neuroectoderm, dorsal mesoderm, and endoderm lineages. Of note, results in Kielman et al. (2002) suggest that active β-catenin nuclear translocation (different across mutants) might also be involved in the observed differentiation impairment.

Models enabling direct modulation of β-catenin can be used to systematically associate protein perturbations to pluripotency and differentiation phenotypes. For this aim, we tuned β-catenin levels in β-catenin^−/−^ ESCs applying an improved inducible system (Pedone et al., 2019) and measured both global gene expression in ground state pluripotency (i.e., 2i/L) and following 2i/L withdrawal, as well as the efficiency of ESC-EpiLC transition *in vitro*. We demonstrated that moderate β-catenin activation in β-catenin^−/−^ ESCs (between null and wild-type levels) and moderate chemical pre-activation of the Wnt/β-catenin pathway in wild-type ESCs promote efficient EpiLC *in vitro* derivation. Finally, the transcriptome of β-catenin^−/−^ ESCs expressing different doses of exogenous β-catenin before and/or during differentiation confirmed what we and others reported about the dispensable requirement of β-catenin transcriptional activity for pluripotency establishment (Lyashenko et al., 2011; Pedone et al., 2019; Wray et al., 2011; Faunes et al., 2013; Aulicino et al., 2020), while suggesting that specific β-catenin perturbations cause a bias toward the endoderm lineage, in line with Lef-1 related results previously reported (Ye et al., 2017).

Overall, our study highlights that a synergistic effect of β-catenin doses and culture conditions controls *in vitro* ESC fate decision making at the exit from pluripotency.

## Results

### Wnt/β-catenin pathway perturbations control *in vitro* generation of EpiLC

To study the role of the Wnt/β-catenin pathway in EpiLC *in vitro* derivation, we used the C1-EF1a-rtTA_TRE3G-DDmCherryβ-catenin^S33Y^ (hereafter called C1) ESC line we previously generated (Pedone et al., 2019). Briefly, β-catenin^−/−^ ESCs (Aulicino et al., 2020) were modified to stably express a doxycycline-inducible fusion protein comprising the conditional destabilizing domain (DD), the mCherry fluorescent protein, and the constitutive active β-catenin^S33Y^ (Figure 1A) (Sadot et al., 2002). The inducer molecule doxycycline (dox) enables transcriptional initiation, while trimethoprim (TMP) allows protein stabilization by inactivating the DD (Figure 1A) (Pedone et al., 2019). The use of a constitutively active and conditional β-catenin^S33Y^ form, uncoupled from upstream endogenous regulations and in a knockout background, avoids possible issues (i.e., compensatory mechanisms, genetic variation, off-target effects) resulting from endogenous protein induction or chemical pathway activation.

**Figure 1:**
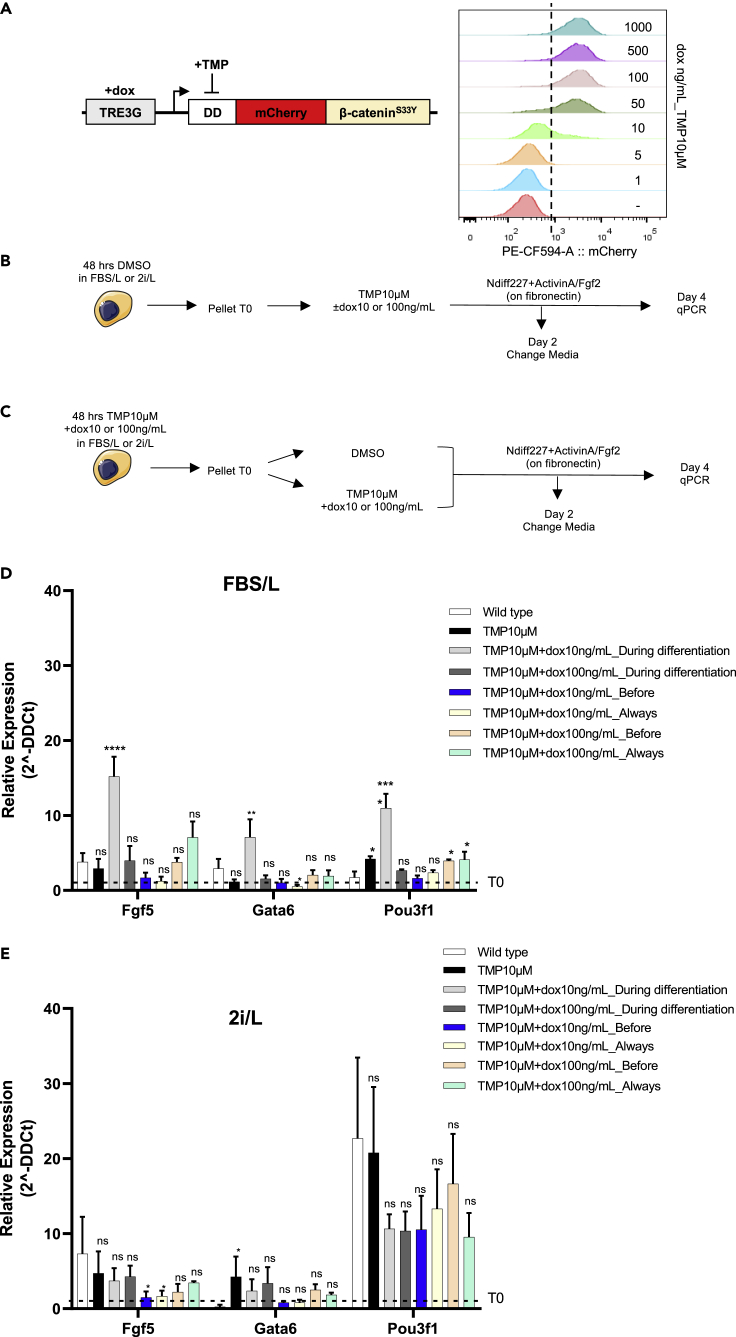
Dual-input control of β-catenin doses in EpiLC *in vitro* derivation (β-catenin^−/−^ background) A dual-input regulation system consisting of the doxycycline-responsive element and the conditionally destabilized mCherryβ-catenin^S33Y^ module. Doxycycline (dox) and trimethoprim (TMP) allow mCherryβ-catenin^S33Y^ transcription initiation and protein stabilization, respectively. (A, inset) Flow cytometry profile of C1 ESCs treated for 24 h with TMP10μM and the indicated concentrations of dox. (B and C) Experimental scheme ESC to EpiLC conversion. C1 ESCs cultured in FBS/L or 2i/L, were pre-treated either with DMSO (B) or TMP10μM and dox10–100ng/mL (C). Following 48 h of treatment, cells were seeded on fibronectin in NDiff227 and exposed to ActvinA/FGF2 and different combinations of DMSO, dox, and TMP for 4 days before being collected for RNA extraction. After 2 days, the media was changed, and the drugs were refreshed. (D and E) Fgf5, Gata6, and Pou3f1 expression in C1 ESCs cultured in FBS/L (D) or 2i/L (E) and differentiated for 4 days in NDiff227+ActivinA/FGF2 and different combination of DMSO, doxy, and TMP. Data are represented as fold change with respect to the corresponding pluripotent condition (i.e., time zero before differentiation (T0)) indicated with a dashed line. Data are means± SEM (n = 3 biological replicates). pvalues from one-way ANOVA with Bonferroni multiple comparison test computed over the wild-type ESCs are shown, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, ∗∗∗∗p<0.0001

We confirmed in C1 cells the correct induction (Figure 1A, inset and (Pedone et al., 2019)), intracellular distribution, and functionality of the exogenous protein upon input administration (Figure S1A and (Pedone et al., 2019)). We found a dose-dependent upregulation of the β-catenin target gene Axin2 in C1 ESCs cultured with dox and TMP for 48 h, although not reaching activation comparable to Chiron 3-μM-treated wild-type cells in the case of maximum induction (Figure S1A). This result confirms our previous measurements of the total exogenous β-catenin levels induced by drugs being lower than wild-type condition, while still being active in the nucleus, thanks to the use of a mutant form, insensitive to the endogenous degradation machinery (Pedone et al., 2019).

The β-catenin^−/−^ cell line we used had already been characterized for having a transcriptional profile similar to wild-type cells in pluripotent (serum/LIF) cultures, with Wnt signaling activation repressing ESC spontaneous differentiation in dependence of β-catenin (Aulicino et al., 2020). We also previously confirmed the dispensable role of β-catenin in pluripotent culture conditions and showed, using alkaline phosphatase (AP) staining, that moderate β-catenin induction with our inducible system (using TMP10μM_dox10ng/mL) can protect cells from exiting pluripotency in the absence of both serum and LIF (Pedone et al., 2019).

Following these results, we measured the efficiency of EpiLCs derivation when different doses of exogenous β-catenin are induced in β-catenin^−/−^ cells under pluripotent conditions and/or during differentiation. To appreciate cellular response changes depending on the culture condition, C1 ESCs were expanded either in serum/LIF (hereafter called FBS/L) or in 2i/L. As prolonged culture in 2i/L results in epigenetic changes impairing normal differentiation *in vitro* and development *in vivo* (Choi et al., 2017), we opted for a short-term culture in 2i/L (3 passages).

ESCs from FBS/L or 2i/L (Figures 1B and 1C) were cultured for 48 h either in DMSO (Figure 1B) or in the presence of maximum TMP (10μM) combined with low (10ng/mL) or saturating (100ng/mL) dox (Figure 1C). The concentrations of dox were extrapolated from flow cytometry measurements of the mCherry signal to provide two doses (moderate and high) of the exogenous protein (Figure 1A, inset). To explore the effect of β-catenin perturbations on ESC-EpiLC transition, we adapted the protocol for EpiSCs culture from (Kim et al., 2013) (see STAR Methods for details), FBS/L- or 2i/L-cultured C1 ESCs were supplemented with Activin A, FGF2 (Kim et al., 2013), and different combinations of DMSO, TMP, and dox (Figures 1B, 1C and STAR Methods).

Cells were kept under these conditions for 4 days, with media refreshed after the first 2 culture days; flow cytometry showed that the mCherry florescence was only marginally influenced by the frequency media and drugs were refreshed (Figure S1B). The fluorescent reporter was expressed in a dose-dependent manner following 48h drug treatment in pluripotency conditions (Figures S1C and S1D); similarly, cells were sensitive to different concentrations of drugs and to their removal during differentiation (Figures S1E and S1F). Upon protocol completion, ESCs were analyzed for the expression of the early epiblast and epiblast-like markers Fgf5, Gata6, and Pou3f1 (i.e., Oct6) (Kalkan et al., 2017; Navarra et al., 2016; Wang et al., 2021), and of the pluripotency markers Nanog and Esrrb (Kalkan et al., 2017) by qPCR (Figures 1D, 1E, S2A, and S2B). TMP-treated (i.e., control) C1 cells did not show a significant differentiation impairment, as compared to the wild-type parental cell line (Figures 1D and 1E). We found a significant upregulation of epiblast-like genes in FBS/L-cultured C1 ESCs induced with a low amount of dox (TMP10μM_dox10ng/mL “During Differentiation” sample, Figure 1D), suggesting that this culture condition favors EpiLC conversion (Figure 1D). This effect was not observed in C1 ESCs pre-cultured in 2i/L for 3 passages (Figure 1E). As expected, upon the differentiation process, Nanog and Esrrb were efficiently downregulated (Figures S2A and S2B).

Altogether, these results indicate that both culture media and β-catenin doses strongly influence how cells respond to the ActivinA/FGF2 stimulus, with moderate β-catenin induction during the differentiation protocol facilitating the transition toward EpiLCs of FBS/L-cultured ESCs.

### Chemical activation of the canonical Wnt pathway in pluripotent conditions modulates EpiLC conversion of wild-type ESCs

The above results motivated us to explore the EpiLC conversion potential of wild-type ESCs when deprived of pluripotency factors and exposed to different chemical perturbations of the endogenous Wnt/β-catenin pathway. Simultaneous activation/inhibition of the canonical WNT pathway has been previously reported to facilitate EpiSCs derivation and *in vitro* expansion (Kim et al., 2013). However, a potential effect of such a combination was not explored in the ESC-EpiLC conversion. When activating the pathway with the Gsk3 inhibitor Chiron-99021 (Chiron), the levels of activated β-catenin will be here significantly higher than in the experiments in Figure 1, thus different results in EpiLC conversion are expected.

We measured the transition from ESCs to EpiLCs in a 4-day time course by qPCR (Figure 2A). Before differentiation, ESCs were cultured in FBS/L and treated for 48 h with DMSO or with Chiron to pre-activate the canonical Wnt pathway, or were maintained in 2i/L for 3 passages (i.e., 1 week; Figure 2A). At day 0, cells were exposed to different combination of drugs added to the NDiff227 (Guo et al., 2009): ActivinA+FGF2+DMSO (AFD); ActivinA+FGF2+Ch1μM (AFCh1); ActivinA+FGF2+Ch3μM (AFCh3); Ch1μM (Ch1); Ch1μM+XAV2μM (Ch1X2); Ch3μM (Ch3); Ch3μM+XAV2μM (Ch3X2) (Kim et al., 2013) (Figure 2A). The expression of the epiblast-like genes Fgf5, Gata6, and Pou3f1 and the pluripotency genes Nanog and Esrrb was analyzed by qPCR after 4 days. A change of media was performed after the first 2 culture days (Figure 2A).

**Figure 2:**
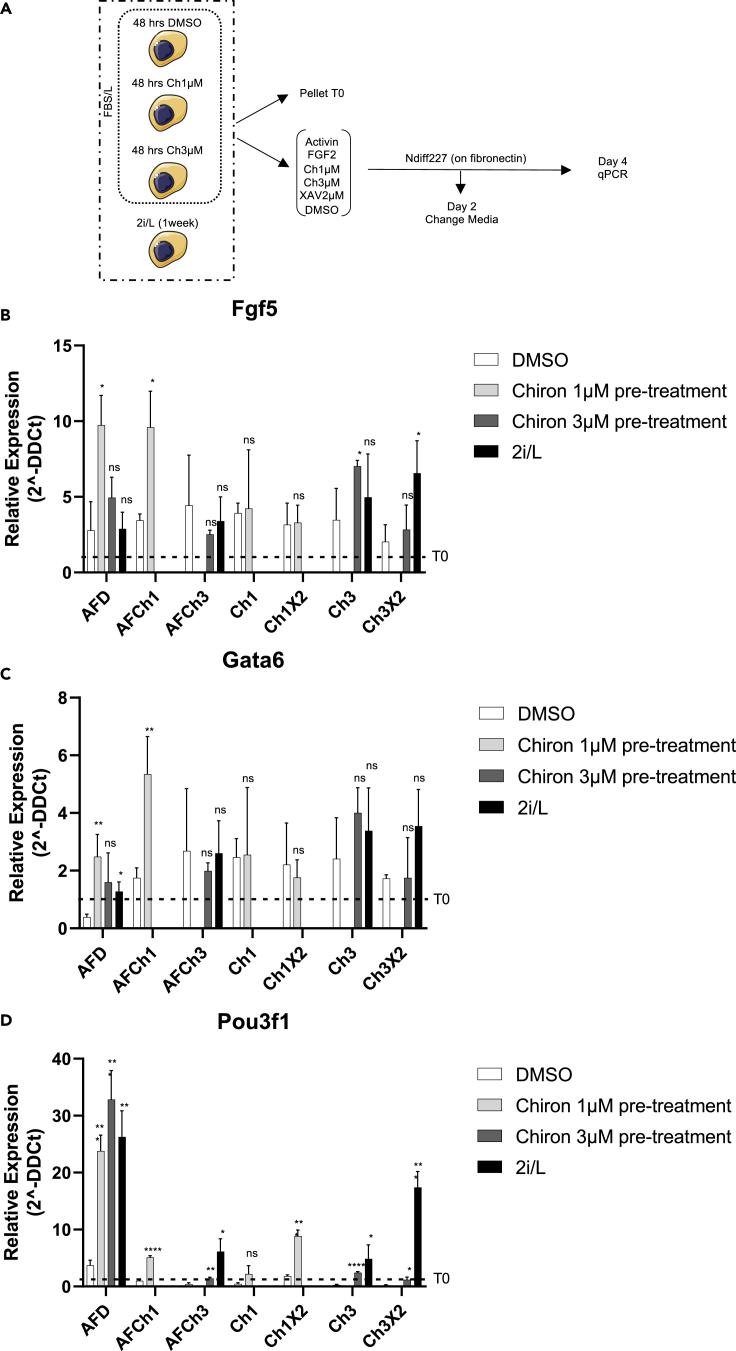
Chemical perturbation of the Wnt/β-catenin in EpiLC *in vitro* derivation (β-catenin wild-type background) (A) Experimental scheme of EpiLCs derivation. Wild-type ESCs cultured in FBS/L and pre-treated for 48 h with DMSO and Chiron (1–3 μM), or in 2i/L for 3 passages, were seeded on fibronectin in NDiff227 supplemented with different combinations of drugs (ActivinA+FGF2+DMSO (AFD); ActivinA+FGF2+Ch1μM (AFCh1); ActivinA+FGF2+Ch3μM (AFCh3); Ch1μM (Ch1); Ch1μM+XAV2μM (Ch1X2); Ch3μM (Ch3); Ch3μM+XAV2μM (Ch3X2)). After 2 days, the media was changed, and the drugs were refreshed. Expression of epiblast-like genes was measured by qPCR in pluripotent conditions (T0) and after 4 days of differentiation. (B–D) Fgf5 (B), Gata6 (C), and Pou3f1 (D) expression in DMSO, Ch1μM, Ch3μM, and 2i/L pre-cultured wild-type ESCs differentiated for 4 days in NDiff227 and the indicated combination of drugs. Data are represented as fold change with respect to the corresponding pluripotent condition (i.e., time zero before differentiation (T0)) indicated with a dashed line. Data are means± SEM (n = 3 biological replicates). pvalues from two-tailed unpaired t test computed over the DMSO are shown, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, ∗∗∗∗p<0.0001

In the FBS/L condition, the expression of epiblast-like genes, as compared to the standard differentiation protocol based on Activin A and FGF2 (i.e., AFD), showed mixed behaviors upon Wnt/β-catenin pathway perturbations (Figure S3A); however, pluripotency genes were significantly upregulated *vs* AFD in the majority of perturbations (Figure S3E), suggesting that the standard differentiation protocol, with no activation/inhibition of the pathway, is the most suited to support the ESC-EpiLC transition in FBS/L.

Next, we differentiated cells after pre-activation of the Wnt/β-catenin pathway in FBS/L condition (Figures S3B, S3C, S3F, and S4A) or 1 week of pre-culture in 2i/L (Figures S3D and S4B). Upon Chiron 1 μM, but not Chiron 3 μM, pre-treatment in FBS/L, the expression of EpiLC genes with the AFD protocol was higher as compared to the DMSO condition (Figures 2B–2D and S3A–S3C). In Chiron 1μM pre-treated and AFD-differentiated ESCs, the downregulation of pluripotency genes was comparable to that observed in 2i/L cultured cells, which can efficiently differentiate (Figures S4C and S4D (Hackett et al., 2018; Hayashi et al., 2011)). Instead, pluripotency genes were not efficiently downregulated when the Wnt/β-catenin pathway was perturbed also during differentiation in ESCs pre-activated with Chiron 1–3 μM in FBS/L (AFCh1 and Ch1 in Figures S3F and S4D; AFCh3 and Ch3 in Figures S4A and S4C).

Altogether, these results indicate that intermediate chemical pre-activation of the Wnt pathway in FBS/L-cultured wild-type cells favors the ESC-EpiLC transition using the standard differentiation protocol (AFD).

### Transcriptome and WGCNA analysis of ESC exit from pluripotency with varying β-catenin doses

Next, we studied C1 ESCs exit from the “ground state” of pluripotency, i.e., upon 2i/L withdrawal, by RNA sequencing; such monolayer differentiation protocol does not induce a specific cell fate and is well suited to observe possible β-catenin-dependent differentiation bias (Kalkan et al., 2017).

C1 ESCs cultured in 2i/L for 3 passages (i.e., 1 week) were treated for 48 h with saturating concentrations of dox and TMP (100ng/mL and 10 μM, respectively) to induce the expression of the exogenous fusion protein (Figure 3A). Taking advantage of the mCherry-tag for exogenous β-catenin induction, dox/TMP-treated C1 ESCs were sorted into two different subpopulations: C1 with middle and high β-catenin levels (hereafter called C1M and C1H samples, respectively; Figures 3A and S5A). We also checked activation of the pathway in sorted cells by measuring Axin2 via qPCR (Figure S5B) and found a dose-dependent activation of this target gene. Sorted cells were cultured in NDiff227 media± inducers for 4 days before being transcriptionally profiled (see STAR Methods for details; Figure 3A). Sequencing informed about the transcriptome of pluripotent C1, C1M, and C1H ESCs, and of their differentiated counterparts (Day 4 samples) cultured in NDiff227 and DMSO (i.e., upon dox/TMP withdrawal; hereafter called C1MV and C1HV), or in NDiff227 and TMP/dox (hereafter called C1MDT and C1HDT) during differentiation. 

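C1 is a mouse embryonic stem cell line without endogenous β-catenin that carries a fusion of a destabilizing domain, mCherry and the constitutively active β-catenin S33Y. In these cells dox starts transcription of the fusion gene and TMP stabilizes its protein. RNA of 32 samples in 8 groups of 4 was sequenced from the 3′ ends of its transcripts (QuantSeq). The labels call the samples of a group biological replicates, and the paper places them in the same experiment. The p-values here therefore measure spread within that experiment. C1M and C1H are sorted fractions of cells given dox and TMP, and whether they came from the same cultures is not stated. C1 and C1T cells received 10 μM TMP without dox before sorting, for 48 h, and all other groups came from cells given 100 ng/mL dox and the same TMP. During the 4 days of differentiation C1T had TMP alone, C1MV and C1HV had neither inducer, and C1MDT and C1HDT had both. GEO's labels describe growth in serum with LIF, where the paper describes 2i/L, and the paper's description is used here. The authors trimmed the reads with bbduk, aligned them to mm10 with STAR and counted uniquely aligned reads per gene with htseq-count, and the values they deposited are these whole-number counts per Ensembl gene, without normalization. Between 1366951 and 3648787 reads per library were counted on genes. The totals ran from 1797132 to 2493356 in C1 (median 2027055), from 2300242 to 3008252 in C1M (median 2558690) and from 2331847 to 2840414 in C1H (median 2688940). At day 4 they ran from 1570743 to 2464144 in C1T (median 2190790), from 1366951 to 2780255 in C1MV (median 2573120), from 1715046 to 3648787 in C1MDT (median 2837710), from 1502559 to 2318126 in C1HV (median 1808881) and from 2127415 to 3005145 in C1HDT (median 2706793). A gene with 3 counts stood at 0.822 to 2.19 CPM (counts scaled to library size, in the unit used throughout) depending on the library, and groups whose libraries all had 3 counts or fewer are treated as at this floor. These limits cover counting error only, since the reads carry no molecular identifiers. A fold given as "at least" divides the mean of the other group by the mean floor of the group at the floor. It makes no allowance for the spread between the libraries of the other group. For the values given beside the paper's statements, the counts were scaled with edgeR's TMM factors and tested with edgeR's quasi-likelihood test in one fit over all 32 libraries. The 15280 genes with at least 1 CPM in at least 4 libraries were tested, and FDR stands for the Benjamini-Hochberg adjusted p-value of that test. The paper also removed genes by their share of multi-mapped reads, a step the deposited counts do not allow to be repeated. Gene positions are those of GRCm38 (mm10).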

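Ctnnb1, whose coding sequence was removed from these cells and put back in the fusion (ENSMUSG00000006932, chromosome 9 from 120929216 to 120960507), was counted in every group. Counts per gene do not separate reads of the fusion from reads of what remains of the gene. The source of the reads in C1 and C1T is therefore not known, and the level of the fusion transcript may differ from these values. TMP acts on the protein, which was not measured here. Its expression, as mean ± SD of CPM over 4 libraries, was 7.81 ± 2.63 in C1, 12.3 ± 3.84 in C1M and 41.2 ± 5.70 in C1H. C1H was above C1 by a log2 fold change of 2.37 (SE 0.21, edgeR FDR = 6.5e-20) and above C1M by 1.76 (SE 0.18, edgeR FDR = 1.6e-13). For C1M the log2 fold change from C1 was 0.61 (SE 0.25, edgeR FDR = 0.0553), which did not pass the threshold of 0.05. At day 4 the expression was 9.74 ± 2.47 in C1T, 9.16 ± 2.57 in C1MV and 6.21 ± 1.84 in C1HV, with no FDR under the threshold for C1MV vs C1T (0.657) or C1HV vs C1T (0.0816) in edgeR's test. With inducers it was 29.2 ± 4.29 in C1MDT and 30.8 ± 3.75 in C1HDT, log2 fold changes of 1.57 (SE 0.21, edgeR FDR = 8.4e-11) and 1.62 (SE 0.21, edgeR FDR = 2.2e-11) from C1T. The log2 fold change in C1HDT vs C1T stayed between 1.53 and 1.74 with each library left out in turn. Axin2 (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) was counted near the floor, at 2.22 ± 0.847 CPM in C1M and 1.78 ± 0.771 in C1H, and neither C1M vs C1 (edgeR FDR = 0.176) nor C1H vs C1 (edgeR FDR = 0.353) could be told apart at this depth.

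**Figure D1:**
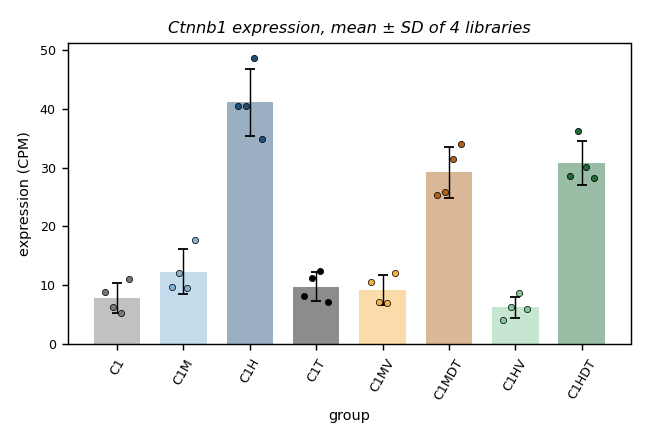
Ctnnb1 expression in CPM (vertical axis) in each of the 8 groups (horizontal axis). Points are the 4 libraries of a group and bars their mean with the SD. C1H, C1MDT and C1HDT, the groups with means from 29.2 to 41.2 CPM, lie above the other 5 groups, whose means run from 6.21 to 12.3 CPM.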

The C1 and C1T samples refer to cells treated only with TMP10μM in the pluripotent and differentiated states, respectively. We measured mCherry levels upon addition/removal of dox and TMP and confirmed dose-/administration time-dependent upregulation of exogenous β-catenin (C1MDT and C1HDT; Figure S5C).

**Figure 3:**
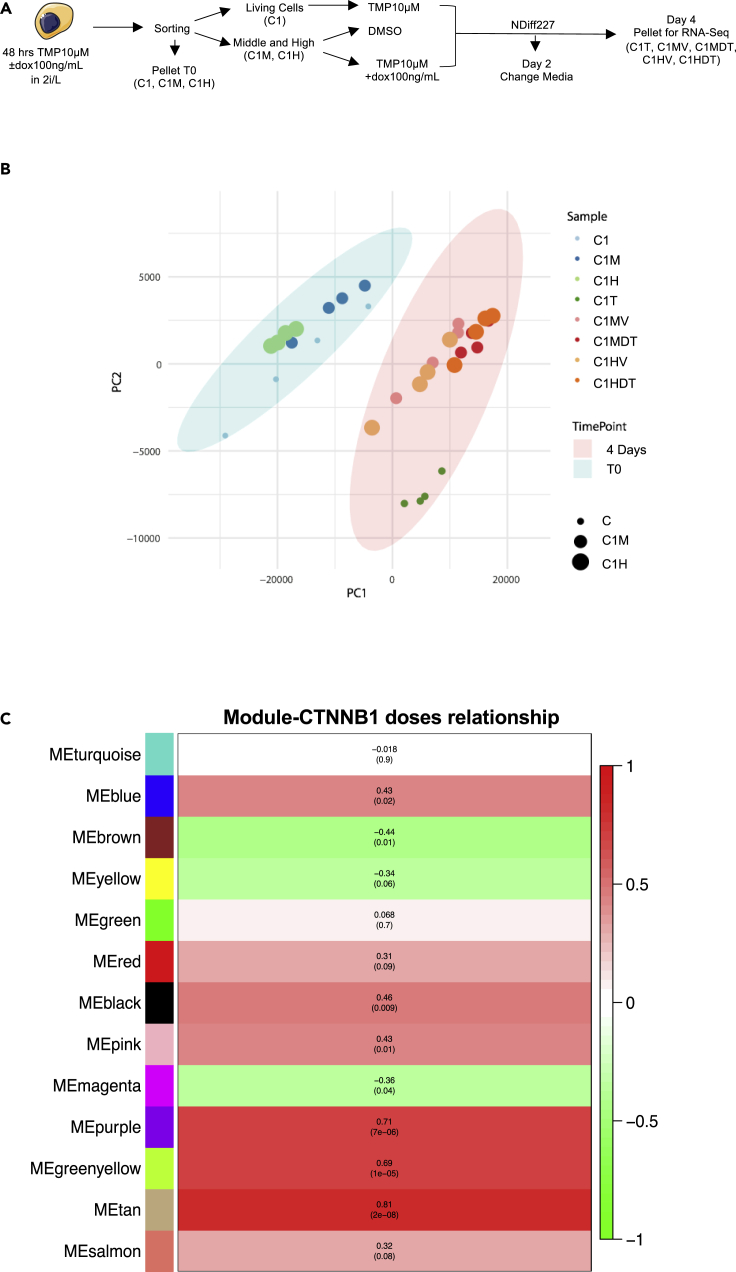
Transcriptome analysis of monolayer differentiation experiments upon β-catenin perturbations and WGCNA of the genes correlating with β-catenin doses (A) Experimental scheme of the monolayer differentiation protocol. 2i/L C1 ESCs were pre-treated with TMP10μM and dox100ng/mL for 48 h; living cells were then sorted from the Dapi negative fraction of TMP-treated cells (C1), whereas β-catenin-induced cells from dox/TMP-treated samples were FACS-sorted from the mCherry fraction and divided into middle (C1M) and high (C1H) subpopulations. 1.5×10^4^ cells/cm^2^ from each individual population were then seeded on gelatin in NDiff227 supplemented with DMSO or TMP±dox100ng/mL. After 4 days of differentiation in NDiff227, cells were collected and processed for the RNA sequencing. During the protocol, the media was changed, and the drugs were refreshed after 2 culture days. (B) Principal component analysis (PCA) of all samples following batch correction with Combat-seq method; the average of replica is shown. (C) Eigen modules correlating with β-catenin doses; the Pearson Correlation Coefficient (*r*) and relative pvalue are shown

To investigate the extent of the batch effect, we applied the ComBat-Seq method (Zhang et al., 2020) considering sample replicates as different batches and preserving differences among sample types. ComBat-Seq applies a set of statistical corrections to remove the batch effect in the dataset and thus reduce spurious correlations between genes. We then compared, for each sample, the 2D correlation value between the normalized expression profiles with and without using the ComBat-Seq method (Figure S5D). It can be appreciated that the samples are very similar (i.e., correlations close to 1 for each sample) before and after the batch correction thus suggesting that ComBat-Seq applies a negligible correction. Indeed, the principal component analysis (PCA) after batch correction (Figure 3B) does not substantially differ from the one in Figure S6A (no correction).

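ComBat-Seq was run on the counts of the 15280 tested genes with the replicate number as the batch and the 8 groups preserved. Pearson's r between log2 normalized counts before and after it, across genes within a library, was lowest at 0.9976 and highest at 0.9990 over the 32 libraries, with a median of 0.9982. Genes are not independent replicates, so these r values describe each library and carry no p-value. On unlogged normalized counts the lowest r was 0.99947, and without preserving the groups it was 0.99795 on the log2 scale. Libraries with the same replicate number in different groups deviated from their group means with a mean r of -0.0016, against 0.00055 for libraries with different numbers. Over the pairs of groups, the mean r of same-numbered libraries ran from -0.042 to 0.028.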

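Principal components were computed from log2 CPM of the tested genes before and after ComBat-Seq. Across the 32 libraries, the scores before and after were correlated with r = 0.99987 on PC1, 0.99974 on PC2 and 0.99977 on PC3. After correction PC1 held 46.4% of the variance and PC2 10.4%.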

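In the uncorrected data PC1 held 46.9% of the variance of log2 CPM, PC2 10.1% and PC3 6.09%. PC1 separated the days, with group means ± SD (n = 4 libraries) of -64.2 ± 0.555 in C1, -64.9 ± 1.67 in C1M and -68.3 ± 1.17 in C1H against 36.3 ± 2.61 in C1T. PC2 set C1T, at -54.5 ± 2.55, apart from the induced day 4 groups, which lay between 10.9 ± 3.10 in C1HV and 15.3 ± 3.67 in C1HDT. Average-linkage clustering of the libraries on PC1 and PC2 into 3 clusters put 32 of 32 libraries into a day 0 cluster, a C1T cluster and a cluster of C1MV, C1MDT, C1HV and C1HDT. The alternative that moved this most was unlogged CPM, where 27 libraries fell into these clusters, part of the C1 libraries formed a cluster of their own and C1T joined the other day 4 groups. On PC1 and PC2 the mean of C1 was 34.7 units from C1M and 36.3 from C1H, while C1M and C1H were 3.64 apart. The distance was 15.5 units between C1MV and C1MDT and 1.13 between C1MV and C1HV.

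**Figure D2:**
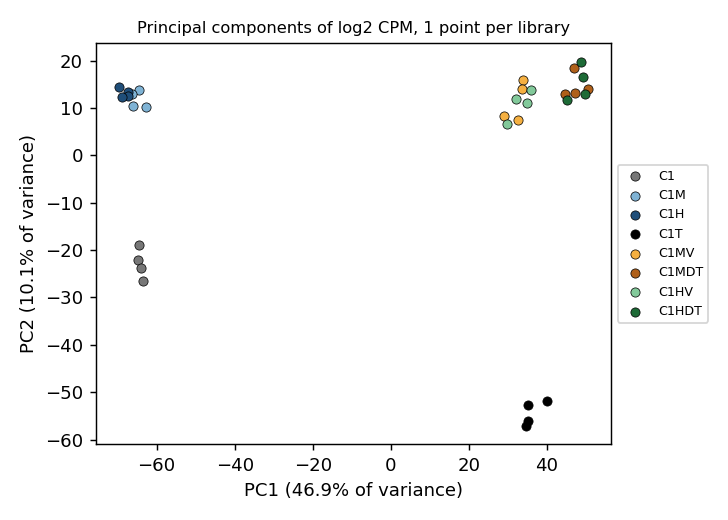
Scores of the 32 libraries on PC1 (horizontal axis, 46.9% of the variance) and PC2 (vertical axis, 10.1%) of log2 CPM of the 15280 tested genes, without batch correction. Each point is a library and colors mark the groups; the C1T libraries lie lowest on PC2 and the C1 libraries lie below C1M and C1H.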

Principal components analysis (PCA, Figure 3B) showed three main clusters: one group included C1, C1M, and C1H in the “ground state” of pluripotency, another group included differentiated C1T ESCs and the final group contained all perturbed samples (C1MV, C1HV, C1MDT, and C1HDT) after 4 days of differentiation.

Next, to explore the biological processes associated with β-catenin perturbations, we used weighted gene correlation network analysis (WGCNA) (Langfelder and Horvath, 2008), a gene network approach that starting form transcriptional data allows us to identify highly co-expressed group of genes (a.k.a. modules) and associate them to the phenotypes or experimental conditions under investigation. By applying WGCNA on our transcriptional data, we identified 13 unique gene modules (Figure S6B; see STAR Methods for details), of which seven (i.e., Green, Blue, Black, Brown, Turquoise, Yellow, and Pink; Figure S6C and Table S1) were significantly correlated with differentiation time, thus containing genes playing a key role during differentiation (Figure S6C and STAR Methods). 

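WGCNA was not repeated here. The black and blue modules were taken from Table S1, where 514 of the 518 black genes and 1480 of the 1481 blue genes read were among the tested genes. The eigenmodule of each, the first principal component of the standardized log2 CPM of its genes, was computed in the 32 libraries. For the black module it was -0.23 ± 0.0100 (SD, n = 4) in C1 and -0.11 ± 0.015 in C1T, and for the blue module -0.24 ± 0.027 and -0.069 ± 0.021. Day 4 minus day 0, over 20 and 12 libraries, was 0.27 for black and 0.31 for blue (p = 1e-05 for both, two-sided permutation test with 100000 resamples, the smallest p they can give). The paper's modules were built from these same libraries, so the test describes the lists and is no independent check of them. The other modules were not used here.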

In particular, while four out of the seven gene modules (i.e., Green, Blue, Black, and Brown) were positively correlated with differentiation time and thus highly co-expressed (i.e., active) after 4 days of differentiation, three modules (i.e., Turquoise, Yellow, and Pink) resulted instead anti-correlated with differentiation time, meaning that those genes are highly co-expressed at T0 but not after 4 days of differentiation. Gene Ontology Enrichment Analysis (GOEA) of the most representative genes (Table S1 and STAR Methods) from the modules highly co-expressed at T0 showed a significant enrichment (FDR <0.05) in biological processes related to regulation of tissue remodeling, embryonic and forebrain development, stem cell population maintenance, cell homeostasis (Figure S7A and Table S1, Turquoise), nuclear division, meiosis and organelle fission (Figure S7B and Table S1, Pink). 

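As a view that does not depend on the modules, Reactome gene sets were scored as the mean standardized log2 CPM of their tested genes. The Meiosis set (46 genes tested) changed by -0.43 from day 0 to day 4, with means of 0.14 ± 0.10 (SD, n = 4) in C1 and -0.26 ± 0.053 in C1T. Its means were 0.31 ± 0.029 in C1M and 0.36 ± 0.054 in C1H. In the induced day 4 groups they ran from -0.25 ± 0.037 in C1HDT to -0.040 ± 0.12 in C1HV. The Cell Cycle, Mitotic set (379 genes tested), which holds nuclear division, rose by 0.33. Permutation p-values were 1e-05 for Meiosis and 1e-05 for Cell Cycle, Mitotic (two-sided, 20 against 12 libraries).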

On the other hand, gene modules positively correlated with differentiation time (i.e., genes active at day 4) showed a significant enrichment (FDR <0.05) in biological processes related to translation, rRNA processing, ribosomal biogenesis (Figures S7C, S7E and Table S1, Green and Brown), protein transport, processes associated with cellular respiration (Figure S7D and Table S1, Blue), positive regulation of growth, ncRNA processing, and neuronal tube formation and development (Figure S7E and Table S1, Brown). 

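Genes of the Reactome set Translation (139 tested) scored 1.11 higher at day 4 than at day 0, and those of Respiratory electron transport (65 tested) 0.88 higher. Both differences had p = 1e-05 in a two-sided permutation test over 20 and 12 libraries, the smallest p the resamples can give. In C1 and C1T the Translation score was -0.89 ± 0.21 and 0.31 ± 0.052 (SD, n = 4), and the respiratory score was -0.72 ± 0.24 and 0.14 ± 0.085.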

Of note, there were no significantly enriched BPs for the genes from the Black, Yellow, and Pink modules (Table S1).

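With the doses ranked as basal, moderate and high, 2924 of 14155 genes tested in the 12 day 0 libraries had a linear trend over these ranks (edgeR FDR under 0.05), 1456 upward and 1468 downward. A step between C1 and the induced groups also gives such a trend, and 271 genes differed between C1H and C1M, so a graded response to the dose is not shown for most of them. With the replicate number as a block the count was 2486, and with each library left out in turn it lay between 2029 and 3110. The contrast of C1H with C1 in the fit of all 32 libraries gave 3965. The Tan, Purple and Green/Yellow modules were not used here, and the black and blue modules of Table S1 were correlated with the dose within each day. At day 0 the black eigenmodule had Pearson's r = 0.74 (permutation p = 0.00650, adjusted 0.0173 by Benjamini-Hochberg over 8 relations) and Spearman's rho = 0.62 (permutation p = 0.0401, adjusted 0.0641). Without any 2 of the 8 libraries at the outer doses r ran from 0.61 to 0.78. The blue eigenmodule had r = 0.61 (permutation p = 0.0378, adjusted 0.0504) and rho = 0.47 (permutation p = 0.132, adjusted 0.176), with r from 0.37 to 0.67 without 2 libraries. C1 lay apart from the induced groups, and within these C1H minus C1M was -0.016 for black (exact two-sided permutation p = 0.343) and -0.028 for blue (exact p = 0.0286, the smallest that 4 against 4 libraries allow). At day 4, over 20 libraries, r was 0.57 for black (permutation p = 0.00924, adjusted 0.0185; rho = 0.52, permutation p = 0.0213, adjusted 0.0568) and 0.62 for blue (permutation p = 0.00417, adjusted 0.0167; rho = 0.52, permutation p = 0.0212, adjusted 0.0568). Without 2 outer libraries these day 4 values ran from 0.42 to 0.69 for black and from 0.45 to 0.76 for blue. These values reflect a step between C1T and the induced groups, as the means of black were -0.11 in C1T, 0.26 in C1MV, 0.27 in C1HV, 0.042 in C1MDT and 0.040 in C1HDT, and those of blue -0.069 in C1T, 0.10 in C1MV, 0.074 in C1HV, 0.23 in C1MDT and 0.24 in C1HDT. The permutation also does not account for the difference between the groups with and without inducers.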

Next, to gain more information about the effects of β-catenin at the exit from pluripotency, we also correlated each module with β-catenin doses (basal, moderate, and high, Figure 3C) and found three gene modules gradually increasing their co-expression with increasing β-catenin concentration (i.e., Tan, Purple, and Green/Yellow; Figure 3C and Table S1). 

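Among the Reactome sets, Cell Cycle, Mitotic scored -0.14 ± 0.11 in C1, -0.20 ± 0.054 in C1M and -0.29 ± 0.052 in C1H (mean ± SD, n = 4 libraries). Its correlation with dose at day 0 was negative, with Pearson's r = -0.66 (permutation p = 0.0175, adjusted 0.0280) and Spearman's rho = -0.62 (permutation p = 0.0389, adjusted 0.0641). Leaving out any 2 outer libraries gave r between -0.89 and -0.45, but with library size only in place of TMM it was 0.48 (permutation p = 0.115), so its sign depends on the scaling. Between single groups the difference was not past the threshold, at -0.15 for C1H minus C1 (exact permutation p = 0.0857) and -0.060 for C1M minus C1 (exact permutation p = 0.343). The Meiosis set had r = 0.80 (permutation p = 5.5e-04, adjusted 0.00440) and rho = 0.83 (permutation p = 0.00225, adjusted 0.0180), and r was 0.93 with library size only, while its rise from C1M to C1H was 0.048 (exact permutation p = 0.229). Scores of metabolic sets did not follow the dose, with r = 0.091 for Translation (permutation p = 0.776) and r = -0.11 for Respiratory electron transport (permutation p = 0.726). Their rho values were -0.059 and -0.12, and r without 2 outer libraries changed sign for both. In C1M both were higher than in C1, by 0.53 and 0.62, and C1H minus C1M was -0.48 and -0.72 (exact permutation p = 0.0286 for each, the smallest possible). The Tan and Purple module genes themselves were not used here.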

The biological processes (Table S1 and STAR Methods) corresponding to these modules showed enrichment in cell division (Figure S8A and Table S1, Tan), metabolism, and negative regulation of neuronal death (Figure S8B and Table S1, Purple).

Overall, the WGCNA analysis confirmed the expected major transcriptional and metabolic changes associated with the exit from the pluripotent status and confirmed previously reported β-catenin functions on cell survival and proliferation (De Jaime-Soguero et al., 2017).

Next, we performed differential gene expression (DGE) analysis between specific pairs of samples and performed GOEA to identify the involved biological processes (red bars in Figures S9A–S9D, S10A, and S10B). 

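In C1M vs C1, 4022 of 15280 tested genes had an edgeR FDR under 0.05, 2184 of them upregulated and 1838 downregulated. In C1H vs C1 there were 3965, 2113 upregulated and 1852 downregulated. These shares depend on the scaling, and with library size only in place of TMM 2638 and 1447 genes were up- and downregulated in C1M and 2732 and 1376 in C1H. A log2 fold change over 2 was reached by 358 genes in C1M and 480 in C1H, and one under -2 by 48 genes in each. With the replicate number as a block, 3944 and 3889 genes passed, and leaving out single libraries gave 3266 to 3647 for C1M and 3305 to 3610 for C1H. With CPM of at least 1 in all libraries, 3417 genes passed in C1M. The comparisons shared 2828 genes, 2827 of them in the same direction, and their log2 fold changes had r = 0.85 across genes, which are not independent replicates. Both used the same C1 libraries, which alone makes their changes alike, and how much of r this gives was not tested. Among genes with no overlap between the libraries of the groups, the largest rises in C1M by the estimated log2 fold change, whose order is uncertain where C1 is at the floor, were those of Galnt3 (ENSMUSG00000026994, chromosome 2 from 66082766 to 66124994), at least 3.13-fold higher (edgeR FDR = 8.5e-07) than in C1, and BB287469 (ENSMUSG00000079031, chromosome 12 from 87816577 to 87820676), at least 4.56-fold higher (edgeR FDR = 4.0e-09). In C1H the largest were Spz1 (ENSMUSG00000046957, chromosome 13 from 92574636 to 92576172), at least 2.87-fold higher (edgeR FDR = 5.2e-07), and BB287469, at least 9.04-fold higher (edgeR FDR = 1.6e-15), all against C1 libraries at the floor. By the estimated log2 fold change, the largest decreases were those of Galnt13 (ENSMUSG00000060988, chromosome 2 from 54436317 to 55118309), at least 4.20-fold lower (edgeR FDR = 4.8e-07) in C1M and at least 4.32-fold lower (edgeR FDR = 1.8e-06) in C1H, and Lrrc55 (ENSMUSG00000075224, chromosome 2 from 85162334 to 85197197), with log2 fold changes of -3.77 (SE 0.37, edgeR FDR = 1.5e-15) and -3.70 (SE 0.36, edgeR FDR = 1.4e-15).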

Starting from the pluripotent condition, when comparing C1M and C1H with C1, we found that the first 10 biological processes with an FDR <0.05 were mainly related to cell cycle and metabolism (Figures S9A and S9B; Tables S2 and S3). 

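Of the genes upregulated with a log2 fold change over 2, 212 were on the C1H list and not on the C1M list. Of these, 56 were also upregulated in C1M with an edgeR FDR under 0.05 and a smaller change, and 7 differed between C1H and C1M when these groups were compared directly. Their median log2 fold change from C1 was 2.64 in C1H and 1.90 in C1M. The 90 genes on the C1M list only held 0 that differed directly. The members of the ontology terms named in Tables S2 to S7 were followed over the same comparisons, without repeating the enrichment. For eye morphogenesis, with 20 genes tested, 4 passed both thresholds in C1M and 9 in C1H, and 1 was higher in C1H than in C1M by the direct test, Ctnnb1 itself. For urogenital system development, with 42 tested, 9 passed in C1M and 17 in C1H, 2 of the tested genes differing directly, Ctnnb1 and Mecom. For DNA methylation involved in gamete generation, with 6 tested, 3 passed in C1M and 5 in C1H, and 0 differed directly. Members were read from the genes the tables list as upregulated in at least one comparison, so they were chosen by the paper's calls on these data, and Mecom is named because its count is small.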

Interestingly, the genes exclusively upregulated in C1H were related to tissue differentiation (i.e., eye morphogenesis and urogenital system development) and DNA methylation involved in gamete generation (Figure S9B; Table S3). Only a few signaling pathways were enriched in C1M ESCs compared to the control cell line C1 (Tables S2 and S3). These results, together with the PCA in Figure 3B, confirm previous observations about the dispensable function β-catenin has in pluripotent culture conditions (Lyashenko et al., 2011; Pedone et al., 2019; Wray et al., 2011; Aulicino et al., 2020) and suggest a bias toward differentiation in C1H ESCs (Figure S9B; Table S3).

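The groups C1H and C1M were also compared directly. Between them 271 genes had an edgeR FDR under 0.05, 109 higher and 162 lower in C1H, and 1914 genes had an unadjusted p under 0.05. With library size only in place of TMM 137 were higher and 139 lower, so the excess of lower genes depends on the scaling. With each library left out in turn the count of 271 genes became 118 to 238, and with the replicate number as a block it was 262. In a fit of these 2 groups alone it was 570, the alternative with the most genes. A log2 fold change over 2 was reached by 2 genes, Gm43803 and Gm49085, both at the floor in C1M and picked out after their values were seen, and one under -2 by 0.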

We then analyzed the genes differentially expressed at day 4 upon β-catenin perturbation as compared to C1T ESCs. 

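Against C1T, 4621 genes had an edgeR FDR under 0.05 in C1MV, 5103 in C1MDT, 4273 in C1HV and 5124 in C1HDT. With the replicate number as a block these counts were 4582, 5045, 4212 and 5074. The C1MV count was 4088 with CPM of at least 1 in all libraries, and it lay between 4063 and 4522 with each library left out. In the same direction in all 4 comparisons were 2450 genes, 1252 higher and 1198 lower than in C1T, of 7577 called in at least 1. C1MV and C1HV shared 3462 called genes, 100% of them in the same direction, with r = 0.80 between their log2 fold changes across genes. For C1MDT and C1HDT the shared genes were 4171 and r was 0.83. All these comparisons use the same C1T libraries, which alone makes their changes alike. How much of the shared direction and of r this gives was not tested. The induced groups also differed from C1T in their history, since C1T never received dox and C1MV and C1HV had no TMP during differentiation.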

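In C1MV vs C1T, 295 genes were upregulated with a log2 fold change over 2 and 186 downregulated with one under -2. The numbers were 268 and 219 in C1MDT, 282 and 180 in C1HV, and 267 and 202 in C1HDT. Without the fold change threshold the shares were closer to even. Upregulated were 50.7% of the called genes in C1MV, 50.5% in C1MDT, 48.9% in C1HV and 52% in C1HDT. With library size only in place of TMM these shares were 58.2%, 55.8%, 59.4% and 55.6%, so the direction of the majority in C1HV depends on the scaling. In all 4 comparisons, 144 genes passed as upregulated and 43 as downregulated. Among the largest rises without overlap between libraries, by the estimated log2 fold change, whose order is uncertain where C1T is at the floor, was that of Hkdc1 (ENSMUSG00000020080, chromosome 10 from 62383137 to 62422491), which was at the floor in C1T and at 9.62 ± 3.02 CPM (SD, n = 4) in C1MV and 17.8 ± 6.86 in C1MDT. Hkdc1 was at least 6.33-fold higher (edgeR FDR = 7.9e-14) in C1MV, at least 11.7-fold higher (edgeR FDR = 1.4e-20) in C1MDT, at least 6.05-fold higher (edgeR FDR = 2.8e-13) in C1HV and at least 10.6-fold higher (edgeR FDR = 7.7e-20) in C1HDT. Others were those of S100g (ENSMUSG00000040808, chromosome X from 162961992 to 162964599), at least 9.14-fold higher (edgeR FDR = 1.0e-17) in C1MV, and Tfec (ENSMUSG00000029553, chromosome 6 from 16833373 to 16898441), at least 3.85-fold higher (edgeR FDR = 4.2e-09) in C1MDT, at least 3.81-fold higher (edgeR FDR = 1.3e-08) in C1HV and at least 4.09-fold higher (edgeR FDR = 1.2e-09) in C1HDT. By the estimated log2 fold change, the largest decreases were those of Insm1 (ENSMUSG00000068154, chromosome 2 from 146221921 to 146225020) and Uty (ENSMUSG00000068457, chromosome Y from 1096861 to 1245759) in C1MV, at least 3.84-fold lower (edgeR FDR = 9.4e-07) and at least 3.14-fold lower (edgeR FDR = 6.6e-07). Lrrc55 was at least 13.4-fold lower (edgeR FDR = 3.5e-19) in C1MDT and at least 13.4-fold lower (edgeR FDR = 8.3e-19) in C1HDT. Sema6a (ENSMUSG00000019647, chromosome 18 from 47235598 to 47368870) fell in C1MDT with a log2 fold change of -4.26 (SE 0.31, edgeR FDR = 1.3e-25) and in C1HV with -4.48 (SE 0.35, edgeR FDR = 1.4e-23). In C1HV Tmprss11d (ENSMUSG00000061259, chromosome 5 from 86302217 to 86373420) was at least 2.83-fold lower (edgeR FDR = 3.2e-05), and in C1HDT Tal2 (ENSMUSG00000028417, chromosome 4 from 53779705 to 53788712) was at least 5.79-fold lower (edgeR FDR = 3.0e-07).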

The upregulated genes gave the major contribution to the significantly enriched BPs (Figures S9C, S9D, S10A, S10B; Table S4. Differentially expressed genes, C1MV vs C1T, related to Figure 4, Table S5. Differentially expressed genes, C1MDT vs C1T, related to Figure 4, Table S6. Differentially expressed genes, C1HV vs C1T, related to Figure 4, Table S7. Differentially expressed genes, C1HDT vs C1T, related to Figure 4), while the downregulated genes only contributed to enrich a few processes, namely general metabolic processes (e.g., regulation of transporter and cation channel activity) and mesenchymal to epithelial transition (Figures S9C, S9D, S10A, S10B; Table S4. Differentially expressed genes, C1MV vs C1T, related to Figure 4, Table S5. Differentially expressed genes, C1MDT vs C1T, related to Figure 4, Table S6. Differentially expressed genes, C1HV vs C1T, related to Figure 4, Table S7. Differentially expressed genes, C1HDT vs C1T, related to Figure 4). 

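Of the genes upregulated in C1MV vs C1T with a log2 fold change over 2, 117 were absent from the C1MDT vs C1T list, and 28 of these were lower in C1MDT than in C1MV by the direct comparison (edgeR FDR under 0.05). Conversely, 90 genes were on the C1MDT list only, and 18 of these were higher in C1MDT than in C1MV directly. The median log2 fold change from C1T of the genes on the C1MV list only was 2.41 in C1MV and 1.66 in C1MDT. For heart morphogenesis, a cardiovascular term of Table S4 with 36 genes tested, 14 genes passed both thresholds in C1MV and 11 in C1MDT. Directly between C1MDT and C1MV, 2 of them were higher in C1MDT, Ctnnb1 and Gata6, and 1 was lower, Mybpc3. Ctnnb1 is the induced gene itself, so its rise with inducers is no evidence on a lineage, here or in the other terms. For urogenital system development, 12 genes passed in C1MV and 16 in C1MDT, and 5 were higher in C1MDT by the direct test, Cited1, Col4a1, Ctnnb1, Gpc3 and Lhx1, and 0 lower. Cited1, Col4a1, Gpc3 and Mybpc3 were picked out after their values were seen. With DESeq2 the heart counts were 14 and 10 and the urogenital counts 11 and 13.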

Genes exclusively upregulated in the C1MV *vs* C1T comparison belonged to the mesoderm lineage (i.e., cardiovascular system development; Figure S9C and Table S4), while, in the C1MDT *vs* C1T comparison, upregulated genes were enriched for the endoderm lineage (i.e., urogenital system; Figure S9D and Table S5). Nevertheless, mesoderm and endoderm lineages were represented in both comparisons. 

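For endoderm development, with 14 genes tested from the members the tables list, 9 genes were upregulated past both thresholds in C1MV and 10 in C1MDT. Their median log2 fold change from C1T was 3.05 in C1MV and 3.48 in C1MDT, and 5 of the tested genes were higher in C1MDT than in C1MV (edgeR FDR under 0.05), Ctnnb1, Dab2, Foxa2, Gata6 and Lhx1, of which Dab2 was picked out after its values were seen. Among these, Ctnnb1 is the induced gene itself. The heart morphogenesis genes had medians of 2.10 and 1.94 from C1T. These members were listed because the paper called them, so the medians describe them and do not test the terms.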

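In C1HV vs C1T and C1HDT vs C1T, 12 and 13 genes of heart morphogenesis, 13 and 15 of urogenital system development and 9 and 9 of endoderm development passed both thresholds of the edgeR comparison. Compared directly, C1HDT was higher than C1HV for 3 heart genes (Ctnnb1, Gata4 and Sox17), 4 urogenital genes (Cited1, Col4a1, Ctnnb1 and Sox17) and 4 endoderm genes (Ctnnb1, Dab2, Gata4 and Sox17), and lower for 1 heart gene, Dsp, which was picked out after its values were seen. Each of these higher sets includes Ctnnb1, the induced gene itself. The upregulated lists had 111 genes in C1HV only, 31 of them different directly, and 96 in C1HDT only, 14 of them different directly.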

GO performed on the C1HV and C1HDT comparisons with C1T showed only a few differences in the enriched BPs, that indeed did not define a bias toward a specific lineage (Figures S10A and S10B; Tables S6 and S7).

These results suggest that the major changes in the differentiation program initiated upon 2i/L withdrawal are induced by moderate β-catenin doses and are influenced by the timing of protein induction. 

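Duration and sorted fraction were then compared directly at day 4. Between C1MDT and C1MV, which differ in the inducers during differentiation, 1924 genes had an edgeR FDR under 0.05, 1015 higher and 909 lower in C1MDT. Between C1HDT and C1HV there were 2442, 1390 higher and 1052 lower. With library size only in place of TMM the majority turned, to 950 higher and 998 lower in C1MDT and 1097 and 1331 in C1HDT. The comparisons shared 1159 genes, all but 1 of them (1158) in the same direction. Between the sorted fractions, whose Ctnnb1 transcript did not differ at day 4 (9.16 CPM in C1MV and 6.21 in C1HV, edgeR FDR = 0.750; 29.2 in C1MDT and 30.8 in C1HDT, edgeR FDR = 0.992), 1 gene differed between C1HV and C1MV, Slc13a5 with a log2 fold change of -1.29 (SE 0.24, edgeR FDR = 0.00585; picked out after its values were seen), and 0 between C1HDT and C1MDT, with 1150 and 814 genes at an unadjusted p under 0.05. For the interaction of sorted fraction and duration 0 genes passed, with 1284 at an unadjusted p under 0.05. With the replicate number as a block the counts were 1858 and 2404 for duration, 1 and 0 for the fraction and 0 for the interaction. Leaving out single libraries gave 1403 to 1831 genes for C1MDT vs C1MV, 0 to 8 for C1HV vs C1MV and 0 to 21 for the interaction.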

The pathway enrichment analysis showed the upregulation of protein metabolism in C1MV and C1HV (Tables S4 and S6), MAPK signaling pathway (Table S4) in C1MV, and ECM-receptor interaction and PI3K-AKT signaling pathway in C1HV (Table S6).

To gauge insights into specific differentiation programs, we selected sets of markers for naive and general pluripotency, early post-implantation epiblast, ectoderm, mesoderm, endoderm, germ cell, and trophectoderm (Kalkan et al., 2017), and clustered our samples according to their expression.

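Of the 12 naive genes of the panel, 11 were downregulated in C1T vs C1 (edgeR FDR under 0.05), and 12 in each of C1MV vs C1M, C1MDT vs C1M, C1HV vs C1H and C1HDT vs C1H. The same numbers passed when p-values were adjusted over the panel alone. The exception was Nr0b1 (ENSMUSG00000025056, chromosome X from 86191764 to 86195947), at 73.2 ± 28.2 CPM (SD, n = 4) in C1 and 57.9 ± 16.7 in C1T, a log2 fold change of -0.30 (SE 0.23, edgeR FDR = 0.295). Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had the largest decrease in C1T vs C1, from 1285 ± 109 to 40 ± 3.28 CPM, a log2 fold change of -5.00 (SE 0.12, edgeR FDR = 7.5e-41). Nanog (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) went from 581 ± 44.3 CPM in C1 to 90.0 ± 5.68 in C1T (log2 fold change -2.69, SE 0.090, edgeR FDR = 9.9e-56), and Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) from 509 ± 21.1 to 82.3 ± 9.63 (-2.62, SE 0.10, edgeR FDR = 1.9e-42). The median log2 fold change of the panel was -2.41 in C1T vs C1, -1.30 in C1MV vs C1M and -2.87 in C1MDT vs C1M.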

Naive pluripotency genes were downregulated upon differentiation in all samples, indicating the successful exit of cells from pluripotency (Figure 4A). 

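Group means of log2 CPM of the naive panel, standardized per gene, were clustered with average linkage, and C1M and C1H formed the closest pair of the day 0 groups. The 2 induced groups paired in 5 of the 8 panels of Fig. 4. Relative to C1, 4 of 12 naive genes were higher and 6 lower in C1M, and 1 higher and 4 lower in C1H (edgeR FDR under 0.05). Adjusted over the panel alone, 10 genes passed in C1M and 6 in C1H. The changes ran from a log2 fold change of -0.77 for Klf4 to 1.14 for Fbxo15 in C1M, and for Fbxo15 (ENSMUSG00000034391, chromosome 18 from 84934782 to 84981473) the expression was 297 ± 19.4 CPM (SD, n = 4) in C1, 655 ± 29.2 in C1M and 871 ± 36.1 in C1H. Between C1H and C1M, 1 gene, Fbxo15, was higher (0.41, SE 0.069, edgeR FDR = 2.6e-05 on the log2 scale) and 1, Tcl1, was lower (-0.30, SE 0.088, edgeR FDR = 0.0490).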

Pluripotent C1M and C1H samples clustered together (Figure 4A) although close to C1 ESCs confirming that β-catenin is dispensable for pluripotency maintenance. 

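At day 4 the naive panel joined C1MV with C1HV and C1MDT with C1HDT before any other group. Both pairs formed in 6 of 8 panels, in 7 with unlogged CPM and in 3 to 6 when replicates of one number were left out in turn. Against C1T, 10 of 12 naive genes were higher in C1MV and 10 in C1HV (edgeR FDR under 0.05, with 11 and 11 genes in either direction when adjusted over the panel alone). In C1MDT 3 were higher and 6 lower. Klf5 (ENSMUSG00000005148, chromosome 14 from 99298691 to 99315036) was at 1024 ± 98.5 CPM (SD, n = 4) in C1T, 1975 ± 152 in C1MV and 1862 ± 51.3 in C1HV, log2 fold changes from C1T of 0.95 (SE 0.065, edgeR FDR = 3.2e-28) and 0.86 (SE 0.065, edgeR FDR = 8.1e-25). Tcl1 (ENSMUSG00000041359, chromosome 12 from 105216750 to 105222793) rose from 33.4 ± 6.74 to 150.1 ± 20.1 and 125 ± 18.2 (2.16, SE 0.12, edgeR FDR = 1.5e-34 and 1.89, SE 0.12, edgeR FDR = 1.7e-28). For Klf2 (ENSMUSG00000055148, chromosome 8 from 72319033 to 72321656) the changes were 1.02 (SE 0.14, edgeR FDR = 7.9e-07) and 0.76 (SE 0.14, edgeR FDR = 1.1e-04). Nr0b1 went the other way, to 32.4 ± 9.09 CPM in C1MV and 26 ± 3.46 in C1HV (-0.90, SE 0.25, edgeR FDR = 0.00643 and -1.18, SE 0.27, edgeR FDR = 0.00114). Between the sorted fractions, C1HV vs C1MV, 0 of the 12 genes passed, or 2 when adjusted over the panel alone. Between C1MDT and C1MV all 12 were lower in C1MDT, with a median log2 fold change of -1.37, and so were 12 in C1HDT vs C1HV.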

ESCs differentiated in presence of DMSO (i.e., C1MV and C1HV; Figure 4A) clustered together, similarly to samples differentiated in presence of dox and TMP (i.e., C1MDT and C1HDT; Figure 4A); still, a large number of genes (e.g., Klf5, Tcl1, Klf2 and Nr0b1) showed a different pattern among differentiated samples C1T, C1MV, and C1HV, discriminating ESCs with different β-catenin doses (Figure 4A). These results support the hypothesis of a β-catenin-dependent effect on transcriptional changes.

**Figure 4:**
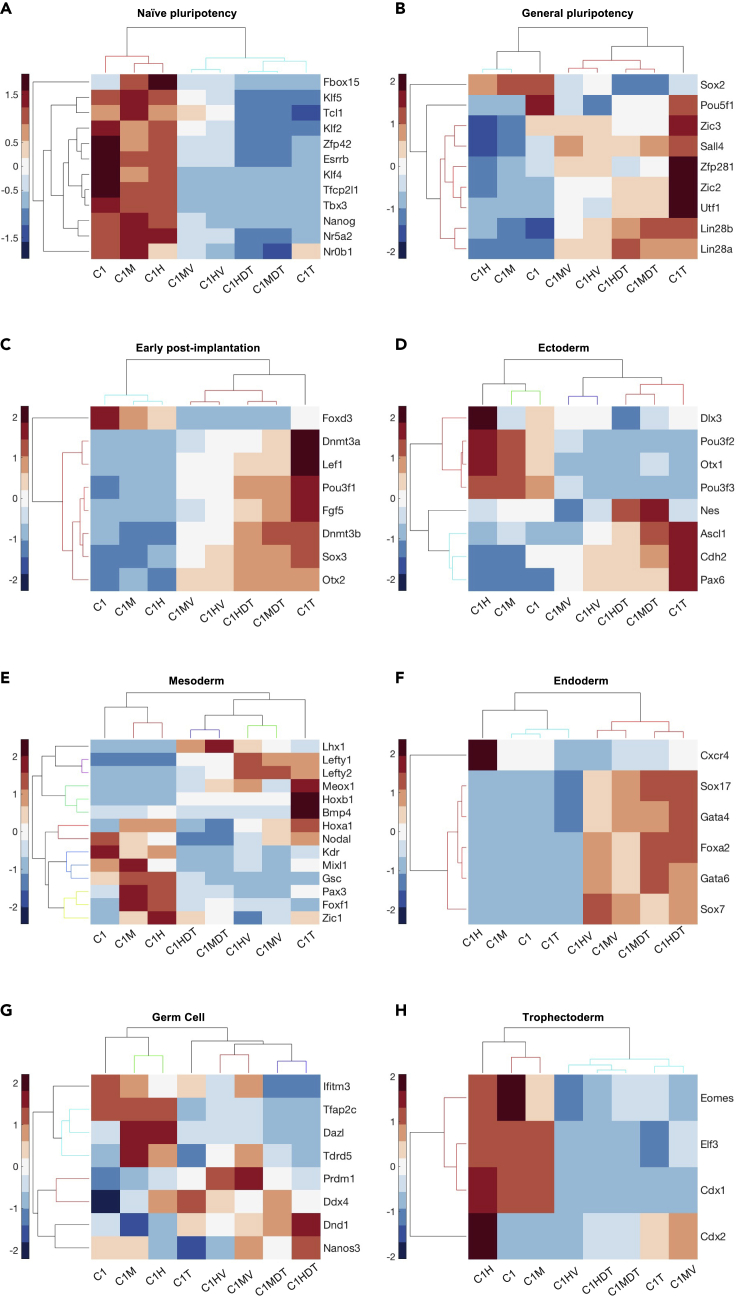
Gene ontology and clustergram of the differential expressed genes in control and perturbed ESCs (A–H) Clustergram over heatmaps of naive (A) and general pluripotency (B), early post-implantation (C), ectoderm (D), mesoderm (E), endoderm (F), germ cell (G), and trophectoderm (H) lineages from pluripotent and differentiated ESCs expressing different β-catenin amount. Each column is the average of 4 samples from the same experiment.

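With the 9 general pluripotency genes, C1M and C1H again formed a pair. Relative to C1, 3 genes were lower in C1M and 4 in C1H, with 0 and 1 higher (edgeR FDR under 0.05); adjusted over the panel alone, 5 and 5 passed in either direction. Pou5f1 (ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772) was at 68.8 ± 10.6 CPM (SD, n = 4) in C1, 41.9 ± 3.43 in C1M and 39.6 ± 6.43 in C1H, with log2 fold changes from C1 of -0.72 (SE 0.12, edgeR FDR = 9.3e-07) and -0.79 (SE 0.12, edgeR FDR = 7.3e-08). Between C1H and C1M, 0 genes of the panel differed, also when adjusted over the panel alone.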

A similar clustering across pluripotent samples was observed for general pluripotency markers (Figure 4B). 

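Sox2 (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) fell from 860 ± 29.9 CPM (SD, n = 4) in C1 to 443 ± 28.2 in C1T, a log2 fold change of -0.96 (SE 0.086, edgeR FDR = 1.1e-14). In the other day 4 groups the log2 fold change of Sox2 from the matching day 0 group was -0.79 (edgeR FDR = 8.6e-12) in C1MV, -1.59 (edgeR FDR = 1.1e-23) in C1MDT, -0.55 (edgeR FDR = 2.3e-07) in C1HV and -1.56 (edgeR FDR = 2.7e-23) in C1HDT. Utf1 (ENSMUSG00000047751, chromosome 7 from 139943789 to 139945112) rose from 32.5 ± 5.31 to 299 ± 24.5 CPM (3.21, SE 0.12, edgeR FDR = 4.2e-46) and Zfp281 (ENSMUSG00000041483, chromosome 1 from 136624901 to 136630053) from 68.5 ± 7.93 to 119.9 ± 9.08 (0.82, SE 0.11, edgeR FDR = 2.4e-11). In the induced groups the rise of Utf1 ran from 1.18 in C1MV to 2.09 in C1HDT, and that of Zfp281 from 0.24 in C1MDT to 0.54 in C1HV, with an edgeR FDR under 0.05 for each. Lin28a (ENSMUSG00000050966, chromosome 4 from 134003330 to 134018841) rose from 13.0 ± 3.14 CPM in C1 to 481 ± 50.6 in C1T (5.22, SE 0.19, edgeR FDR = 4.6e-20), and Lin28b (ENSMUSG00000063804, chromosome 10 from 45376620 to 45486395) from 13.8 ± 4.27 to 46.3 ± 2.73 (1.74, SE 0.18, edgeR FDR = 3.6e-16). Over the panel, 7 of 9 genes were upregulated and 1 downregulated in C1T vs C1.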

In the majority of differentiated samples, Sox2 was downregulated while Utf1, Zfp281, and Lin28 were upregulated (Figure 4B), in accordance with previous reports (Zhang et al., 2016; Fidalgo et al., 2016; Luo et al., 2015; Betschinger et al., 2013). Under differentiated culture condition, Zfp281, Zic2, and Utf1 were downregulated in β-catenin-induced cells (i.e., C1MV, C1HV, C1MDT, and C1HDT) as compared to C1T ESCs (Figure 4B). 

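Zfp281 was at 87.1 ± 5.51 CPM (SD, n = 4) in C1MV, 76.6 ± 8.07 in C1MDT, 86.0 ± 13.0 in C1HV and 70.7 ± 5.30 in C1HDT, with log2 fold changes from C1T of -0.48 (edgeR FDR = 6.8e-05), -0.65 (edgeR FDR = 3.3e-08), -0.49 (edgeR FDR = 5.8e-05) and -0.77 (edgeR FDR = 2.0e-10). Zic2 (ENSMUSG00000061524, chromosome 14 from 122475435 to 122479852) was at 52.3 ± 3.43 CPM in C1T and between 24.3 in C1MV and 26.5 in C1HDT, and its log2 fold changes were -1.13 (edgeR FDR = 1.1e-08), -1.0 (edgeR FDR = 1.5e-07), -1.11 (edgeR FDR = 5.7e-08) and -0.96 (edgeR FDR = 3.7e-07) in the same order. For Utf1 the means were 96.0 ± 20.1, 130.4 ± 8.81, 87.2 ± 9.85 and 136 ± 9.97 CPM. Its log2 fold changes from C1T were -1.67 (edgeR FDR = 3.3e-28), -1.21 (edgeR FDR = 2.1e-20), -1.79 (edgeR FDR = 2.2e-29) and -1.14 (edgeR FDR = 4.3e-19), and with each library left out the one in C1HDT stayed between -1.18 and -1.09. Between the sorted fractions none of the 3 genes differed, with the lowest edgeR FDR at 0.866.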

Zfp281 is a Zinc finger transcription factor implicated in pluripotency (Brandenberger et al., 2004; Wang et al., 2008), and recently reported as a bidirectional regulator of the ESC-EpiSC transition in cooperation with Zic2, another zinc finger protein (Mayer et al., 2020). The undifferentiated embryonic cell transcription factor 1 (Utf1) is expressed in ESCs and plays an important role in the exit from pluripotency (Jia et al., 2012; Kooistra et al., 2009). The concomitant reduction of Zfp281, Zic2, and Urf1 in the comparison between C1T with both DMSO- and dox/TMP-treated samples suggests a global change in the chromatin organization of β-catenin-induced ESCs en route to differentiation (Figure 4B). 

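In C1MDT vs C1MV, 3 of the 9 general pluripotency genes had an edgeR FDR under 0.05, 2 higher and 1 lower in C1MDT, and in C1HDT vs C1HV 3, 2 higher and 1 lower in C1HDT. Adjusted over the panel alone, 4 and 5 genes passed. Sox2 was at 461 ± 75.3 CPM (SD, n = 4) in C1MV and 264 ± 24.8 in C1MDT, a log2 fold change of -0.80 (SE 0.088, edgeR FDR = 2.5e-10), and at 522 ± 68.6 in C1HV and 257 ± 39.2 in C1HDT (-1.02, SE 0.089, edgeR FDR = 1.3e-13). Utf1 was higher with inducers, by 0.47 (SE 0.10, edgeR FDR = 5.5e-04) in C1MDT vs C1MV and 0.65 (SE 0.11, edgeR FDR = 1.4e-06) in C1HDT vs C1HV. Lin28b passed the threshold in C1MDT vs C1MV only, by 0.54 (SE 0.15, edgeR FDR = 0.00815) against 0.18 (SE 0.16, edgeR FDR = 0.493), and Pou5f1 in C1HDT vs C1HV only, by 0.46 (SE 0.14, edgeR FDR = 0.00826) against 0.18 (SE 0.13, edgeR FDR = 0.425). The difference between the sorted fractions was not past the threshold for Lin28b (edgeR FDR of the interaction 0.694) or Pou5f1 (0.713).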

Finally, almost all the genes from this panel showed different behaviors in DMSO- (i.e., C1MV and C1HV; Figure 4B) *vs* dox/TMP-treated samples (i.e., C1MDT, C1HDT; Figure 4B), confirming that the extent of β-catenin induction affects cell identity.

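The early post-implantation panel held Foxd3, Dnmt3a, Lef1, Pou3f1, Fgf5, Dnmt3b, Sox3 and Otx2. In C1T vs C1 and in each induced group against its day 0 group, 7 of the 8 genes were upregulated and 1 was downregulated (edgeR FDR under 0.05, with the same numbers adjusted over the panel alone). The median log2 fold change of the panel was 4.36 in C1T vs C1, 2.67 in C1MV vs C1M and 3.42 in C1MDT vs C1M. Lef1 (ENSMUSG00000027985, chromosome 3 from 131110471 to 131224356) rose from 2.51 ± 0.775 CPM (SD, n = 4) in C1 to 270.1 ± 19.6 in C1T (6.75, SE 0.19, edgeR FDR = 2.3e-65 on the log2 scale), and Pou3f1 (ENSMUSG00000090125, chromosome 4 from 124656807 to 124660655) from 4.30 ± 0.168 to 255 ± 34.9 (5.88, SE 0.21, edgeR FDR = 1.3e-26). Fgf5 (ENSMUSG00000029337, chromosome 5 from 98254184 to 98277030) was at the floor in every day 0 group and at 15.2 ± 2.97 CPM in C1T, at least 10.2-fold higher (edgeR FDR = 3.7e-18) than in C1. At day 0, 3 genes were higher and 2 lower in C1M than in C1, and 2 and 2 in C1H, led by Sox3 (ENSMUSG00000045179, chromosome X from 60891366 to 60893430) with 1.68 (SE 0.49, edgeR FDR = 0.00543) and 1.95 (SE 0.47, edgeR FDR = 6.6e-04) and Pou3f1 with 1.00 (SE 0.36, edgeR FDR = 0.0372) and 0.98 (SE 0.36, edgeR FDR = 0.0418). Between C1H and C1M, 1 gene differed, Otx2 (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819) with a log2 fold change of -0.47 (SE 0.091, edgeR FDR = 4.5e-04).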

Early post-implantation epiblast genes were mostly upregulated in primed ESCs compared to the pluripotent condition, with no evident differences across treatments in naive ESCs (Figure 4C). 

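Foxd3 (ENSMUSG00000067261, chromosome 4 from 99656299 to 99658622) was at 38.1 ± 3.06 CPM (SD, n = 4) in C1, 27.5 ± 4.01 in C1M and 22.3 ± 5.82 in C1H, with log2 fold changes from C1 of -0.47 (SE 0.17, edgeR FDR = 0.0294) and -0.77 (SE 0.18, edgeR FDR = 2.5e-04). At day 4 it was at 20.2 ± 5.16 CPM in C1T, 9.00 ± 2.62 in C1MV, 10.9 ± 2.51 in C1MDT, 7.47 ± 2.81 in C1HV and 9.28 ± 1.87 in C1HDT. The log2 fold changes from C1T were -1.23 (SE 0.23, edgeR FDR = 4.5e-06) in C1MV, -0.92 (SE 0.22, edgeR FDR = 2.3e-04) in C1MDT, -1.44 (SE 0.25, edgeR FDR = 5.8e-07) in C1HV and -1.12 (SE 0.22, edgeR FDR = 1.2e-05) in C1HDT. Foxd3 was the gene of the panel that fell from day 0 to day 4, by a log2 fold change of -0.89 (SE 0.19, edgeR FDR = 1.7e-05) in C1T vs C1. C1H and C1M did not differ in Foxd3 (edgeR FDR = 0.509), and neither did C1MDT and C1MV (edgeR FDR = 0.491).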

The exception was Foxd3, which was downregulated in both naive and primed β-catenin-induced cells as compared to the controls C1 and C1T ESCs (Figure 4C). 

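Dnmt3a (ENSMUSG00000020661, chromosome 12 from 3806007 to 3914443) was at 798 ± 54.9 CPM (SD, n = 4) in C1T, 154 ± 12.3 in C1MV, 286 ± 12.8 in C1MDT, 178 ± 14.2 in C1HV and 266 ± 20.3 in C1HDT. Its log2 fold changes from C1T were -2.38 (SE 0.080, edgeR FDR = 1.2e-60) in C1MV, -1.48 (SE 0.075, edgeR FDR = 2.6e-40) in C1MDT, -2.17 (SE 0.080, edgeR FDR = 1.2e-55) in C1HV and -1.59 (SE 0.076, edgeR FDR = 4.3e-43) in C1HDT. Directly, Dnmt3a was higher in C1MDT than in C1MV by 0.90 (SE 0.081, edgeR FDR = 1.7e-18) and in C1HDT than in C1HV by 0.58 (SE 0.081, edgeR FDR = 3.7e-09). With each library left out in turn, these differences stayed between 0.87 and 0.95 and between 0.54 and 0.61. Dnmt3b (ENSMUSG00000027478, chromosome 2 from 153649450 to 153687730) was at 581 ± 98.3 CPM in C1T, 242 ± 21.9 in C1MV and 269.6 ± 7.07 in C1HV, with log2 fold changes of -1.27 (SE 0.086, edgeR FDR = 3.8e-22) and -1.11 (SE 0.087, edgeR FDR = 6.3e-19). In the groups with inducers Dnmt3b was at 531 ± 37.6 CPM in C1MDT and 525 ± 53.1 in C1HDT, and its log2 fold changes of -0.13 (SE 0.082, edgeR FDR = 0.232) and -0.15 (SE 0.082, edgeR FDR = 0.169) from C1T were not past the threshold. Dnmt3b too was higher with inducers, by 1.14 (SE 0.086, edgeR FDR = 7.4e-19) in C1MDT vs C1MV and 0.96 (SE 0.086, edgeR FDR = 3.6e-15) in C1HDT vs C1HV. Both genes rose from day 0, where Dnmt3a was at 46.3 ± 4.90 CPM and Dnmt3b at 31.1 ± 7.03 in C1.

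**Figure D3:**
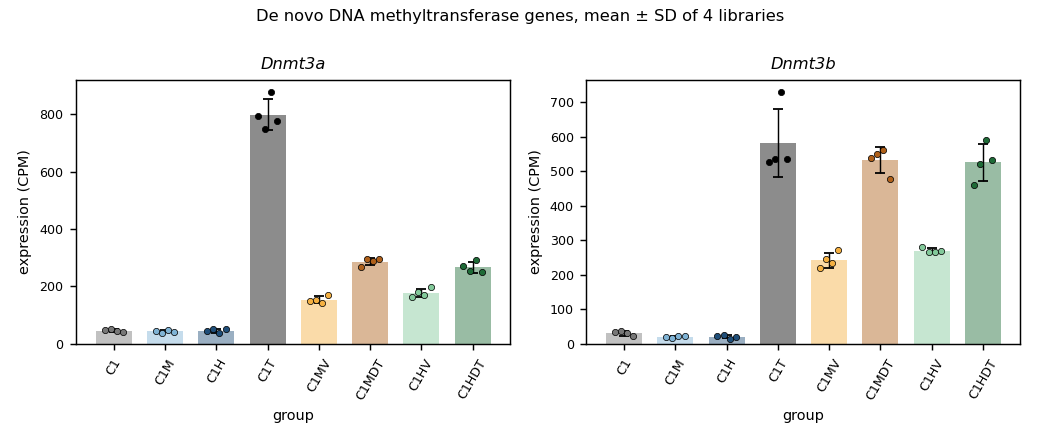
Expression of Dnmt3a and Dnmt3b in CPM (vertical axes) in the 8 groups (horizontal axes). Points are the 4 libraries of each group and bars their mean with the SD. Dnmt3a is highest in C1T, at a mean of 798 CPM, while the Dnmt3b means of C1MDT and C1HDT, 531 and 525 CPM, lie near that of C1T.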

Interestingly, Dnmt3a and Dnmt3b showed a reduction in C1MV/C1HV and C1MDT/C1HDT samples as compared to the control C1T (Figure 4C); also, samples constantly exposed to dox/TMP (i.e., C1MDT and C1HDT) showed higher Dnmt3a expression than DMSO-treated ESCs (i.e., C1MV and C1HV; Figure 4C). Dnmt3a, b, and Foxd3 are DNA and chromatin remodeling factors, respectively; Dnmt enzymes methylate genomic regions, whereas Foxd3 reduces active and enhances inactive histone marks by recruiting the lysine-specific demethylase 1 (Lsd1) (Respuela et al., 2016). The reduced expression of those genes in β-catenin-induced cells, including the pluripotent markers Utf1 discussed above, suggests that cells exposed to time/dose varying β-catenin levels present a differentially methylated DNA status during the exit from pluripotency.

We then screened for a large panel of lineage-priming factors. 

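Of the 8 ectoderm genes of the panel, 2 were at the floor in both C1 and C1M. In C1M vs C1, 1 gene was higher and 1 lower (edgeR FDR under 0.05, the same numbers adjusted over the panel alone), and in C1H vs C1 1 and 1. The gene that rose was Otx1 (ENSMUSG00000005917, chromosome 11 from 21994764 to 22002897), at 7.36 ± 1.33 CPM (SD, n = 4) in C1, 13.9 ± 1.11 in C1M and 15.0 ± 1.79 in C1H, with log2 fold changes from C1 of 0.89 (SE 0.29, edgeR FDR = 0.0131) and 1.01 (SE 0.28, edgeR FDR = 0.00366). Cdh2 (ENSMUSG00000024304, chromosome 18 from 16588877 to 16809246) changed by -1.01 (SE 0.37, edgeR FDR = 0.0293) and -0.92 (SE 0.36, edgeR FDR = 0.0468). The means of Pou3f2 (0.821, 1.43 and 1.75 CPM) and Pou3f3 (4.93, 6.97 and 7.17 CPM) rose in the order C1, C1M and C1H without passing the threshold. The mean score of the panel was -0.011 ± 0.28 in C1, 0.12 ± 0.11 in C1M and 0.35 ± 0.15 in C1H (SD, n = 4), and its rise was not tested. Between C1H and C1M, 0 genes differed, also when adjusted over the panel alone. Over the panel, C1MV paired with C1HV and C1MDT with C1HDT, and C1 paired with C1M.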

Ectoderm lineage markers showed a dose-dependent upregulation of related genes in pluripotent cells (compare C1, C1M, and C1H; Figure 4D); following 2i/L withdrawal, the clustering resembled those of previous sets (Figures 4A–4C), with samples grouping for the duration of treatment (i.e., C1MV/C1HV and C1MDT/C1HDT grouping together; Figure 4D). Genes from this lineage had different expression across samples, making difficult to identify a clear pattern associated with β-catenin perturbations.

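Against C1T, 5 of the 8 ectoderm genes were at the floor in both groups in C1MV and 4 in C1MDT, which leaves few genes to compare. Pax6 (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364) was lower than in C1T (24.0 ± 5.47 CPM; SD, n = 4) in all induced groups, with log2 fold changes of -0.96 (SE 0.22, edgeR FDR = 1.8e-04) in C1MV, -0.66 (SE 0.21, edgeR FDR = 0.00791) in C1MDT, -0.66 (SE 0.22, edgeR FDR = 0.0147) in C1HV and -0.62 (SE 0.21, edgeR FDR = 0.0132) in C1HDT. Nes (ENSMUSG00000004891, chromosome 3 from 87971078 to 87980451) was higher than in C1T in C1MDT (0.60, SE 0.23, edgeR FDR = 0.0339) and C1HDT (0.83, SE 0.23, edgeR FDR = 0.00217) but not in C1MV (-0.42, SE 0.27, edgeR FDR = 0.248) or C1HV (0.038, SE 0.26, edgeR FDR = 0.949), and the direct differences with inducers were 1.03 (SE 0.24, edgeR FDR = 8.0e-04) and 0.79 (SE 0.23, edgeR FDR = 0.00914). From day 0 to day 4, Pax6 rose at least 16.2-fold above the floor of C1 (edgeR FDR = 6.6e-25) in C1T, while Pou3f3 was at least 3.25-fold lower (edgeR FDR = 1.9e-05) in C1T than in C1.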

When looking at mesoderm markers (Figure 4E), differentiated samples clustered similarly to the previous dataset. 

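With the 14 mesoderm genes of the panel, average-linkage clustering of the group means paired C1MV with C1HV, C1MDT with C1HDT and C1M with C1H, and C1T joined none of these pairs. Between the sorted fractions, 0 of the genes differed in C1HV vs C1MV and 0 in C1HDT vs C1MDT (edgeR FDR under 0.05, with the same numbers adjusted over the panel alone), while 1 was higher and 4 were lower in C1MDT than in C1MV, and 3 were lower in C1HDT than in C1HV. Lefty1 and Lefty2 were among the lower ones, with log2 fold changes of -0.78 (SE 0.14, edgeR FDR = 2.8e-04) and -1.26 (SE 0.15, edgeR FDR = 3.0e-10) in C1MDT vs C1MV.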

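In C1T vs C1, 7 of the 14 mesoderm genes were upregulated and 2 downregulated (edgeR FDR under 0.05, the same numbers adjusted over the panel alone), and in C1MV vs C1M 4 and 4. Lefty1 (ENSMUSG00000038793, chromosome 1 from 180935022 to 180938400) rose from 4.85 ± 0.821 CPM (SD, n = 4) in C1 to 203 ± 8.09 in C1T (5.39, SE 0.26, edgeR FDR = 1.4e-16 on the log2 scale), and Lefty2 (ENSMUSG00000066652, chromosome 1 from 180893108 to 180899103) from 7.49 ± 1.67 to 68.9 ± 10.2 (3.23, SE 0.21, edgeR FDR = 4.2e-22). Hoxb1 (ENSMUSG00000018973, chromosome 11 from 96365752 to 96368256) was at the floor in C1 and at least 57.7-fold higher (edgeR FDR = 8.3e-29) in C1T. Lhx1 (ENSMUSG00000018698, chromosome 11 from 84518284 to 84525535) and Meox1 (ENSMUSG00000001493, chromosome 11 from 101877510 to 101894374) were at the floor in C1 as well and at 1.67 ± 0.682 and 1.19 ± 1.03 CPM in C1T (edgeR FDR = 0.0397 and 0.00952), too close to the floor for a fold. Bmp4 (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669) rose in C1T vs C1, by 2.63 (SE 0.22, edgeR FDR = 1.4e-21), but not in C1MV vs C1M (-0.043, SE 0.26, edgeR FDR = 0.913), and fell in C1MDT vs C1M (-0.99, SE 0.29, edgeR FDR = 0.00226). Kdr (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) changed by -2.51 (SE 0.35, edgeR FDR = 4.0e-10) and Gsc (ENSMUSG00000021095, chromosome 12 from 104471209 to 104473330) was at least 6.29-fold lower (edgeR FDR = 8.0e-14) in C1T. Nodal (ENSMUSG00000037171, chromosome 10 from 61417972 to 61425338) changed by -0.21 (SE 0.13, edgeR FDR = 0.166) in C1T vs C1, -0.0075 (SE 0.12, edgeR FDR = 0.966) in C1MV vs C1M and -0.71 (SE 0.13, edgeR FDR = 1.0e-06) in C1MDT vs C1M. Mixl1, Foxf1 and Zic1 were at or near the floor in most groups, and in C1T vs C1 they did not pass (edgeR FDR = 0.386, 1.00 and 0.160).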

The first group of genes (i.e., Lhx1, Lefty1/2, Meox1, Hoxb1, and Bmp4) was mainly upregulated upon differentiation, whereas the second group (i.e., Nodal, Kdr, Mixl1, Gsc, Foxf1, and Zic1) got downregulated when exiting from pluripotency (Figure 4E). 

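Against C1T, 2 mesoderm genes were lower and 1 higher in C1MV, 6 and 1 in C1MDT, 3 and 0 in C1HV, and 6 and 2 in C1HDT (edgeR FDR under 0.05). The numbers that passed in either direction when adjusted over the panel alone were 3, 7, 3 and 8. Bmp4 was at 49.7 ± 3.57 CPM (SD, n = 4) in C1T, 9.25 ± 3.39 in C1MV, 4.52 ± 1.46 in C1MDT, 6.40 ± 3.15 in C1HV and 6.08 ± 1.12 in C1HDT, with log2 fold changes from C1T of -2.51 (SE 0.22, edgeR FDR = 1.7e-20) in C1MV and -3.45 (SE 0.23, edgeR FDR = 2.0e-28) in C1MDT. Hoxb1 was at 85.8 ± 13.3 CPM in C1T and lower in all induced groups, with log2 fold changes of -1.82 (SE 0.19, edgeR FDR = 5.4e-13) in C1MV and -2.41 (SE 0.19, edgeR FDR = 1.8e-17) in C1MDT. Lhx1 rose instead, by 2.10 (SE 0.48, edgeR FDR = 1.6e-04) in C1MDT and 1.77 (SE 0.49, edgeR FDR = 0.00233) in C1HDT. Meox1, Mixl1, Pax3, Foxf1, Zic1 and Kdr did not differ from C1T in any induced group, and several of these were at the floor.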

Although the pattern of individual genes was hard to interpret, we observed the behavior of C1T ESCs was very different from all differentiated β-catenin-induced samples, stressing the relevance of β-catenin for mesoderm specification (Lyashenko et al., 2011) and suggesting that its induction is diminishing mesoderm commitment.

The endoderm lineage was the most influenced by β-catenin perturbations: C1T cells were unable to induce the expression of endoderm-related genes (compare C1 and C1T; Figure 4F), whereas in all perturbed ESCs their expression increased over time. 

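The endoderm panel held 6 genes, Cxcr4, Sox17, Gata4, Foxa2, Gata6 and Sox7. In C1T vs C1, 1 was higher, Gata6 with a log2 fold change of 1.16 (SE 0.50, edgeR FDR = 0.0446), and 1 was lower, Sox17, at least 1.55-fold lower (edgeR FDR = 5.2e-04) with C1T at the floor; adjusted over the panel alone, 1 passed. From day 0, 5 of the genes rose in C1MV vs C1M, 5 in C1MDT vs C1M, 5 in C1HV vs C1H and 5 in C1HDT vs C1H (edgeR FDR under 0.05). Against C1T, 5 were higher in each of the induced groups, also when adjusted over the panel alone. Gata6 (ENSMUSG00000005836, chromosome 18 from 11052064 to 11085635) was at 2.95 ± 1.15 CPM (SD, n = 4) in C1T and 32.1 ± 4.74 in C1MV, 44.6 ± 4.83 in C1MDT, 32.2 ± 4.16 in C1HV and 39.4 ± 4.31 in C1HDT. Its log2 fold changes from C1T were 3.36 (SE 0.26, edgeR FDR = 2.4e-24), 3.85 (SE 0.24, edgeR FDR = 1.6e-31), 3.36 (SE 0.26, edgeR FDR = 1.1e-23) and 3.65 (SE 0.25, edgeR FDR = 1.5e-28). Foxa2 (ENSMUSG00000037025, chromosome 2 from 148042877 to 148046969) rose from 2.00 ± 0.956 CPM in C1T to 21.2 ± 2.62 in C1MV and 33 ± 2.47 in C1MDT (3.30, SE 0.31, edgeR FDR = 4.9e-18 and 3.95, SE 0.29, edgeR FDR = 4.0e-26). Sox17 (ENSMUSG00000025902, chromosome 1 from 4490931 to 4497354) was at the floor in C1T and at least 11.2-fold higher (edgeR FDR = 2.9e-20) in C1MV, at least 13.4-fold higher (edgeR FDR = 2.7e-23) in C1MDT, at least 8.27-fold higher (edgeR FDR = 6.0e-16) in C1HV and at least 14.7-fold higher (edgeR FDR = 1.9e-24) in C1HDT. Sox7 (ENSMUSG00000063060, chromosome 14 from 63943673 to 63950732) was also at the floor in C1T, and at least 2.77-fold higher (edgeR FDR = 1.5e-06) in C1MV and at least 3.36-fold higher (edgeR FDR = 4.5e-07) in C1HV. Cxcr4 did not pass in any of these comparisons with C1T, where it was at the floor.

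**Figure D4:**
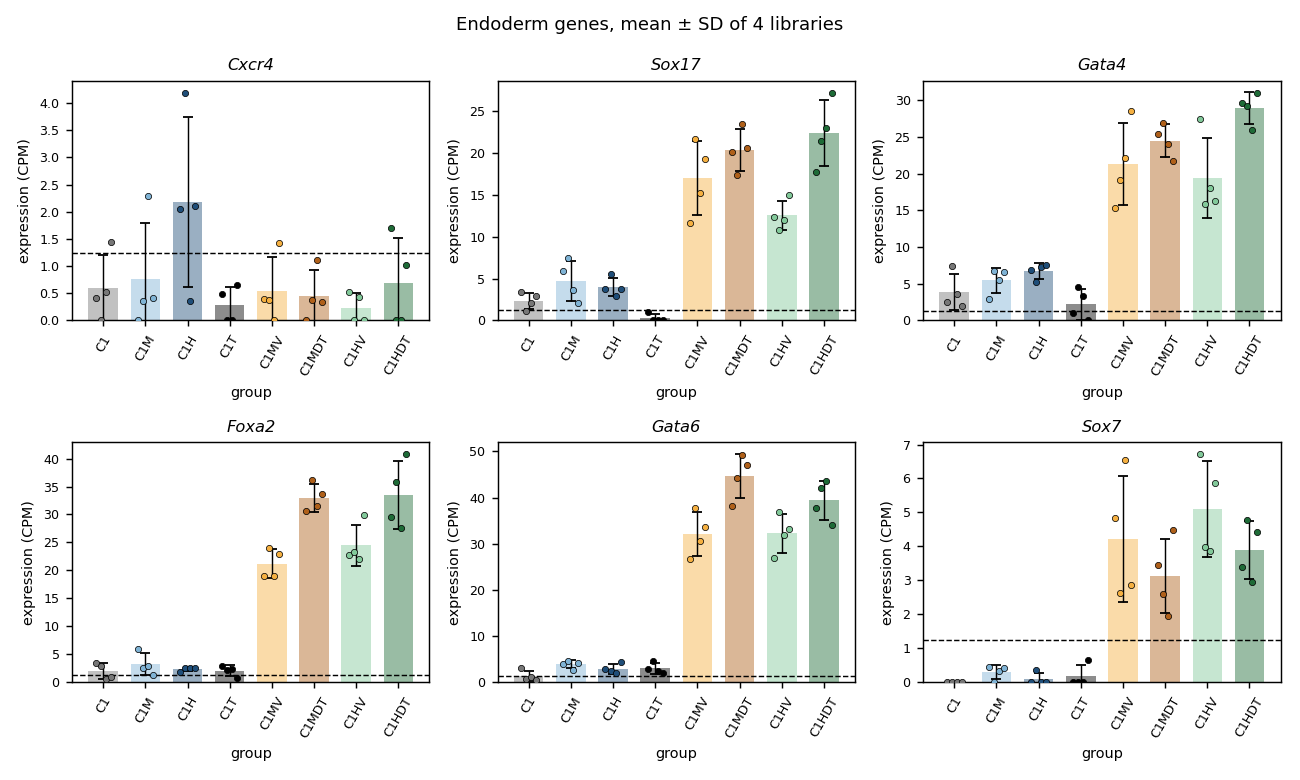
Expression in CPM (vertical axes) of the 6 endoderm genes in the 8 groups (horizontal axes). Points are the 4 libraries of each group and bars their mean with the SD, and the dashed line is the median floor of 3 counts, 1.25 CPM. Sox17, Gata4, Foxa2, Gata6 and Sox7 are higher in the induced day 4 groups than in C1T, while the Cxcr4 means lie around the floor.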

As previously observed (Figures 4A–4E), samples clustered together based on the duration of β-catenin induction rather than on the gene dose (i.e., C1MV/C1HV and C1MDT/C1HDT; Figure 4F). 

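With the 6 endoderm genes, C1MDT paired with C1HDT, while C1MV and C1HV did not form a pair of their own. They did so with unlogged CPM and with genes standardized over all libraries, where the pair of C1MV and C1HV formed in 7 and 7 of 8 panels, against 6 with group means on the log2 scale. Both endoderm pairs formed without the replicate 4 libraries, and neither formed without replicate 1, 2 or 3. Between the sorted fractions, 0 endoderm genes differed in C1HV vs C1MV and 0 in C1HDT vs C1MDT (edgeR FDR under 0.05). Between the durations, 2 were higher in C1MDT than in C1MV, Foxa2 by a log2 fold change of 0.65 (SE 0.18, edgeR FDR = 0.00608) and Gata6 by 0.49 (SE 0.15, edgeR FDR = 0.0184), and 2 were higher in C1HDT than in C1HV, Sox17 by 0.84 (SE 0.23, edgeR FDR = 0.00402) and Gata4 by 0.57 (SE 0.20, edgeR FDR = 0.0383).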

C1HDT cells showed the highest expression for the 50% of the endoderm-associated genes (namely, Cxcr4, Gata4 and Sox7) as compared to all other differentiated samples (i.e., C1T, C1MV, C1MDT, and C1HV). These observations support previous knowledge about the β-catenin requirement for endoderm organization (Engert et al., 2013; Lyashenko et al., 2011).

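Among the day 4 groups, the means of Sox17, Gata4 and Foxa2 were highest in C1HDT. Gata4 (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692) was at 28.9 ± 2.12 CPM (SD, n = 4) in C1HDT, against 2.22 ± 2.11 in C1T, 21.3 ± 5.59 in C1MV, 24.5 ± 2.22 in C1MDT and 19.4 ± 5.40 in C1HV. Gata4 rose from C1T by a log2 fold change of 3.54 (SE 0.30, edgeR FDR = 4.6e-21) in C1HDT, and C1HDT and C1MDT did not differ (edgeR FDR = 0.961). Sox7 was highest in C1HV, at 5.11 ± 1.41 CPM, with 3.88 ± 0.862 in C1HDT, and these groups did not differ (edgeR FDR = 0.624). Cxcr4 (ENSMUSG00000045382, chromosome 1 from 128588199 to 128592293) had 5, 0, 0 and 3 counts in the libraries of C1HDT, a mean of 0.681 CPM that is the highest of these groups but under the median floor of 1.25 CPM, so its order among the day 4 groups could not be told at this depth. Gata6 was highest in C1MDT.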

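The germ cell panel held Ifitm3, Tfap2c, Dazl, Tdrd5, Prdm1, Ddx4, Dnd1 and Nanos3. Relative to C1, 3 of 8 genes were higher and 1 lower in C1M, and 4 higher and 0 lower in C1H (edgeR FDR under 0.05, with the same totals adjusted over the panel alone). Dazl (ENSMUSG00000010592, chromosome 17 from 50279395 to 50293636) was at 18.3 ± 2.28 CPM (SD, n = 4) in C1, 76.6 ± 5.15 in C1M and 77.7 ± 4.07 in C1H, log2 fold changes of 2.07 (SE 0.15, edgeR FDR = 9.4e-25) and 2.09 (SE 0.15, edgeR FDR = 2.6e-25). Ddx4 (ENSMUSG00000021758, chromosome 13 from 112598333 to 112652475) rose by 1.40 (SE 0.28, edgeR FDR = 3.7e-05) and 1.82 (SE 0.27, edgeR FDR = 1.3e-08). At day 4, 3 genes were higher and 0 lower in C1MV than in C1T, and 0 and 2 in C1MDT. Tfap2c (ENSMUSG00000028640, chromosome 2 from 172549593 to 172558622) differed by 0.93 (SE 0.11, edgeR FDR = 3.0e-12) in C1MV vs C1T and -0.23 (SE 0.12, edgeR FDR = 0.15) in C1MDT vs C1T, and Prdm1 (ENSMUSG00000038151, chromosome 10 from 44437177 to 44528501) by 1.07 (SE 0.29, edgeR FDR = 0.00179) and -0.15 (SE 0.32, edgeR FDR = 0.774). From day 0 to day 4, 2 genes rose and 1 fell in C1T vs C1.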

In the analysis of the germ cell lineage markers, all genes showed a rather heterogeneous expression pattern across samples (Figure 4G). Pluripotent C1M and C1H clustered together and close to C1, and differentiated samples clustered based on the duration of β-catenin perturbation (i.e., C1MV/C1HV and C1MDT/C1HDT; Figure 4G).

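The germ cell genes paired C1M with C1H, C1MV with C1HV and C1MDT with C1HDT. Between C1H and C1M, 0 of 8 genes differed, and between the sorted fractions at day 4 0 differed in C1HV vs C1MV and 0 in C1HDT vs C1MDT (edgeR FDR under 0.05), in each case also when adjusted over the panel alone. Between the durations, 4 were lower in C1MDT than in C1MV and 2 in C1HDT than in C1HV, with Prdm1 changing by -1.22 (SE 0.28, edgeR FDR = 6.0e-04) and -1.50 (SE 0.31, edgeR FDR = 9.5e-05) and Tfap2c by -1.16 (SE 0.11, edgeR FDR = 8.3e-17) and -1.04 (SE 0.12, edgeR FDR = 4.2e-13).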

Finally, when looking at trophectoderm markers (Figure 4H), clustering showed similarity of C1 and C1M, as for the ectoderm and endoderm lineages (Figures 4H and 4J, respectively). 

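C1 and C1M formed a pair with the trophectoderm genes Eomes, Elf3, Cdx1 and Cdx2, and this pair formed in 3 of the 8 panels. The panel has 4 genes, 1 of them at the floor in both C1 and C1M. When the genes were standardized over all 32 libraries, the pair formed in 2 panels, and C1MV and C1HV did not pair with the trophectoderm genes on the log2 scale.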

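Of the 4 trophectoderm genes, 3 were downregulated in C1T vs C1, and as many in C1MV vs C1M, C1MDT vs C1M, C1HV vs C1H and C1HDT vs C1H (edgeR FDR under 0.05, also when adjusted over the panel alone). Elf3 (ENSMUSG00000003051, chromosome 1 from 135253575 to 135258568) fell from 97.1 ± 12.1 CPM (SD, n = 4) in C1 to 8.14 ± 2.75 in C1T (-3.51, SE 0.17, edgeR FDR = 9.9e-45 on the log2 scale), and Cdx1 (ENSMUSG00000024619, chromosome 18 from 61018862 to 61036199) fell to the floor and was at least 2.36-fold lower (edgeR FDR = 2.7e-06). Eomes (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) changed by -1.10 (SE 0.18, edgeR FDR = 3.7e-08) in C1T vs C1 and by -0.66 (SE 0.18, edgeR FDR = 0.00123) in C1MV vs C1M. Cdx2 (ENSMUSG00000029646, chromosome 5 from 147300805 to 147307270) was at the floor in every group but C1H, where it was at 1.05 ± 0.864 CPM, so its change over differentiation could not be told at this depth. In the day 4 groups Elf3 was higher than in C1T, by 1.87 (SE 0.19, edgeR FDR = 9.4e-16) in C1MV and 1.06 (SE 0.21, edgeR FDR = 1.2e-05) in C1MDT.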

Of note, 90% of trophectoderm genes, with the exception of Cdx2, got downregulated during differentiation in all the conditions (Figure 4H). Eomes was recently reported to control the exit from pluripotency by acting on the chromatin status (Tosic et al., 2019); its behavior in naive C1M and C1H ESCs suggests a different chromatin conformation in pluripotent cells induced for β-catenin (Figure 4H).

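Eomes was at 40.5 ± 2.36 CPM (SD, n = 4) in C1, 26.9 ± 3.27 in C1M and 33.1 ± 3.31 in C1H. In C1M vs C1 its log2 fold change was -0.60 (SE 0.16, edgeR FDR = 0.00228), and in C1H vs C1 it was -0.29 (SE 0.16, edgeR FDR = 0.162), not past the threshold. C1H and C1M did not differ (edgeR FDR = 0.419). With each library left out in turn, the change in C1M vs C1 stayed between -0.65 and -0.51 and kept an edgeR FDR under 0.05 in 8 of 8 fits.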

Accounting for the fact that ectoderm is a default linage of the monolayer differentiation protocol we applied (Ying et al., 2003b), overall our sequencing results suggest that β-catenin induction in a knockout background favors rescuing defects in differentiation toward endoderm more than mesoderm. Indeed, mesodermal genes were mostly downregulated when β-catenin was induced, whereas endodermal genes were all upregulated as compared to the control (Figures 4E and 4F). Moreover, we observed that lineage differentiation was influenced by the duration of protein induction rather than by its dose. Accordingly, there was a transition from mesoderm to endoderm following moderate but continuous β-catenin induction (compare C1MV and C1MDT in Figures S9C and S9D). Nevertheless, endoderm was an enriched gene ontology in all considered comparisons (Figures S9C, S9D, S10A, and S10B). 

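The ectoderm panel, whose lineage the protocol favors by default, gave few differences of single genes from C1T, with 1 of 8 genes past the edgeR threshold in C1HV and 2 in C1HDT. The median log2 fold change from C1T over the endoderm panel was 3.33 in C1MV, 3.90 in C1MDT, 3.43 in C1HV and 3.81 in C1HDT, and over the mesoderm panel -0.36, -0.85, -0.42 and -0.78. From higher endoderm and mostly lower mesoderm markers in induced cells than in C1T, which had no dox, the paper proposes that induction rescues the differentiation defect toward endoderm more than toward mesoderm.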

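Each panel was also summarised per library as the mean standardized log2 CPM of its genes. The mesoderm score was 0.45 ± 0.14 (SD, n = 4) in C1T, and the differences from it were -0.47 in C1MV, -0.67 in C1MDT, -0.56 in C1HV and -0.66 in C1HDT. The endoderm score was -1.11 ± 0.11 in C1T, with differences of 1.78, 1.88, 1.70 and 1.97 in the same order. In these comparisons every induced library lay beyond every C1T library (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 libraries allow, and 0.0429 after Benjamini-Hochberg adjustment over the 12 comparisons of these scores). With the replicate number as a block the exact permutation p was 0.13 in each, the smallest that 4 pairs allow, so that fit could not pass 0.05. Of the endoderm genes, all but Cxcr4 were higher than in C1T in every induced group, and of the mesoderm genes Bmp4 and Hoxb1 were lower in every induced group. The ectoderm score was 0.12 ± 0.19 in C1T, -0.42 ± 0.24 in C1MV, -0.11 ± 0.17 in C1MDT, -0.27 ± 0.18 in C1HV and 0.22 ± 0.23 in C1HDT. Its differences were not tested, although every C1MV library lay below every C1T library.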

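Between durations the mesoderm score changed by -0.20 in C1MDT vs C1MV (exact two-sided permutation p = 0.0571) and by -0.10 in C1HDT vs C1HV (exact p = 0.343). The endoderm score changed by 0.10 (exact p = 0.371) and 0.27 (exact p = 0.0857). None of these passed 0.05 on the log2 scale. With unlogged CPM the mesoderm score in C1MDT vs C1MV and the endoderm score in C1HDT vs C1HV passed it. With the replicate number as a block the exact p-values were 0.250, 0.375, 0.375 and 0.13 in the same order, but that fit could not pass 0.05. Per group, the mesoderm score was -0.026 ± 0.11 in C1MV, -0.23 ± 0.11 in C1MDT, -0.12 ± 0.17 in C1HV and -0.21 ± 0.059 in C1HDT (SD, n = 4 libraries). The endoderm score was 0.66 ± 0.16, 0.76 ± 0.11, 0.59 ± 0.13 and 0.86 ± 0.20.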

Finally, the observed expression of pluripotency markers Zfp281, Zic2, and Utf1, the early post-implantation markers Dnmt3a-b and Foxd3 and the trophectoderm marker Eomes suggest a reorganization of the epigenome in naive C1M and C1H ESCs and upon monolayer differentiation of C1MV, C1MDT, C1HV, and C1HDT ESCs.

## Discussion

The role of the Wnt/β-catenin pathway as a pluripotency gatekeeper has been matter of many studies and debates (Sato et al., 2004; Ogawa et al., 2006; Hao et al., 2006; Singla et al., 2006; Anton et al., 2007; Takao et al., 2007; Kielman et al., 2002); while modulation of the canonical Wnt pathway has been extensively proved to be important for EpiSC *in vivo* derivation (Tsukiyama and Ohinata, 2014; Sugimoto et al., 2015), self-renewal (Sumi et al., 2013), and *in vitro* lineage differentiation (Liu et al., 2017; Osteil et al., 2019; Kurek et al., 2015), the relevance of β-catenin doses for the exit from pluripotency and for ESCs-EpiLCs direct transition has not been explored thoroughly.

In this work, we found that genetic β-catenin manipulation or chemical perturbation of the canonical Wnt pathway control ESC fate at the exit from pluripotency, providing new insights into the role of specific doses while confirming previous finding about the transcriptional role of β-catenin in pluripotency and early differentiation.

Using two different cellular models, we found that, upon FBS/L cultures, moderate β-catenin induction in differentiating β-catenin^−/−^ ESCs or moderate pre-activation of the Wnt/β-catenin pathway in pluripotent wild-type ESCs increase the efficiency of the ESCs-EpiLCs conversion. Pharmacological activation of the Wnt/β-catenin pathway in wild-type ESCs gave different results as compared to genetic β-catenin induction in β-catenin^−/−^ ESCs (Figures 1,2, and S1–S4). This observation could be explained by β-catenin-induced genetic variation reported in Ortmann et al. (2020). Ortmann et al. demonstrated that β-catenin fluctuations in naive pluripotent stem cells from different genetic backgrounds strongly influence how efficiently cells will differentiate (Ortmann et al., 2020). We believe that, by using β-catenin^−/−^ cells and inducing a β-catenin form which is insensitive to endogenous regulations, we abolished physiologic fluctuations and therefore mitigated the effect of genetic variation on cell differentiation.

Simultaneous activation and inhibition of the Wnt/β-catenin pathway has been previously reported to maintain EpiSCs self-renewal (Kim et al., 2013): Kim et al. demonstrated that EpiSCs can be maintained in Chiron3μM/XAV2μM cultures with self-renewal regulated by both Axin2 and β-catenin. Our results suggest that the observation reported for EpiSCs (Kim et al., 2013) could also stand for the EpiLC derivation.

Overall, we confirmed the effect β-catenin has on preparing cells to appropriately respond to the differentiation stimuli previously reported (Ortmann et al., 2020), suggesting that both the duration and the dose of β-catenin induction control cell differentiation *in vitro*.

RNA sequencing performed in ESCs at the exit from the naive “ground state” of pluripotency (Kalkan et al., 2017) showed that, in β-catenin-expressing cells (in particular C1MV), Dnmt3a and Dnmt3b had an expression pattern similar to the one observed in Rex1-high ESCs differentiated using a similar protocol (Kalkan et al., 2017), indicating that moderate β-catenin induction in naive ESCs influences DNA methylation associated with the exit from pluripotency. β-catenin-dependent changes in DNA methylation have been previously reported in ESCs cultured for several passages in FBS/L (Theka et al., 2019). Theka et al. concluded that constant activation of the Wnt/β-catenin is necessary to guarantee adequate DNA methylation profiles. We also observed that persistent β-catenin induction (i.e., before and during differentiation, C1MDT and C1HDT; Figure 4C) partially restores the expression of Dnmt3a/b, which got downregulated following transient β-catenin induction (i.e., before differentiation, C1MV and C1HV; Figure 4C). Of note, we pre-cultured ESCs in 2i/L for 3 passages (1 week), a condition that strongly influences DNA methylation (Ficz et al., 2013; Habibi et al., 2013; Leitch et al., 2013). It would be interesting to assess the methylation state of specific genomic region, including imprinting control regions (ICRs), in response to dose- and time-varying β-catenin perturbations.

We observed a significant upregulation of endodermal genes in β-catenin induced cells, indicating a requirement of β-catenin for this specific fate. This phenotype was previously reported in the β-catenin null cell line generated by Lyashenko et al. (Lyashenko et al., 2011), where the defect in endoderm lineage differentiation was rescued by overexpressing both wild-type or transcriptional incompetent β-catenin; in contrast, mesoderm and ectoderm induction seemed to not require β-catenin (Lyashenko et al., 2011). With our approach that enables dose- and time-controlled β-catenin induction, we also suggest that the ectoderm lineage is not affected by β-catenin loss. Different results were reported in Tao et al. (2020), where β-catenin knockdown increased neural differentiation (Tao et al., 2020); given differences in the approaches used for β-catenin perturbations and culture conditions, additional studies (possibly also in other cell lines, and at the single-cell level) would be required for a direct comparison.

In the future, it will be of great interest to use our inducible system to interrogate the effect of a wider range of β-catenin doses and, possibly, temporal dynamics on stem cell identity and to further investigate the role of the β-catenin transcriptional activity in pluripotent and differentiated cells of both murine and human origin (La Regina et al., 2021).

### Limitations of the study

We acknowledge the present study did not characterize the effect of high (i.e., above the wild-type levels) and/or dynamic β-catenin levels on cell decision making. Moreover, we did not consider comparing transcriptionally competent *vs* incompetent exogenous β-catenin; further studies uncoupling those two functions would be required and useful to fully unveil β-catenin-driven stem cell identity.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Dulbecco’s modified Eagle’s medium (DMEM)	Sigma	Cat# D5796-6X500ML
Phosphate-buffered saline (PBS)	Sigma	Cat# D8537-6X500ML
Fetal Bovine Serum (FBS)	Sigma	Cat# F7524-500ML
GlutaMAX (100X)	Gibco	Cat# 35050-038
2-Mercaptoethanol 50mM	Gibco	Cat# 31350-010
Sodium Pyruvate 100mM (100X)	Gibco	Cat# 11360-039
MEM NEAA (100X)	Gibco	Cat# 11140-035
Penicillin-Streptomycin	Sigma	Cat# P4458-100ML
Murine LIF	Peprotech	Cat# 250-02-25UG
NDiff 227	Takara	Cat# Y40002
Chiron-99021	Selleck	Cat# S1263
PD0325901	Selleck	Cat# S1036
Doxycycline (dox)	Sigma	Cat# D9891
Trimethoprim (TMP)	Sigma	Cat# T7883
Human ActivinA	Peprotech	Cat# 120-14E
Human FGF2	Peprotech	Cat# 100-18B
XAV939	Sigma	Cat# 575545
4′,6-diamidino-2-phenylindole (DAPI)	Sigma	Cat# D9542
PureLink RNA Mini Kit	Invitrogen	Cat# 10307963
RevertAid Reverse Transcriptase	Thermo Fischer	Cat# EP0441
RiboLock RNase Inhibitor	Thermo Fischer	Cat# EO0384
dNTP Mix	Thermo Fischer	Cat# R0191
Random Hexamers Primers	Thermo Fischer	Cat# SO142
iTaq Universal SYBR Green Supermix	Bio-Rad	Cat# 1725120
RNeasy Plus Mini Kit	Qiagen	Cat# 74134

**Deposited data**		

Sequencing Raw and analyzed data	This paper	GEO: GSE148879

**Experimental models: cell lines**		

Wildtype Embryonic Stem Cells	Pedone et al. (2019)	N/A
C1-EF1a-rtTA_TRE3G-DDmCherryβ-catenin^S33Y^ (C1)	Pedone et al. (2019)	N/A

**Oligonucleotides**		

See Table S8 for a list of oligonucleotides		

**Software and algorithms**		

QuantSeq 3′ mRNA-Seq Library Prep Kit FWD	illumina	Cat# 015.96
bcl2fastq (version v2.20.0.422)	Illumina	http://emea.support.illumina.com/content/dam/illuminasupport/documents/documentation/software_documentation/bcl2fastq/bcl2fastq2-v2-20-software-guide-15051736-03.pdf
bbduk software (bbmap suite 37.31)	Joint Genome Institute (JGI)	https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/usage-guide/ (bbmap suite 37.31)
STAR 2.6.0a3	Dobin et al. (2013)	N/A
Weighted Gene Correlation Network Analysis (WGCNA) package	Langfelder and Horvath (2008)	N/A
Dynamic tree cut algorithm from dynamicTreeCut package	Langfelder et al. (2008)	N/A
ClusterProfiler package	Yu et al. (2012)	N/A
Clustergram	MathworksMatlab R2019a, update 9.6.0.1307630	https://www.mathworks.com/help/bioinfo/ref/clustergram.html

### Resource availability

#### Lead contact

Further information and requests can be addressed to Lucia Marucci ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Cell line derivation

C1 cell lines were previously derived in Pedone et al. (2019) by a double lentiviral infection of β-catenin^−/−^ ESCs (Aulicino et al., 2020) with the EF1a-rtTA (Neomycin) plasmid followed by the pLVX_TrE3G-DDmCherryβ-catenin^S33Y^(Puromycin). Cells were selected with Neomycin after the first round and with Puromycin after the last infection.

ESCs were cultured on gelatin-coated dishes in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 15% fetal bovine serum (FBS), 1x nonessential amino acids, 1x GlutaMax, 1 x 2-mercaptoethanol, 1x Penicillin-Streptomycin and 1000 U/mL LIF. To note, for the 2i/L culture, cells were kept for 3 passages (around 1 week) in serum-free NDiff227-based media supplemented with 1000 U/mL LIF, 3μM of the GSK-3α/β inhibitor Chiron-99021 and 1μM of the MEK inhibitor PD0325901.

### Method details

#### Epiblast-like cell (EpiLC) derivation

For EpiLC derivation *in vitro* we adapted the protocol for EpiSCs culture reported in Kim et al. (2013), except that we employed N2B27 medium (Ying and Smith, 2003; Guo et al., 2009). Briefly, ESCs cultured in FBS/L or pre-cultured in 2i/L for 3 passages were seeded at the confluence of 1.5×10^4^ cells/cm^2^, on 10 μg/mL Fibronectin-coated 12-well plates in NDiff227. According to the experiment in Figures 1D, 1E, S2A, and S2B, cells were stimulated with DMSO, TMP10μM, dox10–100ng/mL, human ActivinA 10ng/mL and human FGF2 10ng/mL, whereas in Figures 2, S3, and S4, cells were exposed to ActivinA 10ng/mL human FGF2 10ng/mL, Chiron1-3μM and the XAV939 2μM. Treatments were performed during 4 days with the media and drugs refreshed after the first 2 culture days. The concentration of ActivinA, human FGF2 and XAV939 were the same used in Kim et al. (2013).

#### Monolayer differentiation

2i/L pre-cultured C1 ESCs were sorted based on β-catenin levels. Control C1, Middle (C1M) and High (C1H) expressing ESCs were plated at 1.5×10^4^ cells/cm^2^ on gelatin-coated 12-well plates in plain NDiff227 and stimulated with DMSO or TMP10μM±dox10–100ng/mL for 4 days with the media and drugs refreshed after the first 2 culture days (Figure 3A).

#### Drugs pre-treatment

Some experimental conditions required pre-treatment of cells. For β-catenin induction in Figures 1C–1E, S2A, and S2B, C1 ESCs cultured in FBS/L or 2i/L were stimulated for 48 h with TMP10μM and dox10–100ng/mL before EpiSC differentiation, whereas for pre-activation of the canonical Wnt pathway in Figures 2, S3 and S4, wild type ESCs were exposed for 48 h to Chiron1-3μM (Figures 2A–2D, S3B, S3C, S3F, S4A, S4C, and S4D) or cultured for 3 passages in 2i/L (Figures 2A–2D, S3D and S4B–S4D), before the differentiation. To note, all experiments were performed with ESCs under FBS/L or 2i/L culture conditions as indicated in figures. RNA-seq transcriptional profiling was performed only with 2i/L pre-cultured ESCs.

#### Flow activated cell sorting (FACS)

2i/L pre-cultured ESCs were washed with sterile phosphate-buffered saline (PBS, Sigma), trypsinised for 2–3′ at room temperature and centrifuged at 1000 × g for 5′. Pelleted cells were resuspended in 500μL of plain NDiff227 media supplemented with DAPI. The mCherry positive fraction was sorted from DAPI negative using the BD Influx high-speed 16-parameter fluorescence activated cell sorter.

#### qPCR

For quantitative PCR, the total RNA, extracted from cells using the PureLink RNA Mini Kit (Invitrogen), was retrotranscribed (Thermo Fischer, RevertAid Reverse Transcriptase) and the cDNA used as template for each qPCR reaction in a 15μL reaction volume. iTaq Universal SYBR Green Supermix was used with the Qiagen Rotor-Gene System. To eliminate the contamination from genomic DNA, the RNeasy Plus Mini Kit (Qiagen) was used to purify the total RNA used for the RNA Sequencing. Oligos are reported in Table S8.

#### QuantSeq 3′ RNA sequencing library preparation

Preparation of libraries was performed with a total of 100ng of RNA from each sample using QuantSeq 3'mRNA-Seq Library prep kit (Lexogen, Vienna, Austria) according to manufacturer's instructions. Total RNA was quantified using the Qubit 2.0 fluorimetric Assay (Thermo Fisher Scientific). Libraries were prepared from 100ng of total RNA using the QuantSeq 3' mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen GmbH). Quality of libraries was assessed by using screen tape High sensitivity DNA D1000 (Agilent Technologies). Libraries were sequenced on a NovaSeq 6000 sequencing system using an S1, 100 cycles flow cell (Illumina Inc.). Amplified fragmented cDNA of 300 bp in size were sequenced in single-end mode with a read length of 100 bp.

Illumina novaSeq base call (BCL) files are converted in fastq file through bcl2fastq.

#### QuantSeq 3′ RNA sequencing data processing and analysis

For analysis, sequence reads were trimmed using bbduk software (bbmap suite 37.31) to remove adapter sequences, poly-A tails and low-quality end bases (regions with average quality below 6). Alignment was performed with STAR 2.6.0a3 (Dobin et al., 2013) on mm10 reference assembly obtained from cellRanger website (https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10_3.0.0; Ensembl assembly release 93). Expression levels of genes were determined with htseq-count (Anders et al., 2015) using Gencode/Ensembl gene model. We have filtered out all genes having <1 cpm in less than n_min samples and Perc MM reads >20% simultaneously. Differential expression analysis was performed using edgeR (Robinson et al., 2010), a statistical package based on generalized linear models, suitable for multifactorial experiments. The threshold for statistical significance chosen was False Discovery Rate (FDR) < 0.05 (GSE148879). The lists of differentially expressed genes (DEGs), for each comparison, with a threshold of logFC >2 for the induced and logFC <−2 for the inhibited transcripts (Table S2. Differentially expressed genes, C1M vs C1, related to Figures 3 and S5–S8, Table S3. Differentially expressed genes, C1H vs C1, related to Figures 3 and S5–S8, Table S4. Differentially expressed genes, C1MV vs C1T, related to Figure 4, Table S5. Differentially expressed genes, C1MDT vs C1T, related to Figure 4, Table S6. Differentially expressed genes, C1HV vs C1T, related to Figure 4, Table S7. Differentially expressed genes, C1HDT vs C1T, related to Figure 4) were used for the Functional Annotation analysis.

#### Weighted gene correlation network analysis (WGCNA)

Quant-seq 3′ mRNA data of 32 samples was used to construct a gene co-expression network by applying Weighted Gene Correlation Network Analysis (WGCNA)(Langfelder and Horvath, 2008) from the WGCNA package in the R statistical environment version 3.6. Briefly, we first computed the Pearson correlation coefficient among all pairs of expressed genes and then an appropriate value of the soft-thresholding power (β = 6) giving a scale-free topology fitting index (R^2^) ≥ 0.85 was selected to build the weighted adjacency matrix. The weighted adjacency matrix was further transformed into a topological overlap matrix (TOM) (Yip and Horvath, 2007) and the resulting dissimilarity matrix used for hierarchical clustering. Gene modules were finally identified by cutting the hierarchical dendrogram with the dynamic tree cut algorithm from dynamicTreeCut package in R (Langfelder et al., 2008) statistical environment with standard parameters, except for cutHeight we set equal to 0.25 and deepSplit we set equal to 1. The value of deepSplit parameter was selected after performing a cluster stability analysis. Briefly, for each possible value of deepSplit parameter (i.e., 0, 1, 2, 3 or 4), modules were identified for both the full dataset and 50 resampled datasets. Then, the clustering solution obtained for the full dataset was compared with each resampled solution by mean of Adjusted Rand Index (ARI) (Hubert and Arabie, 1985). The solution giving the highest average ARI was used for the clustering analysis as described above. Finally, to identify which clusters were correlated with β-catenin expression doses or differentiation time we correlated the first principal component of each gene module (i.e., the eigenmodule) with the traits of interest. The eigenmodule can be considered as a “signature” of the module gene expression. Modules correlated with the traits with a p-value < 0.01 were considered statistically significant and used for further analyses.

#### Functional annotation analysis

Differentially expressed genes (either logFC >2 or logFC <−2) and module “hubs” having high module membership (also known as |KME| > 0.8) within the module were analysed for the enrichment in GO Biological Processes (Ashburner et al., 2000) and KEGG Pathways (Kanehisa and Goto, 2000) via the clusterProfiler package in R statistical environment (Yu et al., 2012). The threshold for statistical significance was FDR <0.05, the top-ten BPs were represented as−log10 (FDR; Figures S7–S10).

### Quantification and statistical analysis

Differences between samples were analysed by two-tailed unpaired t-test and one-way ANOVA with Bonferroni’s multiple comparison test using GraphPad. A p-value lower than 0.05 was considered statistically significant.

Clustergram over heatmaps were generated using the clustergram function in Matlab that applies the Euclidean distance metric and average linkage. The data have been standardized across all samples for each gene and have 0 as mean and 1 as standard deviation.

## Data Availability

• RNAseq raw data and analyses have been deposited on GEO: GSE148879. The GEO accession number is also listed in the key resources table. • This paper did not report any original code. • Additional information about this study is available from the lead contacts upon request.

# Supplementary material for: β-catenin perturbations control differentiation programs in mouse embryonic stem cells
**Source:** iScience. 2022 Jan 10;25(2):103756. doi: 10.1016/j.isci.2022.103756
**Supplement:** Document S1. Figures S1–S10

## **Supplemental information**

### **$\beta$ -catenin perturbations control differentiation programs in mouse embryonic stem cells**

**Elisa Pedone, Mario Failli, Gennaro Gambardella, Rossella De Cegli, Antonella La Regina, Diego di Bernardo, and Lucia Marucci**

**A**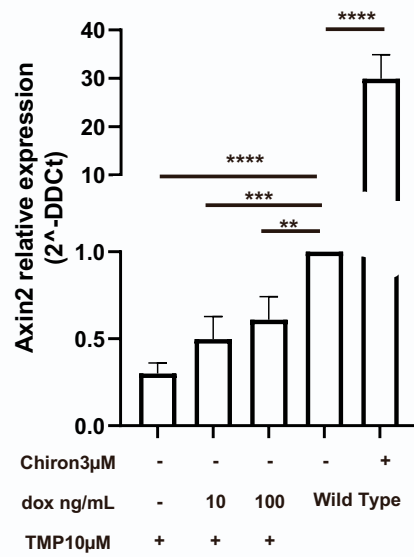**B**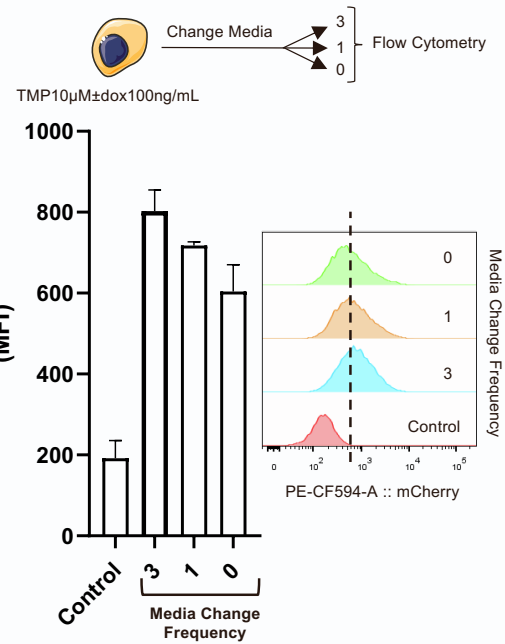**C**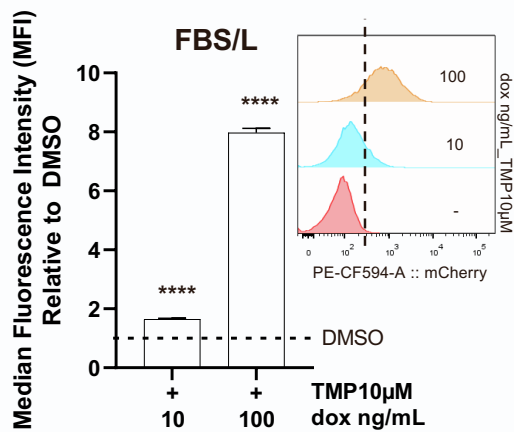**D**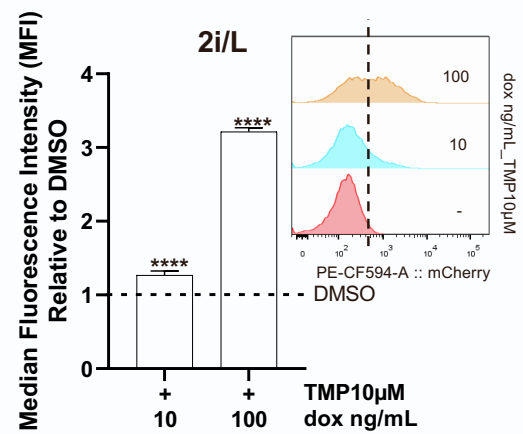**E**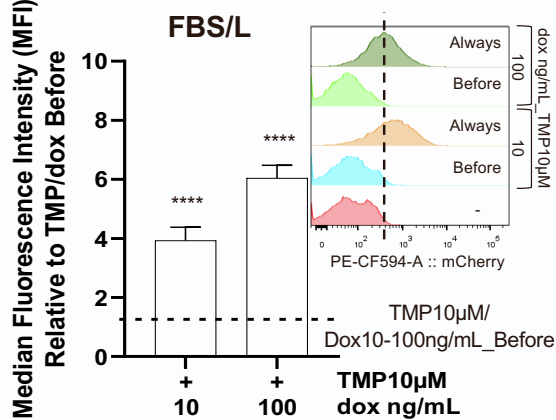**F**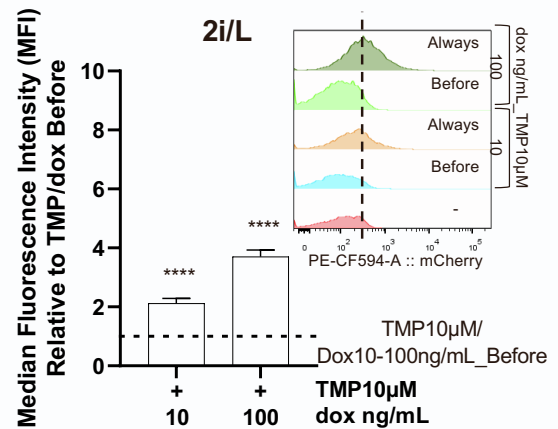

Figure S1

**Figure S1. Characterization of  $\beta$ -catenin overexpressing C1 ESCs and in EpiLC *in vitro* derivation (Related to Figure 1).**

**A** Axin2 expression in C1 ESCs treated for 48 hrs with dox10-100ng/mL and/or TMP10 $\mu$ M, and wild type ESCs stimulated or not with Chiron3 $\mu$ M. **(B)** mCherry Median Fluorescence Intensity (MFI) of C1 ESCs cultured for 4 days in FBS/L supplemented with TMP10 $\mu$ M and dox10ng/mL. Media was changed and refreshed after 24 (3) and 48 (1) hrs in culture. Control cells were kept in the same media for the entire duration of the experiment without changing the media (0). **C-F** mCherry Median Fluorescence Intensity (MFI) of FBS/L **(C, E)** and 2i/L **(D, F)** C1 ESCs grown in pluripotent **(C, D)** and differentiating **(E, F)** culture conditions. Both pluripotent and differentiation media were supplemented with DMSO (i.e., time zero negative control or TMP10 $\mu$ M\_dox10-100ng/mL\_Before) or TMP10 $\mu$ M and dox10-100ng/mL (i.e., TMP10 $\mu$ M\_dox10-100ng/mL\_Always). Flow cytometry histograms are shown as inset.

Data are represented as fold-change with respect to unstimulated wild type ESCs (A), DMSO-treated cells (C, D), or TMP10 $\mu$ M\_dox10-100ng/mL\_Before treatments (E, F), as indicated by the dashed lines.

Data are means $\pm$ SEM (n=3, A, C-F; n=2, B, biological replicates). p-values from two-tailed unpaired t test (A, C-F) computed over the wild type (A) or DMSO-treated C1 (C-F) ESCs are shown, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

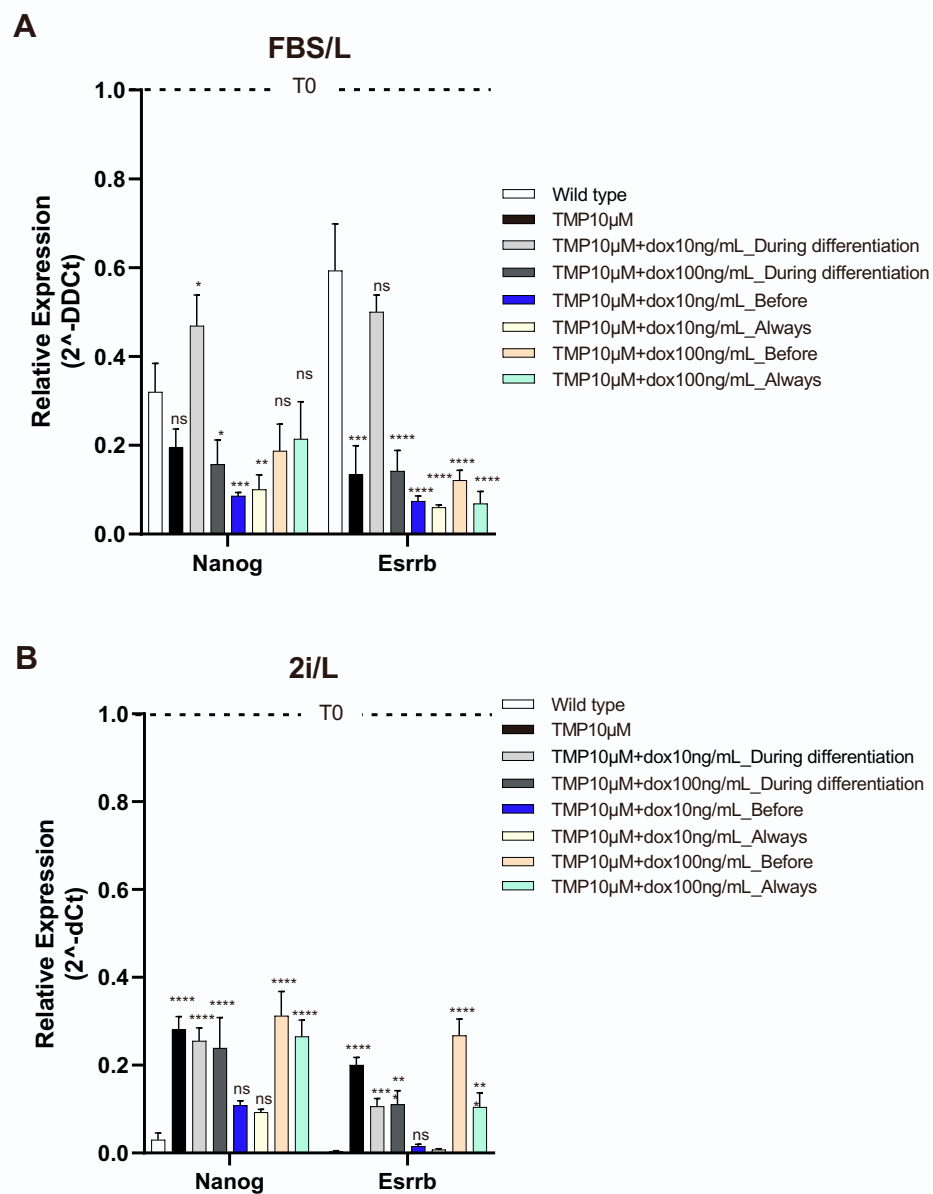

Figure S2

**Figure S2. Pluripotency gene expression in EpiLC *in vitro* derivation (Related to Figure 1).**

**A, B** Nanog and Esrrb expression in C1 ESCs cultured in FBS/L (**A**) or 2i/L (**B**) and differentiated for 4 days in NDiff227+ActivinA/FGF2 and different combination of DMSO, doxy and TMP. Data are represented as fold-change with respect to the corresponding pluripotent condition (i.e., time zero before differentiation (T0)), indicated with a dashed line. Data are means $\pm$ SEM (n=3 biological replicates). p-values from one-way ANOVA with Bonferroni's multiple comparison test computed over the wild type ESCs are shown, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

**Figure S3. Characterization of wild type ESCs exposed to chemical perturbation of the Wnt/ $\beta$ -catenin pathway (Related to Figure 2).**

**A-D** Fgf5, Gata6 and Pou3f1 expression in DMSO (**A**), Ch1 $\mu$ M (**B**), Ch3 $\mu$ M (**C**) and 2i/L (**D**) pre-cultured wild type ESCs differentiated for 4 days in NDiff227 and the combination of drugs indicated in Figure 2. **E, F** Nanog and Esrrb expression in DMSO (**E**) and Ch1 $\mu$ M (**F**) pre-cultured wild type ESCs differentiated for 4 days in NDiff227 and the combination of drugs indicated in Figure 2.

Data are represented as fold-change with respect to the corresponding pluripotent condition (i.e., time zero before differentiation (T0), indicated with a dashed line). Data are means $\pm$ SEM (n=3 biological replicates). p-values from one-way ANOVA with Bonferroni's multiple comparison test computed over the standard differentiation protocol based on Activin A and FGF2 (i.e. AFD) are shown, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

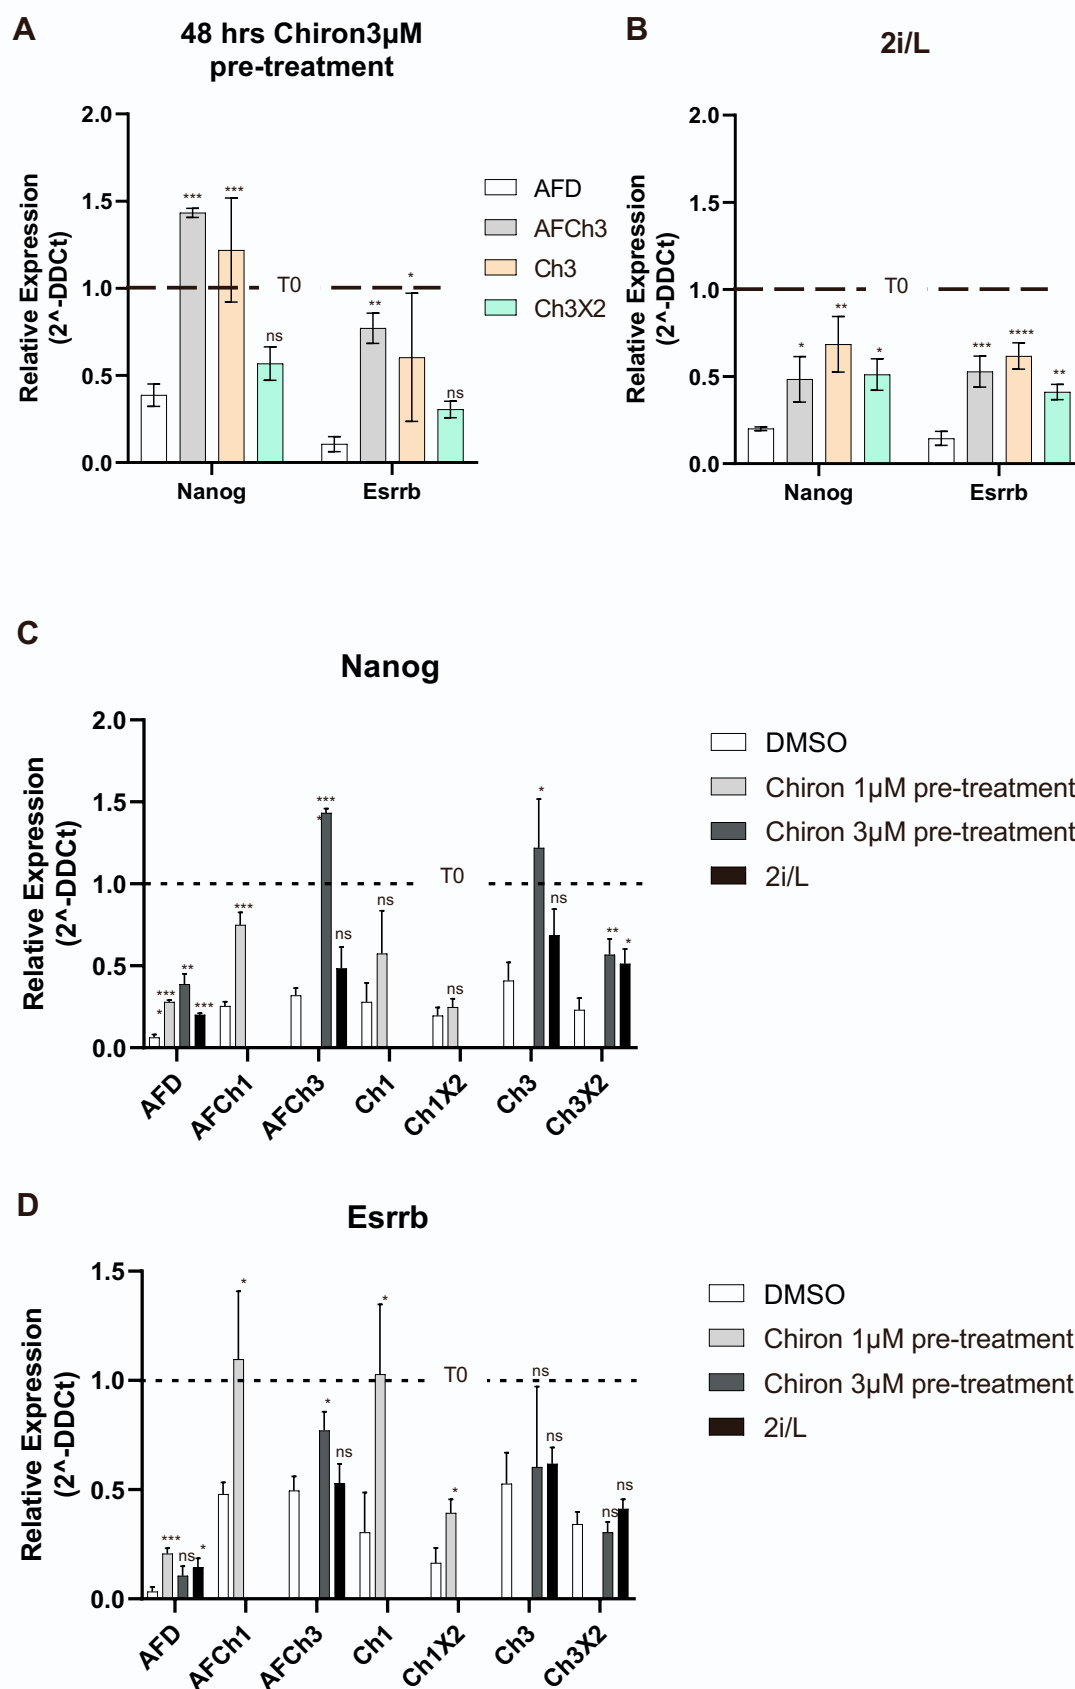

Figure S4

**Figure S4. Further characterization of wild type ESCs exposed to chemical perturbation of the Wnt/ $\beta$ -catenin pathway (Related to Figure 2).**

**A, B** Nanog and Esrrb expression in Ch3 $\mu$ M (**A**) and 2i/L (**B**) pre-cultured wild type ESCs differentiated for 4 days in NDiff227 and the combination of drugs indicated in Figure 2. **C, D** Nanog (**C**) and Esrrb (**D**) expression in DMSO, Ch1 $\mu$ M, Ch3 $\mu$ M and 2i/L pre-cultured wild type ESCs differentiated for 4 days in NDiff227 and the combination of drugs indicated in Figure 2.

Data are represented as fold-change with respect to the corresponding pluripotent condition (i.e., time zero before differentiation (T0), indicated with a dashed line). Data are means $\pm$ SEM (n=3 biological replicates). p-values from one-way ANOVA with Bonferroni's multiple comparison test (A-B) and two-tailed unpaired t test (C, D) computed over the standard differentiation protocol based on ActivinA and FGF2 (i.e. AFD, A, B) or DMSO (C, D) are shown, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

**A**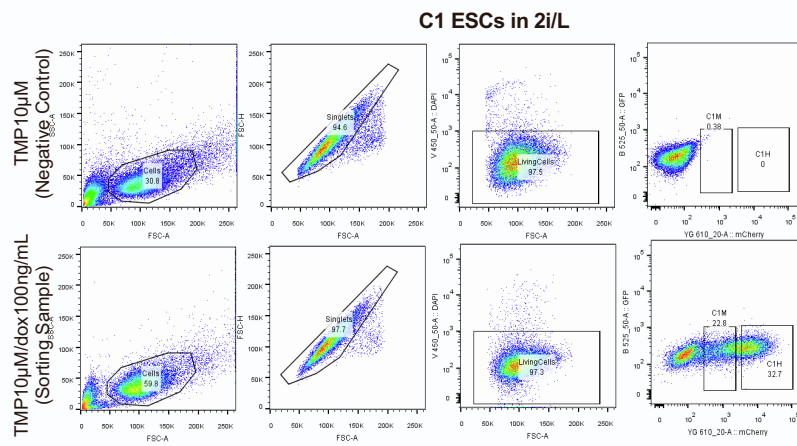**B**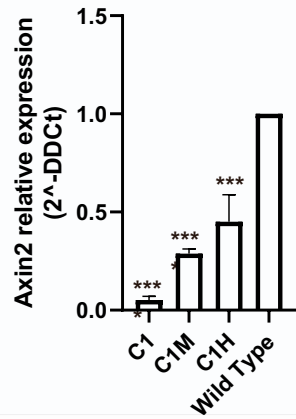**C**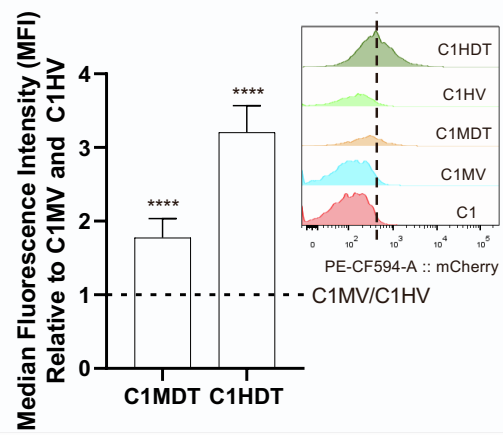**D**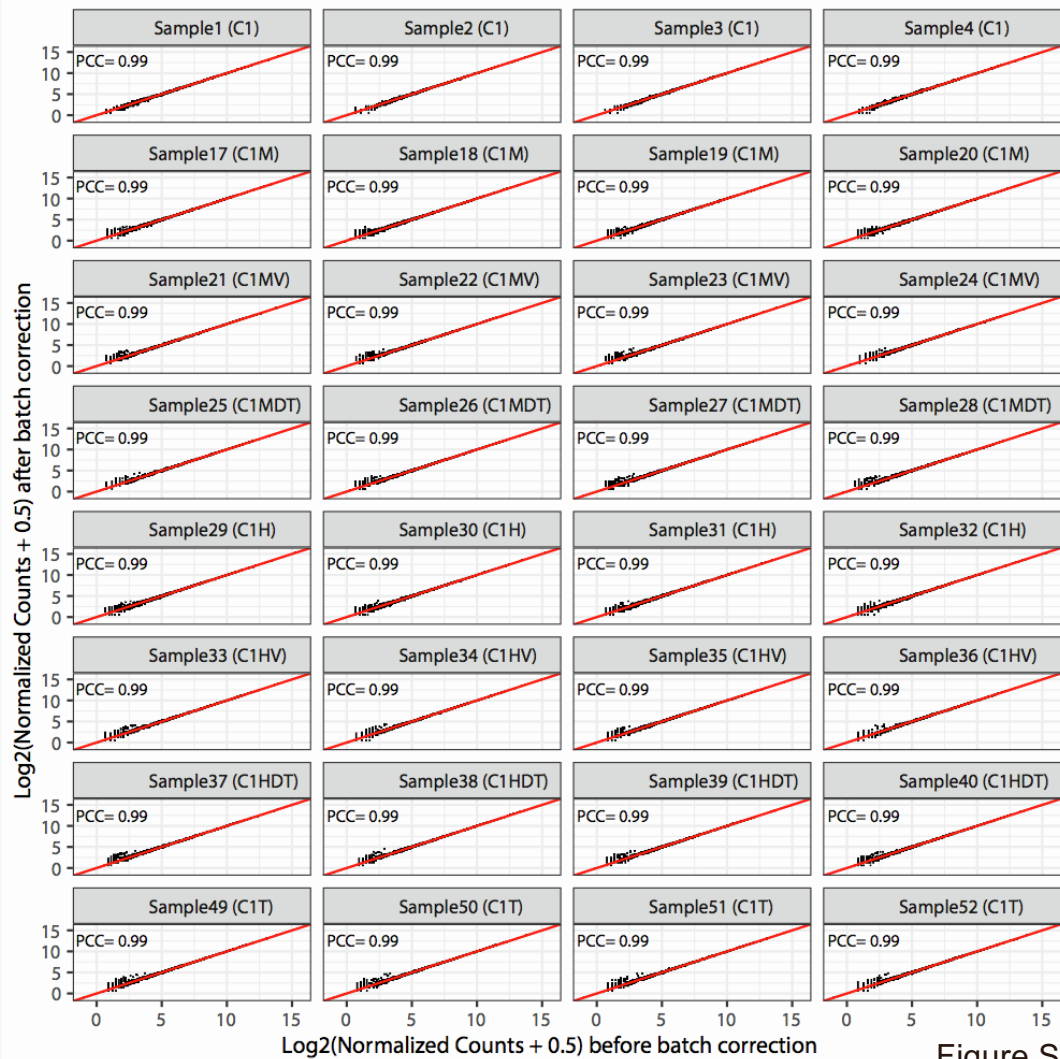**Figure S5**

**Figure S5. FACS gating strategy and scatter plots of gene expression (Related to Figure 3).**

**A** Gating strategy used to sort C1M and C1H ESCs, following 48 hrs treatment with TMP10 $\mu$ M and dox100ng/mL. C1 ESCs treated with TMP10 $\mu$ M were used as negative control. **B** Axin2 expression in C1, C1M, C1H and wild type ESCs. **C** mCherry Median Fluorescence Intensity (MFI) of pluripotent C1MDT and C1HDT ESCs under differentiating culture conditions. Flow cytometry histogram is shown as inset. **D** Scatter plots of gene expression profiles, across all the 32 samples, before (x-axis) and after (y-axis) the batch correction. The Pearson correlation coefficient (PCC) is reported for each comparison.

Data are represented as fold-change with respect to wild type (B) or C1MV and C1HV (C, indicated with a dashed line) ESCs. p-values from two-tailed unpaired t test computed over the wild type (B) or C1MV and C1HV (C) ESCs are shown, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

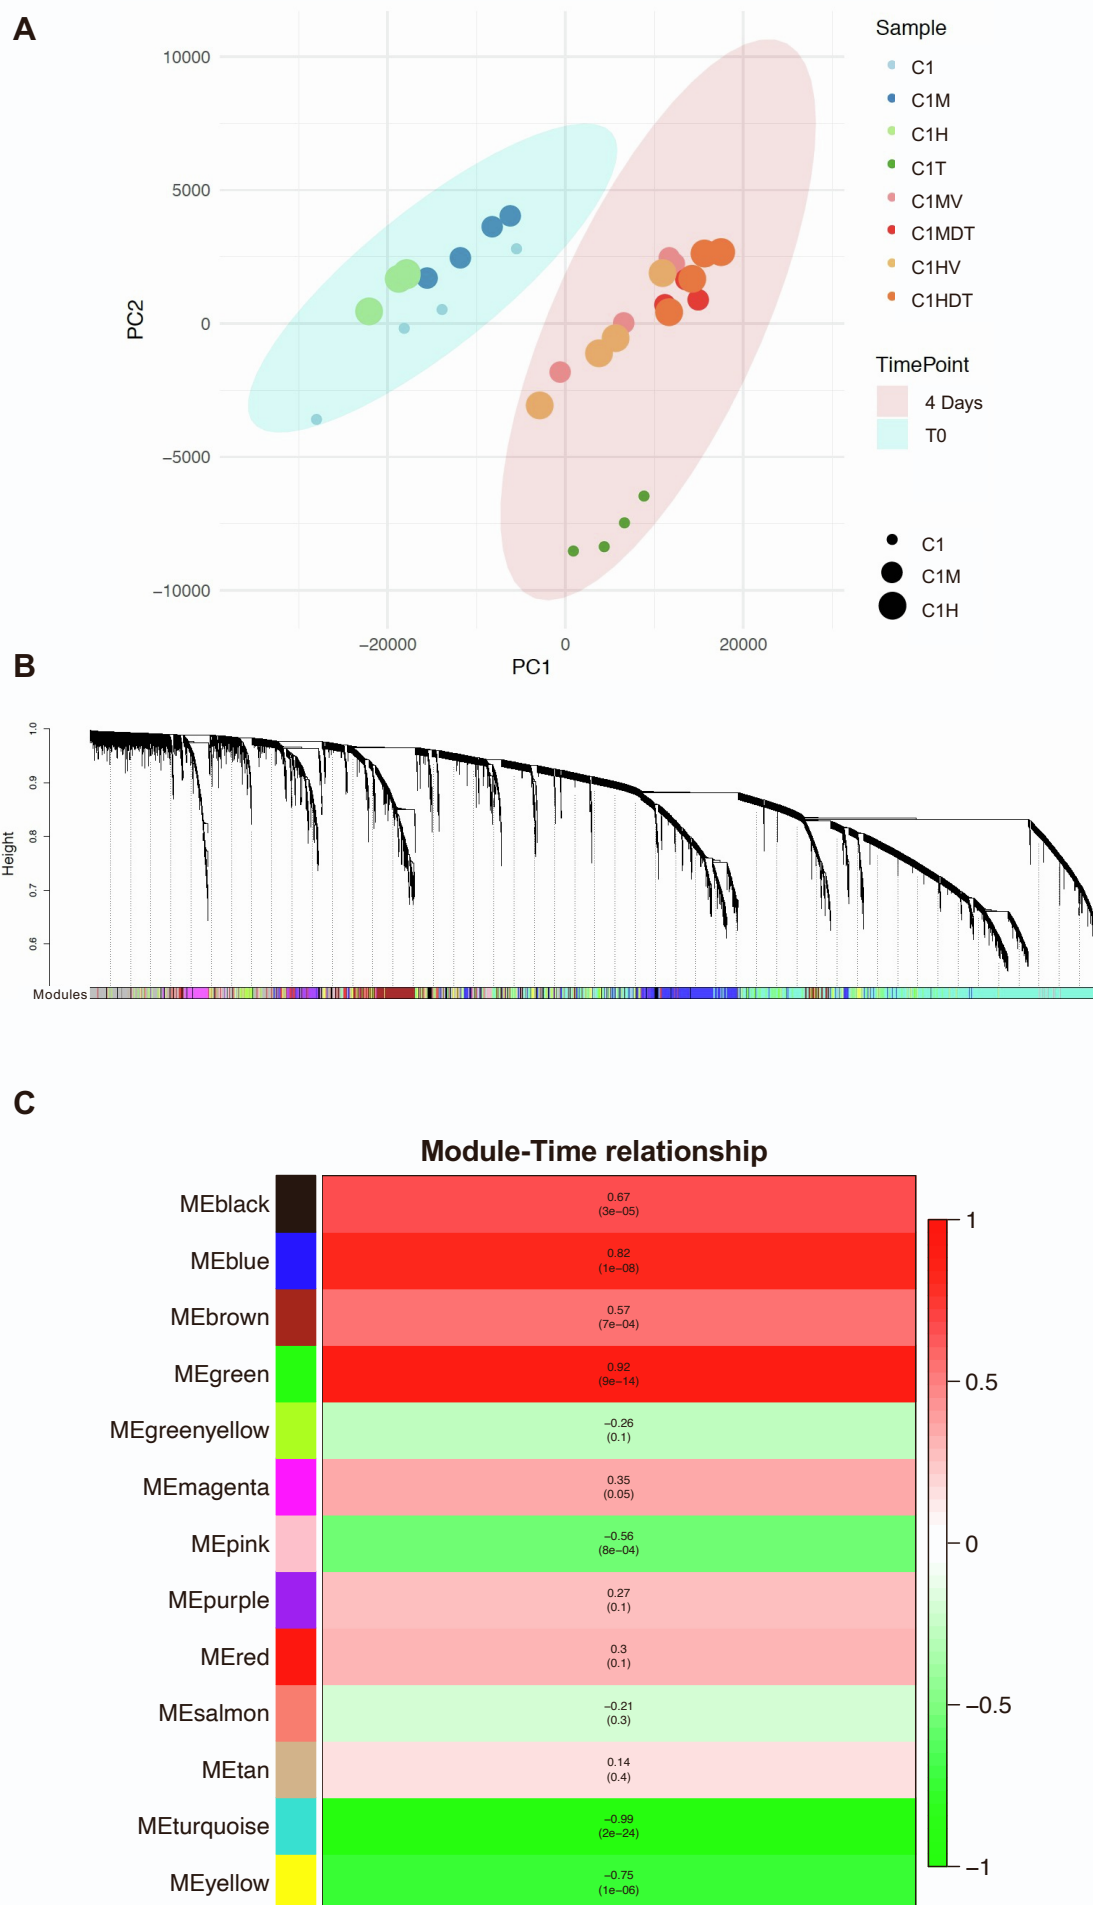

Figure S6

**Figure S6. Sequencing samples PCA, and WGCNA of the genes correlating with time (Related to Figure 3).**

**A** Principal Component Analysis (PCA) of all samples; the average of replica is shown.

**B** Clustering dendrogram of genes, with dissimilarity based on topological overlap, together with the assigned module colours; grey genes are unassigned to any module.

**C** Eigenmodules correlating with time; the Pearson correlation coefficient ( $r$ ) and relative p-value are shown.

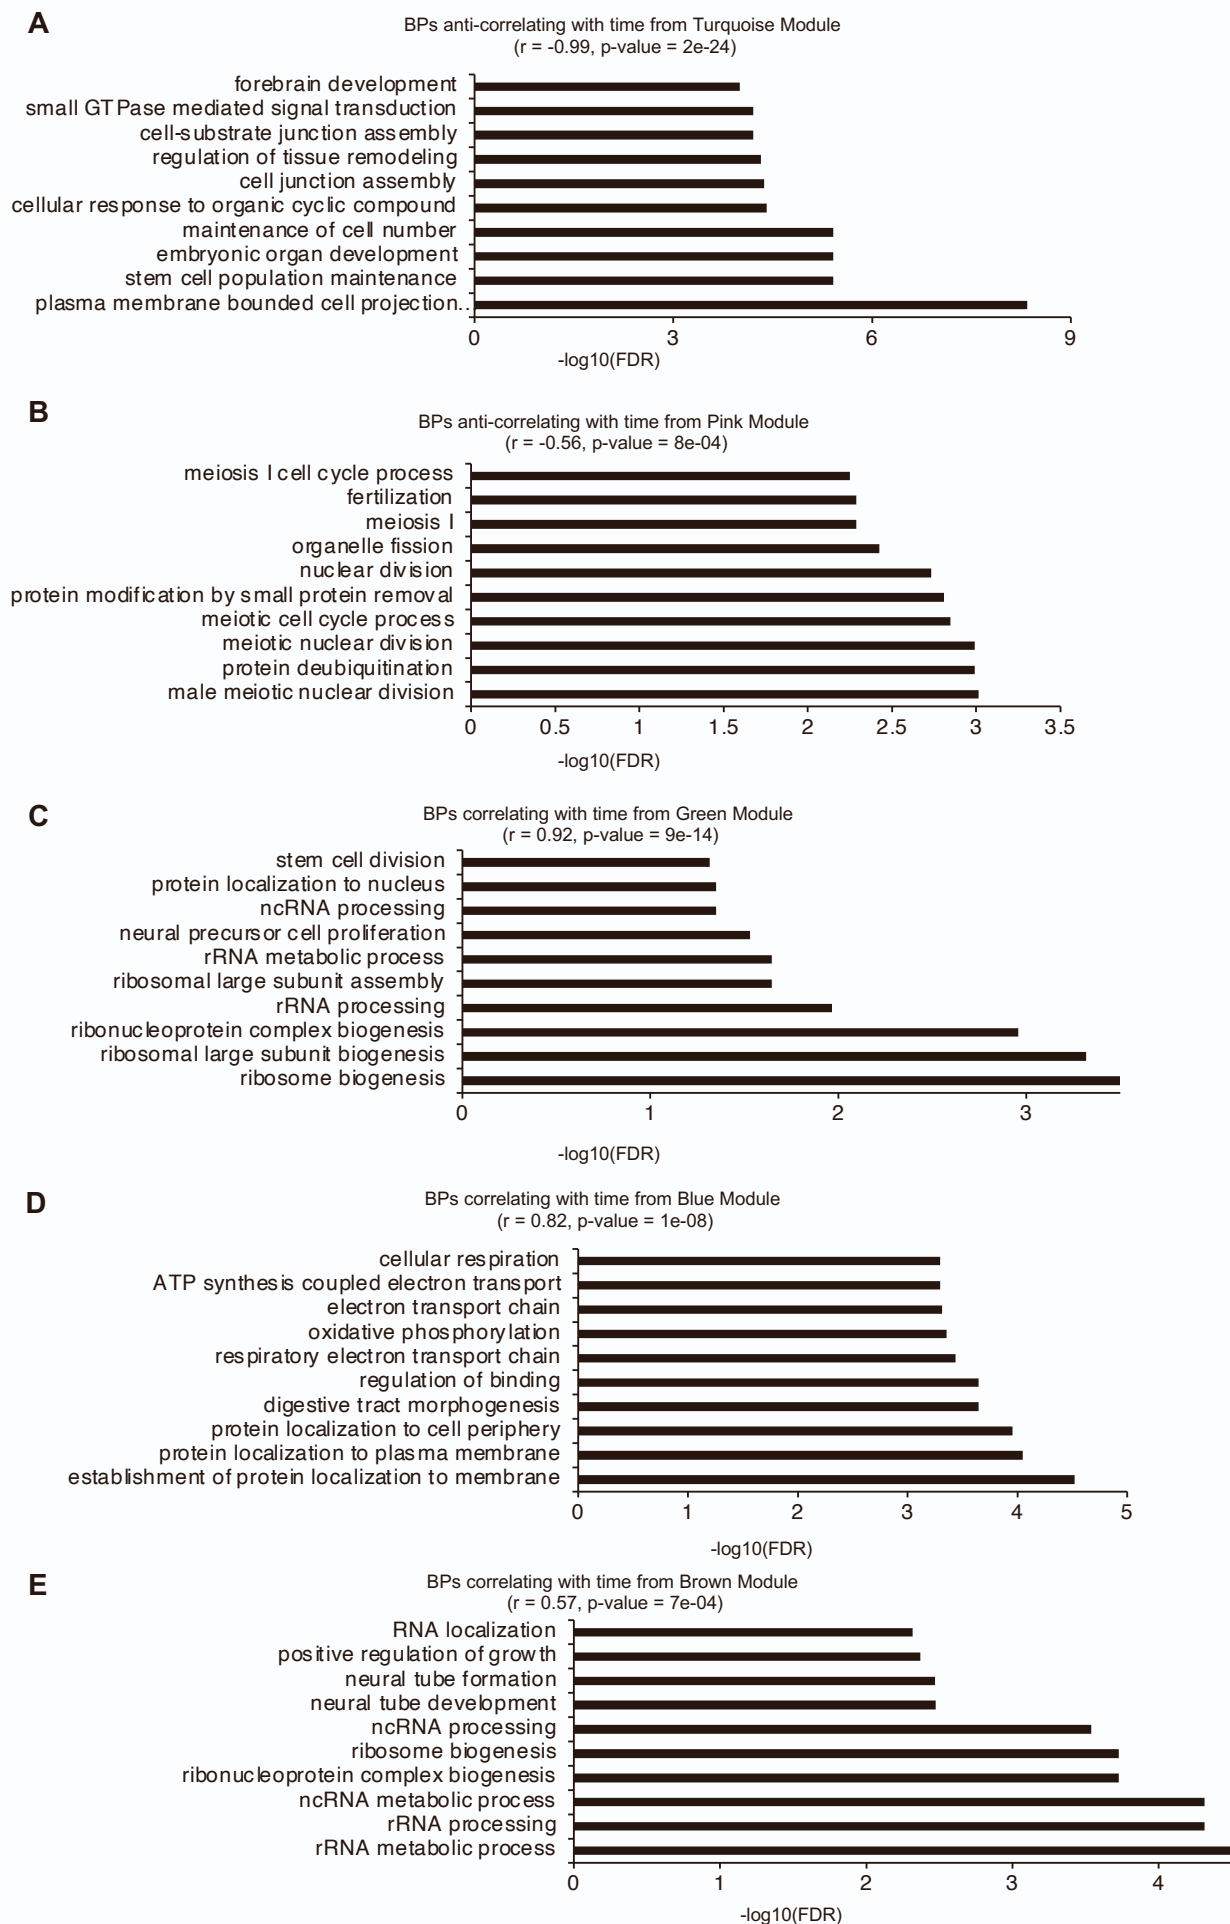

Figure S7

**Figure S7. WGCNA of the genes correlating with time (Related to Figure 3).**

**A-E** Bar-chart of the top-ten enriched biological processes (BP) with FDR < 0.05 from genes belonging to the turquoise **(A)**, Pink **(B)**, Green **(C)**, Blue **(D)** and Brown **(E)**, WGCNA modules.

**A**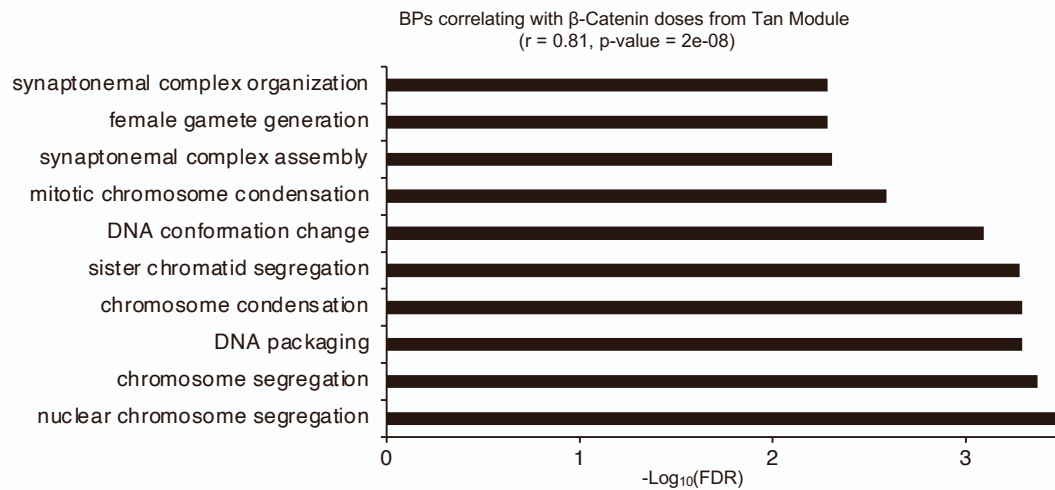**B**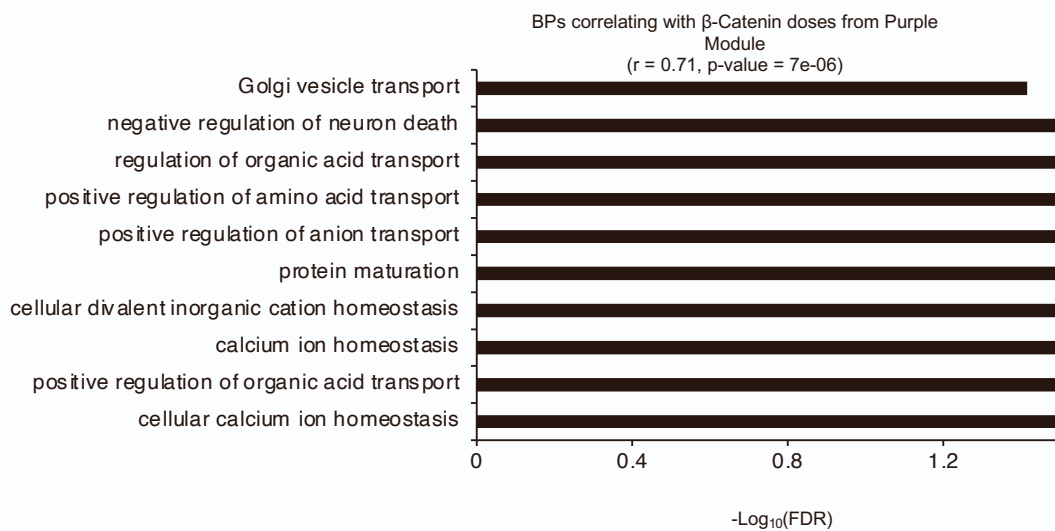

Figure S8

**Figure S8. Further WGCNA results (Related to Figure 3).**

**A, B** Bar-chart of the top-ten enriched biological processes (BP) with FDR < 0.05 from genes belonging to the Tan (**A**) and Purple (**B**) WGCNA modules.

**A**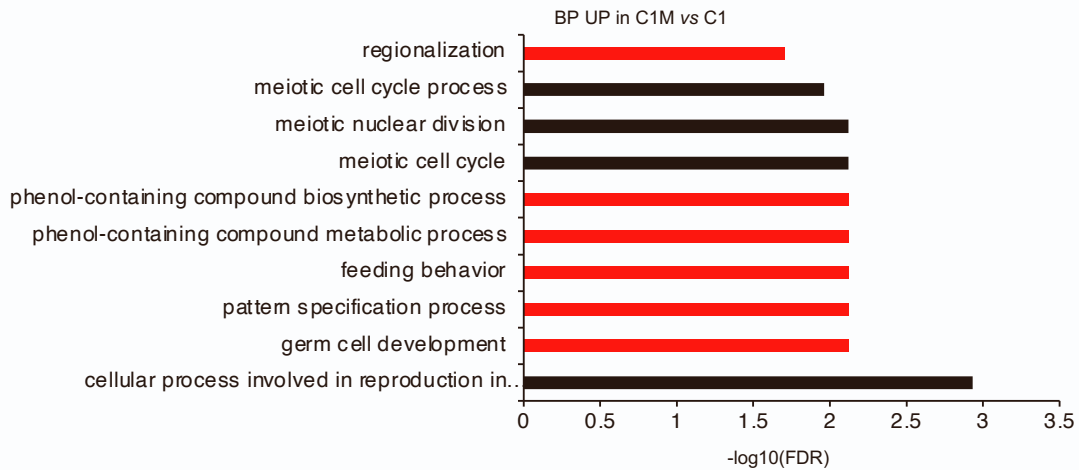**B**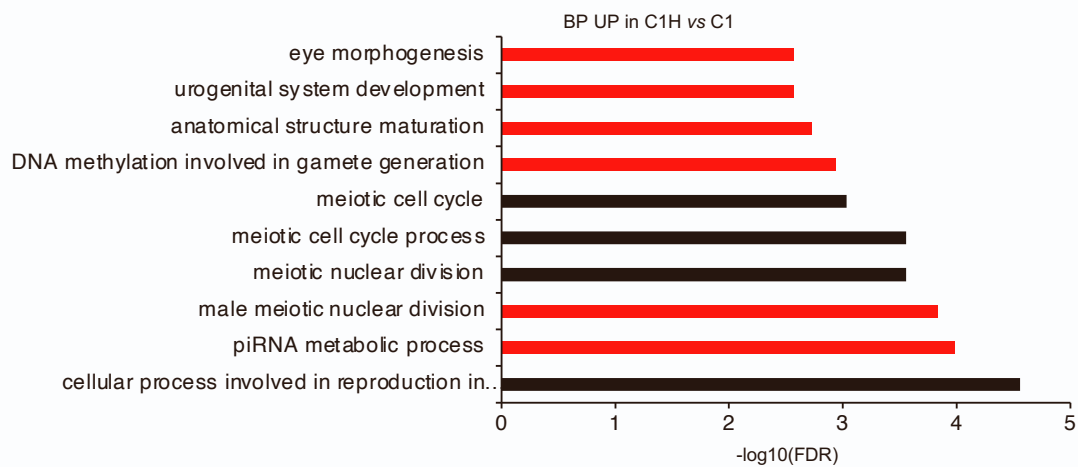**C**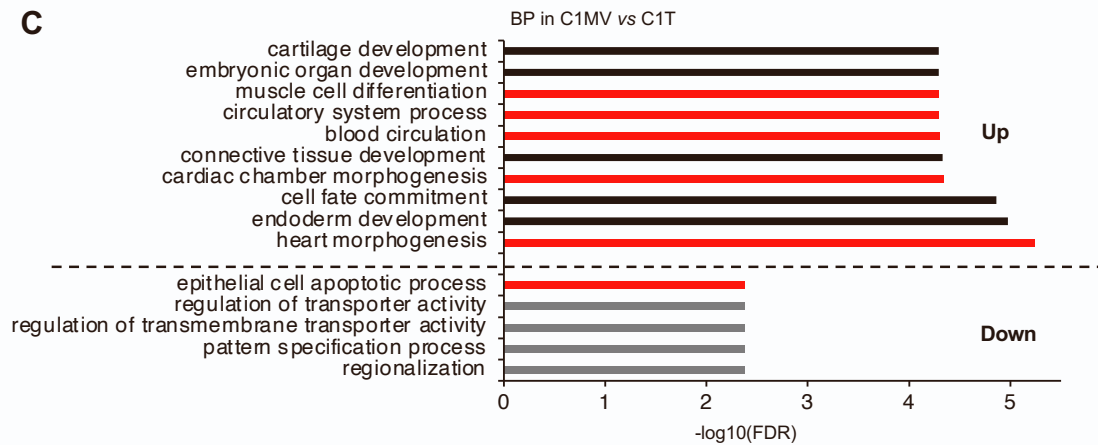**D**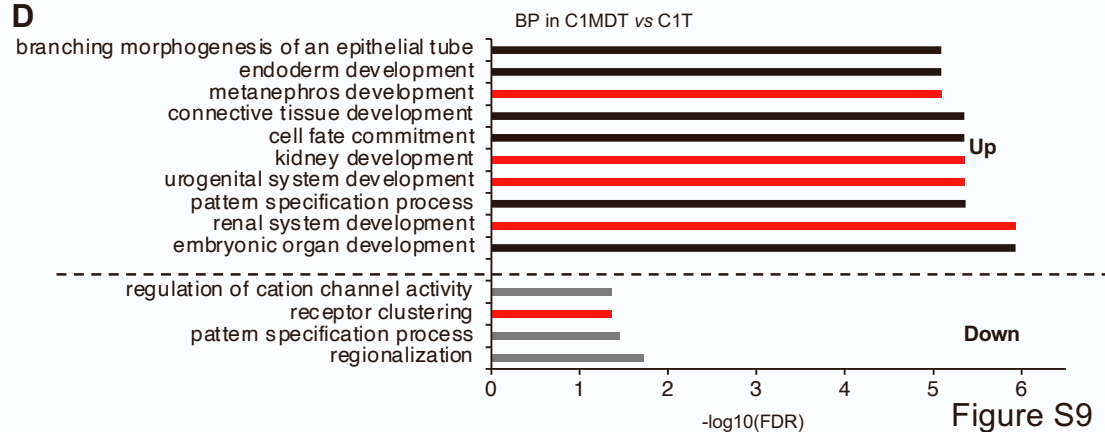

Figure S9

**Figure S9. Gene ontology of the differential expressed genes in pluripotent ESCs (Related to Figure 4)**

**A, B** Bar-chart of the top-ten enriched biological processes (BP) with FDR < 0.05 from differentially expressed genes in C1M (**A**) and C1H (**B**) compared to C1 ESCs. **C, D** Bar-chart of the top-ten enriched biological processes (BP) with FDR < 0.05 from differentially expressed genes in C1MV (**C**) and C1MDT (**D**) compared to C1T ESCs. Black and grey bars represent upregulated and downregulated BPs, respectively. In red bars, the BPs exclusively enriched in the indicated condition.

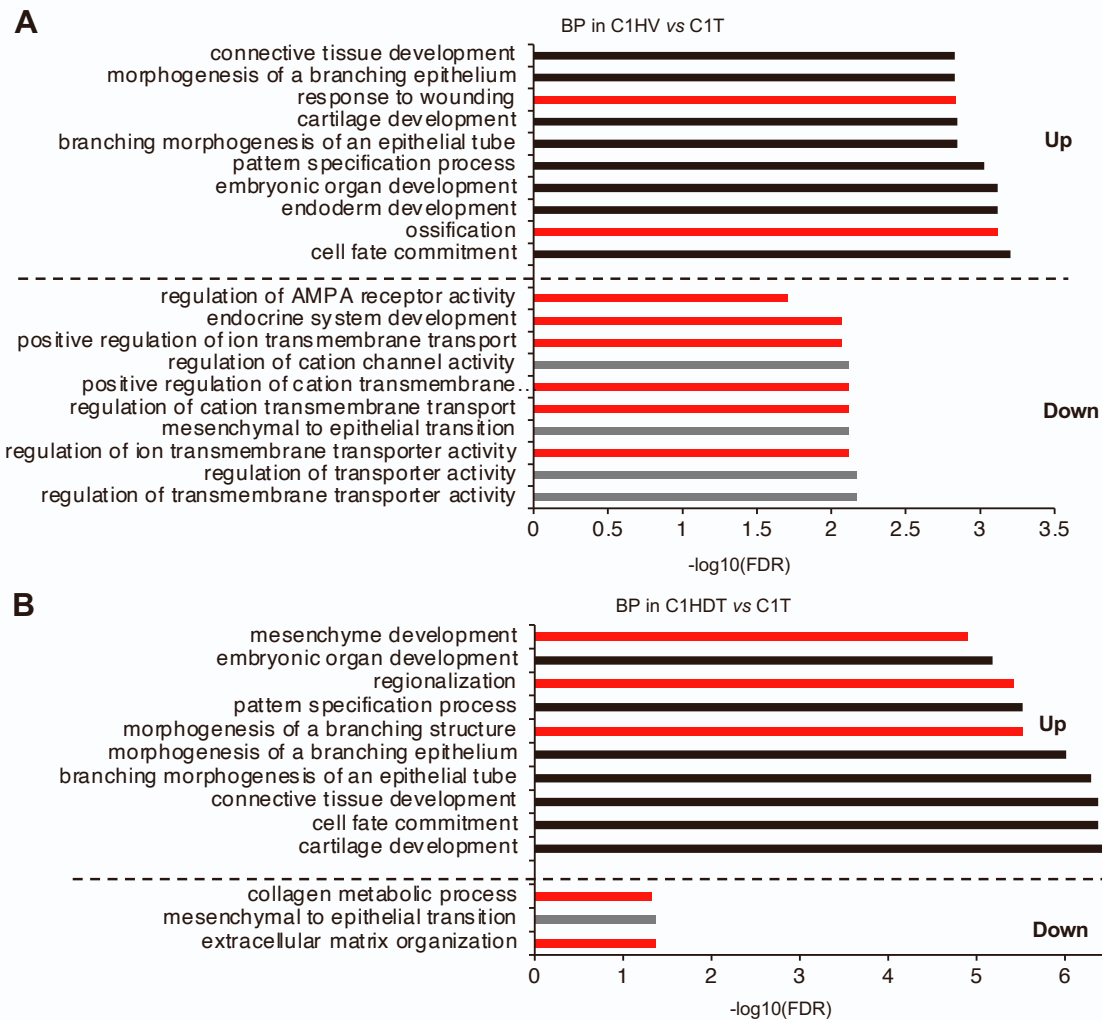

Figure S10

**Figure S10. Further gene ontology of the differential expressed genes in pluripotent ESCs (Related to Figure 4)**

**A, B** Bar-chart of the top-ten enriched biological processes (BP) with  $FDR < 0.05$  from differentially expressed genes in C1HV (**A**) and C1HDT (**B**) compared to C1T ESCs. Black and grey bars represent upregulated and downregulated BPs, respectively. In red bars, the BPs exclusively enriched in the indicated condition.

How the deposited data were processed for this re-analysis (not part of the article)

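RNA was measured in 32 libraries of the mouse embryonic stem cell line C1, in 8 groups of 4 libraries each. The groups C1, C1M and C1H were collected at day 0, and C1T, C1MV, C1MDT, C1HV and C1HDT at day 4 of differentiation. Library preparation was QuantSeq, which reads the 3′ end of each transcript. The authors deposited counts, one table per library, and each holds the whole-number count of uniquely aligned reads for 30934 genes that the annotation names and 119 that it does not. According to the paper, reads were trimmed with bbduk, aligned to mm10 with STAR and counted with htseq-count. The counts were taken as without normalization and without a filter on genes, which the paper does not state. That they are whole numbers with totals that differ between libraries was checked on the values. Group and replicate number of each library were read from its label, and no library was left out.

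Between 1366951 and 3648787 reads per library fell on genes, with a median of 2402470. A floor was set at 3 counts, which came to between 0.822 and 2.19 CPM depending on the library. A group whose libraries all had 3 counts or fewer was treated as at this floor, and a fold against it is given as a lower bound. This bound is the mean of the other group over the mean floor, and the spread of the other group is left out. The floor covers counting error only. Genes were named and placed with the GENCODE annotation of GRCm38.

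Counts were scaled with edgeR's TMM factors and tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, robust dispersion) in one fit of the 8 groups over all 32 libraries. The 15280 genes with at least 1 CPM in at least 4 libraries were tested, p-values were adjusted by the Benjamini-Hochberg method over these genes, and the threshold was 0.05. Lists with a log2 fold change over 2 used the estimated change, as in the paper. The dose trend was fitted over the libraries of day 0 with the dose as a rank. ComBat-Seq came from sva 3.50.0, and log2 CPM were computed with a prior count of 2. Gene set and panel scores are means of standardized log2 CPM, compared by exact permutation for 4 against 4 libraries and by 100000 resamples where a group was larger. Clusters of principal components and of panel means used average linkage.

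The genes to be named were fixed by a rule before the data were examined, and so were the groups, the comparisons, the tests and the alternatives, apart from what the closing part names as chosen later. The rule takes every gene of the panels of Fig. 4, of which some are not reported here, and every gene that the paper names for the transcriptome, Ctnnb1, Axin2 and the genes measured by qPCR. It adds, for each comparison of Tables S2 to S7, the 2 genes with the largest rise and the 2 with the largest decrease among those past the threshold, without overlap between the libraries and with a mean log2 CPM of at least 1. Genes named outside this rule are marked where they appear. Replicate numbers recur in every group, and libraries that shared one deviated from their group means with a mean r of -0.0016, against 0.00055 for the others, so groups were compared without pairing and the replicate number was used as a block in an alternative.

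The alternatives were edgeR's RLE size factors, library size only, DESeq2 (version 1.42.0), no filter on low counts, CPM of at least 1 in all libraries, the replicate block, edgeR's likelihood ratio test, ComBat-Seq counts, a fit of only the groups compared and each library left out in turn. For scores and clusters they also included a prior count of 0.5, unlogged CPM, complete linkage and another standardization. The steps were tested on simulated data built from these libraries, with 200 genes changed in the counts. For C1M vs C1 edgeR recovered 93.5% of them and 6.50% of its calls were false, for the interaction of sorted fraction and duration these shares were 79.5% and 8.62%, and for DESeq2 92% and 3.66%. With no gene changed, edgeR and DESeq2 made 0 and 0 calls. The changed genes were drawn from those well above the floor, and their changes were large and as often up as down. Recovery of weakly expressed genes, of smaller changes or with many genes changed was not tested.

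The paper removed genes by a minimum number of samples, whose value its text does not give, together with the share of multi-mapped reads, which the counts of unique reads do not hold, so this filter could not be repeated. WGCNA was not run, and only the black and blue modules of Table S1, which could be read in full, were followed. Ontology enrichments were not repeated, and the members of the terms were read from Tables S2 to S7. The full gene list of Table S7 gives its changes with the groups in reverse order, and their sign was turned for the comparison with these data. Measurements other than this transcriptome, such as flow cytometry, qPCR and imaging, were not analysed here.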

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

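Every test of an explanation in this part was chosen before its result was seen, apart from the count of libraries from each day in the splits. In each group the 4 libraries were searched for one that lies far from the other 3, on 21 measures and so in 168 groups of values. This happened 7 times, where chance alone gives 8.4. The general pluripotency score of C1MV replicate 3 was -0.015, against 0.31 to 0.38 in the other C1MV libraries, and the early post-implantation score of the same library was 0.074, against 0.24 to 0.27. In C1HDT replicate 3 the germ cell score was -0.63, against -0.26 to -0.20, and in C1M replicate 1 the trophectoderm score was 0.91, against 0.47 to 0.54. C1T replicate 3 lay at 40.2 on PC1, the other C1T libraries at 34.6 to 35.2. The share of uniquely aligned reads outside genes was 15.6% in C1MV replicate 4, against 12.5% to 13.0% in its group, and 10.1% in C1HDT replicate 2, against 11.3% to 11.5%. For library size, the test asked whether these libraries had the highest or the lowest total of their group, and 5 of the 7 did. Since 2 of any 4 libraries hold such a total, this gives little weight to library size, which remains possible beside chance. The 4 libraries of a group share their condition, so no biological explanation was tested.

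The effect of induction differed between the days. Tested as an interaction, the change in C1MDT vs C1T differed from that in C1M vs C1 for 3733 genes, and the change in C1HDT vs C1T from that in C1H vs C1 for 3852 (edgeR FDR under 0.05). Both interactions and their alternatives were chosen after the data were seen, and over their alternatives the counts ran from 3306 to 4075 and from 3410 to 4194. With all libraries thinned to 1366951 reads on genes, the counts were 2835 and 3010, and the larger of the falls was 24.1%, so library size leaves most of the difference in place. Of 100 splits drawn within replicate numbers, 5 gave as many genes for the moderate and 4 of 100 for the high fraction. Where other splits gave as many, the libraries that enter the contrast with the same sign had unequal numbers from the days, with an excess of 4 to 8 libraries for the moderate and 6 to 8 for the high fraction, so these splits carry part of the difference between the days, up to 8295 and 8561 genes. Among the 33 other splits with equal numbers from the days, 0 gave as many for the moderate and 0 of 33 for the high fraction, the most being 2239 and 2193 genes. The days also differ in medium and in the time since the sort, and C1 and C1T cells never had dox, so a dependence of the response on the stage of differentiation may be one reading and differences between cultures another.

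Among the genes with the largest estimated rises against control libraries at the floor are some that the paper's text does not discuss. Galnt3 and BB287469 were at least 3.13-fold and 4.56-fold higher in C1M than in C1, and Spz1 at least 2.87-fold higher in C1H. Against C1T, Hkdc1 and S100g were at least 6.33-fold and 9.14-fold higher in C1MV, and Tfec at least 3.85-fold higher in C1MDT. With all libraries thinned to the lowest total, 12 of 12 pairs of gene and comparison with such a rise were still past the threshold, so library size does not account for them. They were selected for having no overlap between libraries, and the size of their rise is therefore likely overstated. Reads shared with related genes were not tested, so a biological explanation is not put forward.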

How the results depend on the processing

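No test in this part was chosen after its result was seen, and the alternatives for the interactions of day with induction were chosen after the data were seen. A result is taken as the same where a tested value kept its direction and its side of the threshold, or where a count stayed within 1.5 times the count reported. Of the counts, scores and correlations reported, those that stayed the same were 116 of 119 with edgeR's RLE size factors, 137 of 145 with library size only in place of TMM, 132 of 137 with DESeq2, 113 of 119 with no low-count filter, 76 of 107 with the filter of CPM of at least 1 in all libraries, 122 of 131 with the replicate block, 115 of 119 with edgeR's likelihood ratio test, 143 of 146 with ComBat-Seq counts and 106 of 119 with a fit of only the groups compared. With each library left out in turn, 29 of 146 changed in at least 1 fit. A prior count of 0.5, only the most variable genes, the first 5 components, complete linkage, standardization over all libraries and ComBat-Seq without the groups left the results they were applied to within these limits, although the panels in which C1MV pairs with C1HV and C1MDT with C1HDT went from 6 to 7 with standardization over all libraries. Of 212 changes of single genes, 180 stayed the same under every alternative run, 21 were no longer past the threshold in at least 1, 4 came to pass it and 7 reversed. The median log2 fold change of all genes in C1M vs C1 was 0.055 with TMM and 0.12 with library size only, and in C1HDT vs C1H -0.064 and -0.14. For the results that changed, the cause was not tested.

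Counts below are of genes with an FDR under 0.05, with the number at an unadjusted p under 0.05 in brackets after each count of 0. With edgeR's RLE size factors, the numbers that moved were those of endoderm genes higher from 2 to 1 in C1HDT vs C1HV, general pluripotency genes lower from 1 to 2 in C1HDT vs C1HV and naive pluripotency genes lower from 1 to 0 (3) in C1H vs C1M. With library size only in place of TMM, the numbers that moved were those of early post-implantation genes lower from 2 to 1 in C1M vs C1, ectoderm genes lower from 1 to 0 (1) in C1H vs C1, endoderm genes higher from 2 to 1 in C1HDT vs C1HV, general pluripotency genes lower from 1 to 3 in C1HDT vs C1HV and mesoderm genes higher from 0 (2) to 2 in C1HV vs C1T. With library size only in place of TMM, there was also a move of naive pluripotency genes lower from 1 to 0 (3) in C1H vs C1M. With DESeq2, the numbers that moved were those of early post-implantation genes lower from 2 to 1 in C1M vs C1, ectoderm genes lower from 1 to 0 (1) in C1H vs C1, endoderm genes higher from 2 to 1 in C1HDT vs C1HV, from 1 to 0 (1) in C1T vs C1 and naive pluripotency genes lower from 1 to 0 (3) in C1H vs C1M. With no low-count filter, the numbers that moved were those of genes in C1HV vs C1MV from 1 to 3, genes for the interaction of sorted fraction and duration from 0 (1284) to 11, ectoderm genes lower from 1 to 0 (1) in C1H vs C1, endoderm genes higher from 1 to 0 (1) in C1T vs C1 and mesoderm genes higher from 0 (2) to 1 in C1HV vs C1T, from 1 to 2 in C1MV vs C1T. With edgeR's likelihood ratio test, the numbers that moved were those of genes in C1HDT vs C1MDT from 0 (814) to 1, mesoderm genes higher from 0 (2) to 1 in C1HV vs C1T, naive pluripotency genes lower from 1 to 0 (3) in C1H vs C1M and naive pluripotency genes higher from 4 to 2 in C1M vs C1. With ComBat-Seq counts, the numbers that moved were those of genes in C1HDT vs C1MDT from 0 (814) to 1 and general pluripotency genes lower from 1 to 2 in C1HDT vs C1HV. With a fit of only the groups compared, the numbers that moved were those of genes in C1H vs C1M from 271 to 570, genes in C1HV vs C1MV from 1 to 0 (828), genes over 2 from 358 to 218 in C1M vs C1, genes under -2 from 48 to 30 in C1H vs C1, from 219 to 137 in C1MDT vs C1T, from 202 to 132 in C1HDT vs C1T and ectoderm genes lower from 1 to 0 (1) in C1H vs C1. With a fit of only the groups compared, there was also a move of endoderm genes higher from 1 to 0 (0) in C1T vs C1, mesoderm genes higher from 2 to 1 in C1HDT vs C1T, from 0 (2) to 3 in C1HV vs C1T, from 1 to 2 in C1MV vs C1T, naive pluripotency genes higher from 1 to 3 in C1H vs C1M and naive pluripotency genes lower from 1 to 3 in C1H vs C1M.

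The filter of CPM of at least 1 in all libraries leaves fewer genes to test. With it the lists by fold change shrank, with genes over 2 from 358 to 17 in C1M vs C1, from 480 to 35 in C1H vs C1, from 295 to 68 in C1MV vs C1T, from 268 to 52 in C1MDT vs C1T, from 282 to 56 in C1HV vs C1T, from 267 to 57 in C1HDT vs C1T and genes under -2 from 48 to 5 in C1M vs C1, from 48 to 7 in C1H vs C1, from 186 to 26 in C1MV vs C1T, from 219 to 41 in C1MDT vs C1T, from 180 to 28 in C1HV vs C1T, from 202 to 34 in C1HDT vs C1T. Among the panels, the counts moved for early post-implantation genes higher from 2 to 1 in C1H vs C1, from 7 to 4 in C1HDT vs C1H, from 7 to 4 in C1HV vs C1H, from 7 to 4 in C1MDT vs C1M, from 7 to 4 in C1MV vs C1M, from 7 to 4 in C1T vs C1, ectoderm genes higher from 1 to 0 (0) in C1H vs C1, from 1 to 0 (0) in C1M vs C1, general pluripotency genes lower from 1 to 2 in C1HDT vs C1HV and germ cell genes lower from 1 to 0 (0) in C1M vs C1. They also moved for mesoderm genes higher from 2 to 0 (0) in C1HDT vs C1T, from 1 to 0 (0) in C1MDT vs C1MV, from 1 to 0 (0) in C1MDT vs C1T, from 4 to 2 in C1MV vs C1M, from 7 to 4 in C1T vs C1, mesoderm genes lower from 4 to 0 (0) in C1MV vs C1M, from 2 to 1 in C1MV vs C1T, from 2 to 0 (0) in C1T vs C1 and naive pluripotency genes lower from 1 to 0 (3) in C1H vs C1M. No endoderm gene is left under this filter, so it gives no value for that panel. A gene that is off in one group cannot pass this filter, so the shorter lists do not show an effect of depth.

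With library size only in place of TMM, the value of Respiratory electron transport gene set score, correlation with dose at day 0 went from -0.11 to 0.19, Cell Cycle, Mitotic gene set score, correlation with dose at day 0 went from -0.66 to 0.48 and Foxf1 in C1T vs C1 went from 0.011 to -0.0032. With ComBat-Seq counts, the value of blue eigenmodule, correlation with dose at day 0 went from 0.61 to 0.57 and Nodal in C1MV vs C1M went from -0.0075 to 0.0070. With a fit of only the groups compared, the value of Nodal in C1MV vs C1M went from -0.0075 to 0.0076. With the replicate block the mesoderm marker score kept its differences, -0.47 in C1MV vs C1T, -0.67 in C1MDT vs C1T, -0.56 in C1HV vs C1T and -0.66 in C1HDT vs C1T, and so did the endoderm marker score, 1.78 in C1MV vs C1T, 1.88 in C1MDT vs C1T, 1.70 in C1HV vs C1T and 1.97 in C1HDT vs C1T, but an exact permutation within 4 pairs cannot give a p under 0.13, so none could pass the threshold there. The block also moved the naive pluripotency genes lower from 1 to 0 (3) in C1H vs C1M, and Foxf1 in C1T vs C1 went from 0.011 to -0.0038. With unlogged CPM, the mesoderm marker score in C1MDT vs C1MV went from -0.20 to -0.23 and passed 0.05 and the endoderm marker score in C1HDT vs C1HV went from 0.27 to 0.51 and passed 0.05. The lowest correlation before and after ComBat-Seq went from 0.9976 to 0.99947 with unlogged normalized counts. With a log2 fold change over 1 in place of 2, the members past the thresholds went from 3 to 5 for DNA methylation involved in gamete generation in C1M vs C1 and from 9 to 14 for urogenital system development in C1M vs C1.

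With each library left out in turn, the range over the fits is given for each result that changed in at least 1 of them, and brackets hold the number at an unadjusted p under 0.05 in the fits with a count of 0. The number of genes ran from 118 to 238 for C1H vs C1M, 0 (989 to 1217) to 8 for C1HV vs C1MV and 0 (1111 to 1339) to 21 for the interaction of sorted fraction and duration. Scores and clusters ran from 0.54 to 0.67 for the blue eigenmodule, correlation with dose at day 0, -0.069 to 0.11 for the Translation gene set score, correlation with dose at day 0, -0.54 to -0.42 for the mesoderm marker score, C1MV vs C1T and 3 to 6 panels in which C1MV pairs with C1HV and C1MDT with C1HDT. The panels gave early post-implantation genes higher from 1 to 2 in C1H vs C1, early post-implantation genes lower from 1 to 2 in C1M vs C1, ectoderm genes lower from 0 (0 to 1) to 1 in C1H vs C1, 0 (0 to 1) to 1 in C1M vs C1, ectoderm genes higher from 1 to 2 in C1M vs C1 and endoderm genes higher from 1 to 3 in C1HDT vs C1HV, 1 to 2 in C1MDT vs C1MV, 0 (0 to 1) to 1 in C1T vs C1. They gave also general pluripotency genes higher from 1 to 3 in C1HDT vs C1HV, 1 to 3 in C1MDT vs C1MV, general pluripotency genes lower from 1 to 3 in C1HDT vs C1HV, germ cell genes higher from 2 to 4 in C1H vs C1, 0 (0) to 1 in C1MDT vs C1T, germ cell genes lower from 0 (1) to 1 in C1M vs C1, 2 to 4 in C1MDT vs C1MV, 1 to 2 in C1MDT vs C1T, 0 (0 to 1) to 1 in C1MV vs C1T and mesoderm genes higher from 0 (1 to 2) to 2 in C1HV vs C1T, 0 (1) to 1 in C1MDT vs C1MV, 0 (1 to 2) to 2 in C1MV vs C1T. The panels further gave naive pluripotency genes lower from 0 (2 to 4) to 1 in C1H vs C1M and naive pluripotency genes higher from 1 to 3 in C1M vs C1. Single genes whose log2 fold change changed sign in at least 1 of these fits were Bmp4 in C1MV vs C1M (-0.24 to 0.11, reported as -0.043), Ctnnb1 in C1HDT vs C1MDT (-0.029 to 0.12, reported as 0.051), Dnmt3b in C1MDT vs C1T (-0.16 to 0.0095, reported as -0.13), Foxf1 in C1T vs C1 (-1.76 to 1.75, reported as 0.011), Nes in C1HV vs C1T (-0.030 to 0.16, reported as 0.038), Nodal in C1MV vs C1M (-0.061 to 0.10, reported as -0.0075) and Prdm1 in C1MDT vs C1T (-0.30 to 0.016, reported as -0.15). None of these genes was past the threshold in the comparison named, so their direction was not established. Among single genes, 32 of 212 changed in at least 1 fit.

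Depth limits the panels with weakly expressed genes. In C1MV vs C1T, 5 of the 8 ectoderm genes and 3 of the 14 mesoderm genes were at the floor in both groups, so the counts in these panels rest on few genes. Cdx2 was at the floor in every day 4 group and Cxcr4 in C1T, C1MV and C1HV, so the order of these groups could not be told for them.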

Differences from the paper's values

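No test was chosen after its result was seen in this part. Of 96 values of the paper that were also computed here, 2 differed beyond the limits set. For genes with FDR under 0.05 and log2 fold change under -2, the paper's number in C1M vs C1 is 91 in Table S2, and the number here was 48. With edgeR's likelihood ratio test in place of the quasi-likelihood test it was 67, the one alternative set before the data were examined that lay within 1.5 times the paper's number. With edgeR's RLE size factors, library size only, DESeq2, no low-count filter, CPM of at least 1 in all libraries, the replicate block, ComBat-Seq counts, a fit of only the groups compared or any library left out it did not. In C1H vs C1 the paper's number is 78 in Table S3, against 48 here. The alternatives set before the data were examined that came within 1.5 times of it were the likelihood ratio test with 62, no low-count filter with 53, and leaving out C1 replicate 2 with 53, C1H replicate 1 with 56 and C1H replicate 4 with 55. The other alternatives named for C1M, and the other libraries left out, did not.

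Other statements of the paper differ from these data in an order, a pairing, a number or a direction, or are not shown by them. Among endoderm genes the paper gives Sox7 as highest in C1HDT, and here Sox7 had its highest mean in C1HV, 5.11 CPM against 3.88 in C1HDT, although these groups did not differ (edgeR FDR = 0.624). The paper describes C1MV and C1HV as paired in the endoderm clustering, and here this pair did not form with the endoderm genes, while it did with unlogged CPM, with genes standardized over all libraries and without replicate 4, all alternatives set before the data were examined. The paper has almost all general pluripotency genes behave differently with and without inducers, and here 3 of 9 passed the threshold in C1MDT vs C1MV and 3 of 9 in C1HDT vs C1HV, while for the others no difference was shown or excluded. The paper also has Dnmt3b reduced in C1MDT and C1HDT. Its means here were 531 and 525 CPM against 581 in C1T, changes not past the threshold. Mixl1, Foxf1 and Zic1 are said to fall on differentiation, and in C1T vs C1 here none of them passed. The paper names genes upregulated in C1H only. Of 212 past both thresholds there and not in C1M, 7 differed between C1H and C1M directly.

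In the mesoderm panel the paper lists Bmp4 among the genes that mainly rise on differentiation. Here Bmp4 rose in C1T vs C1 by 2.63 (edgeR FDR = 1.4e-21), but its change was -0.043 (edgeR FDR = 0.913) in C1MV vs C1M and -0.99 (edgeR FDR = 0.00226) in C1MDT vs C1M. The paper describes modules that increase with the dose as enriched for cell division, while the Reactome set Cell Cycle, Mitotic, which is not one of these modules, had a negative correlation with the dose at day 0, with r = -0.66 (permutation p = 0.0175). With library size only in place of TMM this r was 0.48, the direction of the paper's modules, with a permutation p of 0.115.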

Other observations

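The tests chosen only after their results were seen are those of Ctnnb1 at day 4 without inducers, of Gm42418 and of Lrrc55 between C1H and C1M. Every count of differing genes was set against other splits of the same 8 libraries into groups of 4, the real one included. Where a split has to part all same-numbered libraries there are 8, and the share can then not fall under 0.13, so these splits alone cannot exclude chance. For C1M vs C1, C1H vs C1, each of the 4 comparisons with C1T, each of the 5 comparisons of day 4 with day 0, C1MDT vs C1MV, C1HDT vs C1HV and C1H vs C1M, 1 of 8 such splits gave as many genes, and 1 of all 35, in each case the real one. The most genes that any split other than the real one gave was 1278 in C1MV vs C1T and 1241 in C1MV vs C1M, both with a split that parts all same-numbered libraries, while the splits beyond the 8 keep some of these together. For C1HV vs C1MV, with 1 gene, 2 of 8 splits and 8 of 35 gave as many, and for C1HDT vs C1MDT, with 0 genes and 814 at an unadjusted p under 0.05, 8 of 8 and 35 of 35. For the interaction of sorted fraction and duration, with 0 genes and 1284 at an unadjusted p under 0.05, 100 of 100 splits drawn within replicate numbers gave as many. With a real count of 0 every split gives at least as many, so the shares for C1HDT vs C1MDT and for this interaction carry no information. For the dose trend at day 0 the share was 1 of 100, although another gave 2882 genes against 2924.

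C1MV and C1HV had no inducers during differentiation and no more reads on Ctnnb1 than C1T, yet 4621 and 4273 genes differed from C1T. Differences already present at day 0 are one candidate explanation, since 71.8% of the genes past the threshold in both C1M vs C1 and C1MV vs C1T had the same direction. Across all genes, however, the log2 fold changes of these comparisons had r = 0.14, across genes that are not independent replicates. A Ctnnb1 transcript that stayed high was not found, the higher of its log2 fold changes from C1T being -0.18. With all libraries thinned to 1366951 reads the counts fell by at most 17.7%, so library size does not account for them. C1T had TMP during differentiation and never received dox, C1MV and C1HV came from cells sorted on mCherry, and the cultures were separate, and none of these could be separated from the earlier induction. An effect of the earlier induction that outlasts the inducers thus may exist but cannot be told apart from them.

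At day 0 most differences set C1 apart from both induced groups. C1H vs C1M gave 271 genes, against 4022 in C1M vs C1 and 3965 in C1H vs C1. With the day 0 libraries thinned to 1797132 reads, 361 and 3846 genes differed in C1H vs C1M and C1M vs C1, the first being 9.39% of the second, so library size does not account for the contrast. Scores of gene sets did not all take this form. The Meiosis set changed by 0.17 from C1 to C1M (exact permutation p = 0.0286, the smallest possible) and by 0.048 from C1M to C1H (exact permutation p = 0.229), while the Translation set changed by 0.53 and then by -0.48 (exact permutation p = 0.0286 for each). C1M and C1H shared dox and the sort on mCherry, while C1 had no dox and was sorted only for living cells, so a step with induction may equally be a step with dox or with the sort.

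Genes of the Y chromosome were lower in induced cells, which the paper's text does not discuss, although its Tables S2, S3 and S7 list Ddx3y, Uty and Eif2s3y as lower. Ddx3y was picked out after its values were seen. It was at 34.3 ± 4.65 CPM (SD, n = 4) in C1, 5.77 ± 1.30 in C1M and 9.33 ± 2.44 in C1H, and at day 4 at 18.9 ± 3.73 in C1T and between 2.80 and 5.81 in the induced groups. Its log2 fold changes in the 6 comparisons of Tables S2 to S7 ran from -2.72 to -1.70, each with an edgeR FDR under 0.05 and without overlap between the libraries, and it kept its sign and its side of the threshold with every alternative. Uty was past the threshold in the same comparisons, in C1HV vs C1T in 5 of the 8 fits that each left out a library, so 2 genes beside Eif2s3y fell, while Kdm5d was too low to be tested. Over all chromosomes, 1 of 21 had a median log2 fold change at least 0.15 from the median of all genes in the same direction in all 6 comparisons, chromosome Y, whose smallest shift was 1.66 in size, while among autosomes and X the largest was 0.134 (chromosome 8). Under this limit, chromosome 8 (849 genes tested) was still shifted up in all 6 comparisons, by 0.0793 to 0.134. Chromosome X was shifted up by 0.0254 to 0.0890. The cause of these smaller shifts was not tested. With all libraries thinned to the lowest total, Ddx3y was still past the threshold in 6 of 6 comparisons, so library size does not account for it. A candidate explanation is the loss of the Y chromosome from part of the cells in the cultures that were induced. C1MV and C1HV, which had no inducers, were also low, at 4.95 and 5.75 CPM against 2.80 in C1MDT and 5.81 in C1HDT, and C1T vs C1 gave a log2 fold change of -0.86 (SE 0.20, edgeR FDR = 1.1e-04), so the pattern follows the cultures and cannot be told apart from a difference between them.

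The share of uniquely aligned reads that fell outside genes was higher at day 0, with a mean of 21.2% against 12.7% at day 4 (permutation p = 1e-05, the smallest that 100000 resamples can give). If library size were the cause, the share would follow the reads on genes within both days, and r was 0.413 at day 0 and -0.547 at day 4, of opposite sign. Gm42418, a gene that may take reads of ribosomal RNA, took a large share of the counts, from 12765 CPM in C1HDT to 39009 in C1H. With its counts added to the reads outside genes, the difference between the days was 9.81 percentage points, against 8.47 without. The gene had more counts at day 0, with a lowest group mean of 30758 CPM in C1M. Its highest group mean at day 4 was 22363 CPM in C1HV. Reads taken by this gene thus lowered the share outside genes more at day 0, and adding them back widened the difference. Reads counted on a gene cannot raise the share outside genes, so the direction of this result was fixed by the higher Gm42418 counts at day 0. Whether reads of ribosomal RNA outside this gene raised the share was not tested. Day 0 and day 4 libraries differ in medium and in state of differentiation, and RNA quality was not measured in these files, so the pattern may be technical or biological. The share of alignments that were not unique lay between 50.1% in C1 and 55.3% in C1MV, as group means.

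Genes that were low while dox and TMP were present and not after their removal stood out, and they were picked out after their values were seen, apart from Lrrc55 and Galnt13. Lrrc55 was at 18.2 ± 7.64 CPM (SD, n = 4) in C1, 1.29 ± 0.788 in C1M and 1.45 ± 1.43 in C1H, at 15.8 in C1T, 22.2 in C1MV and 25.7 in C1HV, and at the floor in C1MDT and C1HDT. Gucy2d and Calcb were at the floor in C1M, C1H, C1MDT and C1HDT and at 2.97 and 2.40 CPM in C1MV. If the amount of Ctnnb1 set Lrrc55, it should be lower in C1H, and its log2 fold change in C1H vs C1M was 0.071, but both groups lay near the floor, so the test could not show a difference. C1 and C1T had TMP and Lrrc55 was not low in them, so TMP alone does not give its pattern. For Gucy2d, at 1.65 CPM in C1 and 3.96 in C1T with libraries at 0 counts in both, and Calcb, at 2.86 and 1.08, this could not be told at this depth. A response to the β-catenin fusion and a response to dox itself may both give it, and they cannot be told apart here, as no group had dox without the fusion.

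Other genes are given as values only and were picked out after these were seen. H19 was at 6.70 ± 1.59 CPM (SD, n = 4) in C1T and between 43.5 and 69.7 CPM in the induced day 4 groups, with log2 fold changes from 2.74 to 3.37 and an edgeR FDR under 0.05 in each. Xist was at 10.6 ± 6.00 CPM in C1T and at 2.79 in C1MV, 2.00 in C1MDT, 2.45 in C1HV and 0.923 in C1HDT. Zscan4c and Zscan4d were at the floor in C1, at 1.82 ± 0.614 and 2.74 ± 0.892 CPM in C1M and at 6.56 ± 1.14 and 8.36 ± 0.681 in C1H, and C1H was above C1M by a log2 fold change of 1.85 (SE 0.45, edgeR FDR = 0.00990) and 1.60 (SE 0.36, edgeR FDR = 0.00439). Reads shared between related genes were not tested.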
